# Cell type‐specific regulation of m^6^A modified RNAs in the aging *Drosophila* brain

**DOI:** 10.1111/acel.14076

**Published:** 2024-01-11

**Authors:** Alexandra E. Perlegos, China N. Byrns, Nancy M. Bonini

**Keywords:** aging, Alzheimer's disease, *Drosophila*, epitranscriptomics, m^6^A, neurodegeneration

## Abstract

The aging brain is highly vulnerable to cellular stress, and neurons employ numerous mechanisms to combat neurotoxic proteins and promote healthy brain aging. The RNA modification m^6^A is highly enriched in the *Drosophila* brain and is critical for the acute heat stress response of the brain. Here we examine m^6^A in the fly brain with the chronic stresses of aging and degenerative disease. m^6^A levels dynamically increased with both age and disease in the brain, marking integral neuronal identity and signaling pathway transcripts that decline in level with age and disease. Unexpectedly, there is opposing impact of m^6^A transcripts in neurons versus glia, which conferred different outcomes on animal health span upon *Mettl3* knockdown to reduce m^6^A: whereas *Mettl3* function is normally beneficial to neurons, it is deleterious to glia. Moreover, knockdown of *Mettl3* in glial tauopathy reduced tau pathology and increased animal survival. These findings provide mechanistic insight into regulation of m^6^A modified transcripts with age and disease, highlighting an overall beneficial function of *Mettl3* in neurons in response to chronic stresses, versus a deleterious impact in glia.

**Abbreviations**
APP/PS1: amyloid precursor protein/presenilin 1
ER: endoplasmic reticulum
FACS: fluorescence‐activated cell sorting
h: hours
HR: homologous recombination
MAPK: mitogen‐activated protein kinase
min: minutes
m^6^A‐IP: m^6^A immunoprecipitation
PCA: principal component analysis
RNA‐seq: RNA sequencing
TBI: traumatic brain injury
TCA: tricarboxylic acid
TGF‐beta: transforming growth factor beta
TRAP: translating ribosome affinity purification

## 1 INTRODUCTION

Aging increases the brain's susceptibility to neurodegeneration and cognitive decline, making it crucial to understand mechanisms that impact the aging brain. Key factors that modulate brain health and protein neurotoxicity include changes in transcriptional silencing and activation, protein translation, and the stress response. Dysregulation of glia, which provide metabolic and structural support for neurons, is also a key hallmark of aging (Zuchero & Barres, 2015). The aging brain is characterized by increased cellular stress markers such as DNA damage and oxidative stress, decreased mitochondrial function, and increased protein misfolding (Haigis & Yankner, 2010). Overall, aging and the onset of neurodegenerative disease reflects an imbalance of damage caused by cellular stress and chronic activation of stress response pathways aiming to help. Insights gained from studying the basic biology of aging have identified pathways linked to lifespan extension including calorie restriction and lowering of metabolic rate, upregulated stress response chaperones, restoration of mitochondrial dysfunction, and changes in epigenetic modifications (Bonini, 2002; Bordone & Guarente, 2005; Haigis & Yankner, 2010; Kennerdell et al., 2018; Ruggiero et al., 2008; Sen et al., 2016).

RNA modifications have been implicated as fundamental regulators of gene expression. m^6^A, one of the most abundant RNA modifications found on eukaryotic mRNA, has been linked to diverse functions including cell differentiation, mRNA stability, splicing, secondary structure, translation efficiency, and chromatin remodeling (Fu et al., 2014; Liu et al., 2017; Liu, Dou, et al., 2020; Wang et al., 2014; Xiao et al., 2016; Zhao et al., 2017). m^6^A is dynamically regulated by a methyltransferase complex consisting of the catalytically active component METTL3, and downstream nuclear and cytoplasmic reader proteins that govern the fate of m^6^A modified RNAs (Lence et al., 2017; Shi et al., 2019; Yang et al., 2018). The levels of m^6^A are highest in the brain, where it modulates transcripts important for many biological processes such as synaptic plasticity (Shi et al., 2018), learning and memory (Kan et al., 2021; Shi et al., 2018; Walters et al., 2017), development (Ma et al., 2018; Wang et al., 2018), neurogenesis (Li et al., 2017; Yoon et al., 2017), gliogenesis (Cui et al., 2017; Xu et al., 2020) and subcellular localization of transcripts (Loedige et al., 2023). Altered levels of m^6^A and its regulatory complex proteins have been implicated in the pathogenesis of neurological disorders including Alzheimer's disease (Li et al., 2018), Parkinson's disease (Chen et al., 2019), amyotrophic lateral sclerosis (McMillan et al., 2023), and glioblastoma (Cui et al., 2017; Li et al., 2019; Zhang et al., 2017). Understanding the role of m^6^A in the normal regulation of brain homeostasis, therefore, will provide valuable insights into mechanisms connecting aging, stress, and disease.

Under periods of stress, RNAs are transported for prompt degradation or for selective translation, and m^6^A regulation of RNA processing is heightened. Studies in mammalian cells in vitro show that the regulation of m^6^A is critical for acute cellular stress conditions including UV‐induced DNA damage and heat shock (Ji et al., 2021; Xiang et al., 2017; Yu et al., 2021; Zhou et al., 2015). Additionally, studies conducted in vivo have shown that m^6^A increases upon restraint stress in mice, and m^6^A is necessary for axon regeneration after injury (Engel et al., 2018; Weng et al., 2018). Furthermore, m^6^A modified RNAs and reader proteins are concentrated in stress granules that form in response to cellular stress (Anders et al., 2018; Fu & Zhuang, 2020).

*Drosophila* has revealed that m^6^A plays a critical role in vivo in regulating the brain's acute heat shock response (Perlegos et al., 2022), which is important for handling the stress and promoting recovery (Leak, 2014). Here, we investigate the role of m^6^A in the brain during chronic stresses of aging and progressive degenerative disease. Upon aging and disease, m^6^A levels increase on target transcripts of signaling pathways and neurogenesis, which are pathways that normally become downregulated in the brain with age and disease. Moreover, knockdown of m^6^A methyltransferase *Mettl3* in neurons versus glial cells yields a markedly different impact on the DNA damage response, translation efficiency of m^6^A marked transcripts, and animal health span. In addition, knockdown of *Mettl3* in glia reduced pathological tau burden and dramatically extended lifespan in a fly model of glial tauopathy. Overall, these studies indicate that m^6^A RNA modification plays a critical role in the brain to impact chronic stresses of aging and disease, with a notably different impact based on cell type.

## 2 RESULTS

### 2.1 m^6^A levels increase in the 5' UTR of transcripts in the aging brain

To assess m^6^A modification with age we conducted m^6^A‐IP sequencing analysis from 34d versus 5d *Drosophila* head samples with and without *Mettl3* knockdown (Data S1). 

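m6A-IP sequencing compares the RNA fragments that an antibody against m6A pulls down with the polyA+ RNA that went into the pulldown, so the m6A-IP/input ratio of a transcript rises with the share of its copies that carry the mark. Heads of control flies (daGal4 > mCherry RNAi) and Mettl3 RNAi flies (daGal4 > Mettl3 RNAi) were sampled at 5d and 34d, with 3 biological replicates per genotype and age and an input and an m6A-IP library from each replicate, 24 libraries in all. daGal4 drives expression in nearly all cells of the fly, and mCherry RNAi targets no fly gene.

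The authors trimmed the reads, aligned them to the dm6 genome with STAR, dropped improperly paired reads, counted the rest over the exons of each gene of the FlyBase annotation and deposited these counts without normalization for 17562 genes. One count covers a whole gene, so the ratios here are for whole transcripts and do not separate the 5' UTR from the coding sequence or the 3' UTR. The paper's text does not state whether counting used the strand, so the value of a gene whose exons overlap those of another gene is uncertain, and the overlapping gene is given beside it.

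Reads counted on genes ranged from 20141287 to 36361242 per library, with a median of 29612398. The medians of the input groups were 28550898 (control, range 28045788 to 28575043) and 29366606 (Mettl3 RNAi, 27037881 to 35069140) at 5d, and 34134718 (29858190 to 35022122) and 31349139 (29046302 to 31777772) at 34d. For the m6A-IP groups they were 30877064 (control, 27857145 to 33881230) and 36151489 (Mettl3 RNAi, 31861272 to 36361242) at 5d, and 23713971 (20141287 to 30900249) and 26166955 (25075378 to 27292082) at 34d.

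Counts were scaled with edgeR's TMM method, genes with low counts were removed with filterByExpr, and changes in the m6A-IP/input ratio were tested with edgeR's quasi-likelihood test, with input and m6A-IP libraries of a replicate kept as a pair and p-values adjusted by the Benjamini-Hochberg method. TMM sets the bulk of genes to no change in each library, so a rise or fall shared by most transcripts would not be seen, and changes are relative to the other genes.

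Mettl3 (FBgn0039139, chromosome 3R of dm6, 24032157 to 24034257) was the target of the RNAi. In the inputs at 5d its level was 3.54 ± 1.22 CPM (counts per library scaled to a common size; SD, n = 3) with Mettl3 RNAi and 5.07 ± 0.229 CPM in control, 69.9% of the control level. At 34d the level was 2.31 ± 0.246 CPM against 7.13 ± 0.171 CPM, or 32.4% of control. At each age no Mettl3 RNAi replicate reached a control replicate (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 replicates against 3 allow). Between 62 and 250 counts per input library fell on Mettl3. The log2 fold change between genotypes was -0.57 (SE 0.26, adjusted p = 0.468) at 5d and -1.59 (SE 0.13, adjusted p = 4.35e-08) at 34d.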

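At 5d the m6A-IP/input ratio was lower with Mettl3 RNAi than in control for 1490 of the 10666 genes tested and higher for 537, at an adjusted p under 0.05. At 34d it was lower for 2106 of 10678 genes and higher for 1345. Fitting input and m6A-IP libraries without their pairing moved the numbers at 5d most, to 835 lower and 20 higher genes. With edgeR's RLE scaling in place of TMM, 1358 genes were lower and 903 higher at 5d, so that higher genes made up 39.9% of the changed genes instead of 26.5%.

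The 2249 genes with a lower ratio at either age are called m6A transcripts here, with all other tested genes for comparison. For each replicate, the median log2 ratio of the m6A transcripts minus that of the other genes was taken as its m6A score. At 5d the score was 0.57 ± 0.06 (SD, n = 3) with Mettl3 RNAi and 1.42 ± 0.11 in control heads. At 34d it was 0.62 ± 0.07 against 1.78 ± 0.09. At each age the replicates of the genotypes did not overlap (exact permutation test, 2-sided, p = 0.1, the smallest possible). These genes were chosen on the same libraries, so the size of the fall is not independent evidence.

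Among genes with at least 10 CPM, CG43219 (FBgn0262855, 3L, 21220400 to 21223118) had the largest fall at 5d. Its log2 ratio was 0.97 ± 0.30 with Mettl3 RNAi and 4.60 ± 0.25 in control (log2 fold change -3.62, SE 0.17, adjusted p = 1.55e-12). CG34132 (FBgn0083968, 2L, 7885503 to 7886109) fell by 3.31 (SE 0.24, adjusted p = 6.24e-10) at 5d. CG44195, which shares exons with Ank2, had the largest fall at 34d, with a log2 fold change of -4.07 (SE 0.19, adjusted p = 2.47e-13). The rises were smaller: the largest were in IM4 at 5d, by 1.06 (SE 0.12, adjusted p = 3.28e-07), and in Fpgs at 34d, by 0.99 (SE 0.21, adjusted p = 6.89e-04), neither of which has coordinates in the annotation used here.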

Consistent with previous work (Kan et al., 2021; Perlegos et al., 2022), m^6^A‐IP sequencing showed that m^6^A is enriched in the 5' UTR of transcripts and dependent on the methyltransferase *Mettl3* (Figure 1a,b and Figure S1a). 5' UTR m^6^A enrichment is unique to *Drosophila*, as mammalian m^6^A is primarily in the 3' UTR (Meyer et al., 2012). We used RADAR differential methylation analysis to define *Mettl3*‐dependent m^6^A modified transcripts, referred to here as m^6^A transcripts (Data S2). 

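With age, the m6A score of control heads went from 1.40 ± 0.11 (SD, n = 3) at 5d to 1.75 ± 0.09 at 34d, and every replicate at 34d lay above every replicate at 5d (exact permutation test, 2-sided, p = 0.1, the smallest possible). In Mettl3 RNAi heads the score was 0.56 ± 0.06 at 5d and 0.61 ± 0.08 at 34d (p = 0.6, same exact test). For the difference between the genotypes in this change, a permutation test that exchanged ages within each genotype gave p = 0.095, where the design allows 0.005. The exchange assumes no change with age in either genotype, so this p is not exact for the difference itself.

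In control heads the median change of the m6A transcripts relative to other genes was 0.38 on the log2 scale. A test for the set gave p = 5.36e-30 with camera, which presets the correlation between genes, and p = 0.020 with fry, which estimates it from the data (adjusted over 30 set tests, 4.02e-29 and 0.0695). In Mettl3 RNAi heads the median change with age was 0.04 (adjusted p = 0.0387 with camera and 0.889 with fry; unadjusted, 0.0181 and 0.859), and the difference between genotypes was 0.35 (adjusted p = 1.40e-17 with camera and 0.180 with fry; unadjusted, 2.33e-18 and 0.0958).

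Gene by gene, the ratio rose with age for 592 of 11113 genes in control heads and fell for 1974. Among these were 401 m6A transcripts that rose and 49 that fell, against 191 and 1925 of the other genes (Fisher's exact test, p = 8.34e-258). This split depended on scaling. With TMM the median of all genes was -0.16, and with RLE it was 0.03, so that 1255 genes rose and 416 fell, 871 and 6 of them m6A transcripts. With DESeq2 1283 genes rose and 470 fell, 906 and 7 of them m6A transcripts. Leaving out control replicate 2 at 34d lowered the number of rising genes to 319. In Mettl3 RNAi heads 198 genes rose and 663 fell, of which 140 and 131 were m6A transcripts; with RLE 188 rose and 343 fell. The change with age differed between genotypes for 116 genes, 58 in each direction, with 51 m6A transcripts higher and 23 lower in control. With RLE the median of all genes for this difference moved from -0.11 to 0.06, and 333 genes were higher and 26 lower. With DESeq2 it was 585 and 46.

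Of the m6A transcripts at 5d, 1347 (90.4%) were also m6A transcripts at 34d, where 302 would be shared by chance among the 10303 genes tested at both ages. This left 143 transcripts at 5d alone and 759 at 34d alone. A lower ratio at 34d was seen in 98.6% of the 5d set.

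Of the genes that Data S2 lists with increased 5' UTR m6A with age, 1600 were in the count table, more than the 1455 transcripts the paper gives, and 1549 were tested. The reason for the longer list was not resolved. The list was drawn up by the authors from these head samples, so values for it are not independent evidence. It held 1045 of the m6A transcripts, 67.5% of its tested genes against 12.7% of other tested genes. Its m6A score went from 1.23 ± 0.12 at 5d to 1.55 ± 0.07 at 34d in control heads, and from 0.86 ± 0.03 to 0.82 ± 0.10 in Mettl3 RNAi heads. For the difference between genotypes the same permutation of ages gave p = 0.04, which is not exact for that difference either. With age 344 of its genes rose and 89 fell in control heads, or 369 and 98 when adjusted over the list alone.

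From the overlap of the transcripts at both ages, the paper concludes that the same transcripts carry m6A in young and aged heads and that the amount rises with age.

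**Figure D1:**
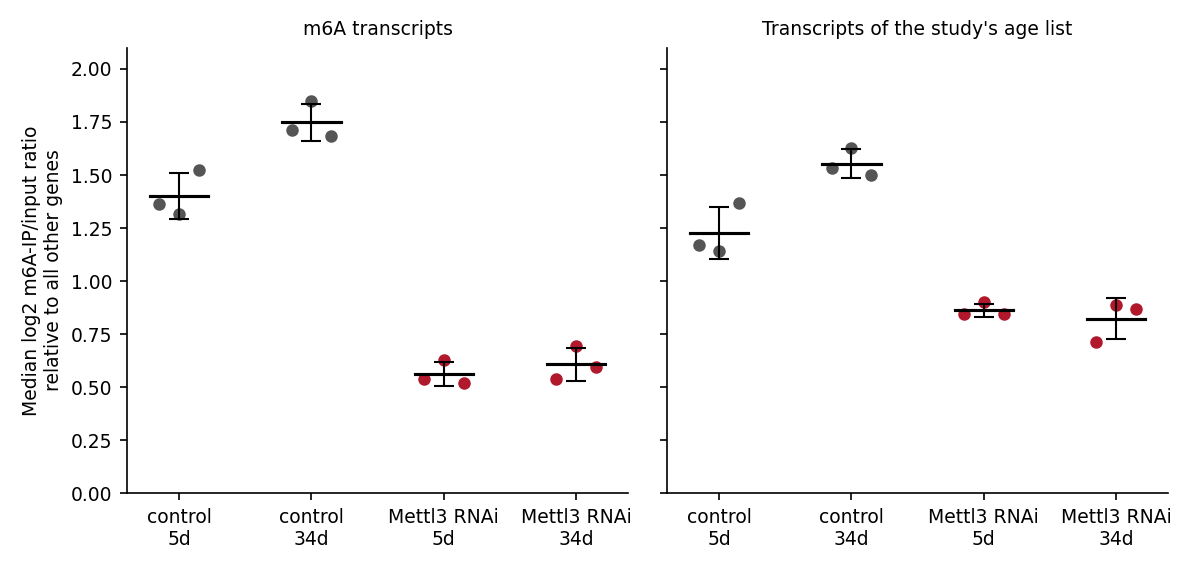
m6A score (median log2 m6A-IP/input ratio relative to all other genes) of m6A transcripts (left) and of the transcripts that Data S2 lists with increased 5' UTR m6A with age (right), by genotype and age. Points are biological replicates (n = 3), lines are means and bars are SD; control heads rose from 1.40 to 1.75 for m6A transcripts and Mettl3 RNAi heads lay at 0.56 and 0.61.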

Global m^6^A levels were strikingly increased with age (Figure 1a), with 49% of all m^6^A transcripts having significantly increased 5' UTR m^6^A (1455 of a total of 3033 m^6^A transcripts) upon aging (Data S2). m^6^A transcripts significantly overlapped at 34d and 5d, indicating that the same transcripts were marked at both timepoints, but with increased levels of m^6^A at 34d (Figure 1b). To further understand these changes, we examined the levels of m^6^A methyltransferase and the Ythdc1 reader protein in young versus aged brains. Mettl3 protein levels increased ~1.4 fold (Figure 1c), which may in part account for the overall increase of m^6^A on transcripts with age. The levels of nuclear reader protein Ythdc1 were also significantly increased with age (~1.8 fold, Figure 1d). Overall, m^6^A methylation was increased with age on a subset of transcripts in the brain, in association with changes in methyltransferase and reader protein abundance.

**FIGURE 1:**
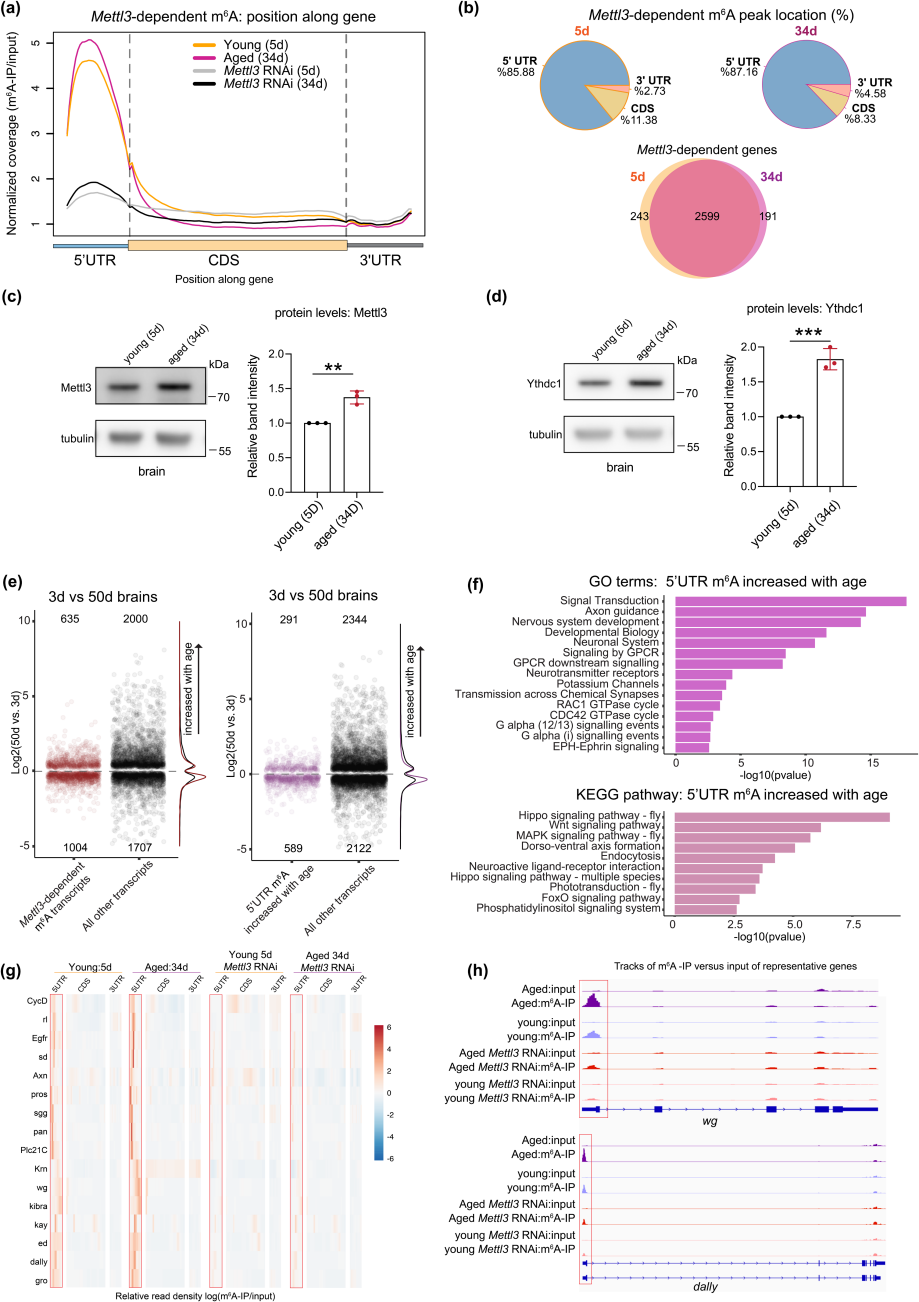
m^6^A increases in the 5' UTR in the brain with age. (a) Normalized read coverage plot of m^6^A‐IP/input on polyA+ transcripts across the 5' UTR, CDS, and 3' UTR of *Mettl3*‐dependent transcripts. m^6^A‐IP sequencing in 5d and 34d conditions from control RNAi and *Mettl3* RNAi fly heads (*da*Gal4 > mCherry RNAi; *da*Gal4 > *Mettl3* RNAi). *Mettl3* RNAi samples show a loss of m^6^A primarily in the 5' UTR. (b) Transcript location of *Mettl3*‐dependent m^6^A at 5d and 34d. m^6^A transcripts at 5d and 34d show a 93% overlap. (c) Protein levels of Mettl3 with aged brains (5d vs. 34d), **p < 0.01, *p* = 0.0024, Student's *t*‐test. (d) Protein levels of Ythdc1 with aged brains (5d vs. 34d), ***p < 0.001, *p* = 0.0007, Student's *t*‐test. (e) Plot of significantly differentially expressed genes *p*_adj_ < 0.05 of control (*w* ^*1118*^) brains with age (50d vs. 3d). Positive logFC indicates an increase in transcript level with age. *Mettl3*‐dependent m^6^A transcripts (red), all other non‐m^6^A transcripts (black), transcripts with increased 5' UTR m^6^A with age (purple). (f) GO and KEGG pathway enrichment of transcripts with increased 5' UTR m^6^A methylation with age (34d vs. 5d). (g) Heat map of m^6^A enrichment on signaling pathway (KEGG) transcripts with increased 5' UTR m^6^A with age. Shown are Control RNAi and *Mettl3* RNAi m^6^A enrichment in 5d and 34d conditions. m^6^A enrichment presented as log (m^6^A‐IP divided by the input control). Heat map displays *z*‐score values scaled by row, with each gene relative to itself and relative across all six boxes. Segmented into 5' UTR, CDS, and 3' UTR. (h) Genome browser tracks of m^6^A locations for example genes *dally* and *wg* at 5d and 34d time points from control and *Mettl3* RNAi.

We then investigated if m^6^A transcripts were differentially expressed with age in the brain (Srinivasan et al., 2022). The aging brain has distinct transcriptional changes, such as upregulation of transcripts of the stress‐response, oxidative stress and mitochondrial damage, and overall transcriptional decline due to altered RNA processing (Gemma et al., 2007; Haigis & Yankner, 2010; Ham & Lee, 2020; Sen et al., 2016). Non‐m^6^A marked genes expressed in the brain showed an equal distribution of up and down regulation with age; by contrast, m^6^A marked transcripts were more downregulated in both mid‐age (20d) and advanced age (50d) brains (Figure 1e and Figure S1b). Similarly, transcripts with increased 5' UTR m^6^A were more downregulated with age (Figure 1e and Figure S1b,c).

To further define the m^6^A marked transcripts with age, we compared these to the total brain transcriptional response. Examining all genes in the brain, those upregulated with age were enriched for proteasome, nonsense‐mediated decay, and toll signaling, whereas downregulated pathways were enriched for oxidative phosphorylation, TCA cycle, and phosphatidylinositol signaling (Figure S1d,e; Data S3). Only a subset of all genes expressed in the fly brain are marked by m^6^A (~14%) (Perlegos et al., 2022), yet m^6^A transcripts represented ~30% of differentially expressed genes upon aging (Figure 1e and Data S4). Examining all transcripts with increased m^6^A with age showed enrichment for pathways critical in the function of neurons (signaling and neurogenesis pathways) (Figure 1f–h). 

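The heat map of Figure 1g shows 16 signaling genes, all of them in the list of Data S2, and 14 of them were m6A transcripts here; Axn and Krn were not. Over whole transcripts and with TMM scaling, 3 of the 16 had an increased m6A-IP/input ratio at 34d at an adjusted p under 0.05. The log2 ratio of dally (FBgn0263930, 3L, 8827505 to 8891192) went from 1.55 ± 0.11 (SD, n = 3) at 5d to 1.92 ± 0.13 at 34d, a change of 0.36 (SE 0.11, adjusted p = 0.0205). For sd (FBgn0003345, X, 15804370 to 15827682) it went from 1.48 ± 0.10 to 1.85 ± 0.08 (0.37, SE 0.12, adjusted p = 0.0226). For sgg (FBgn0003371, X, 2633952 to 2679553), which shares exons with lncRNA:CR45197, it went from 1.67 ± 0.18 to 1.99 ± 0.05 (0.32, SE 0.11, adjusted p = 0.0475). The change in wg (FBgn0284084, 2L, 7307159 to 7316265), from 1.68 ± 0.24 to 1.96 ± 0.19, was 0.27 (SE 0.21, adjusted p = 0.394) and within the spread of the replicates.

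Of the other genes, rl, pros (which shares exons with lncRNA:CR46008) and kibra had the larger changes, 0.36, 0.24 and 0.22 (adjusted p = 0.0877, 0.0873 and 0.151). With DESeq2 rl, pros, kibra and gro passed an adjusted p under 0.05 as well (0.00839, 9.06e-04, 0.0109 and 0.0304), and so they did with RLE scaling (0.0135, 0.00988, 0.0199 and 0.0487). The changes of Krn, gro, pan, kay, CycD, Egfr, ed and Plc21C lay between 0.0006 and 0.17. Among these Krn shares exons with Ndfip, gro with Exo84, ed with asRNA:CR44984, Plc21C with CG43755 and Ent1, and pan with transposon fragments. The change of Axn, which shares exons with ZIPIC and asRNA:CR44045, was -0.11, or 0.08 with DESeq2 and with RLE scaling. Of all genes with at least 10 CPM, the largest increases were in lncRNA:CR43651, which overlaps mir-14 (1.98, SE 0.25, adjusted p = 1.56e-05), in CG31904 (1.67, SE 0.42, adjusted p = 0.00920) and in CG4461 (FBgn0035982, 3L, 9375430 to 9376293; 1.46, SE 0.14, adjusted p = 3.04e-07). In Mettl3 RNAi heads lncRNA:CR43651 rose by 2.04 (SE 0.29, adjusted p = 9.80e-05). The largest falls with age were in CG11679, mRpL27 and Nxt1, which shares exons with CG5543, by 1.06, 1.03 and 0.97.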

Further sub‐setting transcripts with increased 5' UTR m^6^A and downregulated with age showed enrichment for axon guidance, Hippo signaling, glycerophospholipid metabolism, and phosphatidylinositol signaling (Figure S1f); these marked pathways are likely less functional with age. Interestingly, a smaller set of transcripts with increased m^6^A that were instead upregulated with age were enriched for pathways known to impact lifespan, including MAPK, Notch, foxO, and TGF‐beta signaling, highlighting a subset of signaling pathways oppositely regulated by m^6^A with age (Figure S1g). These findings underscore two opposite avenues of m^6^A regulation in the brain with age, indicating a complex interplay between m^6^A and age‐related gene expression changes.

### 2.2 Alzheimer's disease model shows increased 5' UTR m^6^A

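Flies of the Aβ42 model express the toxic human peptide under elavC155Gal4, a driver active in all neurons, and control flies express a membrane-bound GFP (mCD8-GFP) under the same driver. Heads were collected at 6d. An input and an m6A-IP library were sequenced from each of 2 Aβ42 and 3 control samples. The paper's methods give 3 biological replicates, and the third Aβ42 pair was not analysed here. Reads counted on genes ranged from 18527609 to 21351930 per library (median 20008870). In the inputs they were 19805911 and 19954819 for Aβ42, and had a median of 21172127 for control (20062922 to 21351930). In the m6A-IP libraries they were 18527609 and 18865547 for Aβ42, and had a median of 20107124 for control (19424049 to 20474608). Mettl3 had 116 and 122 counts in the Aβ42 inputs and 105 to 131 counts in the control inputs. The counts were made by the authors, and the ratios computed, as for the aging heads.

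The m6A score of the transcripts defined in the aging heads was 0.87 ± 0.0050 (SD, n = 2) with Aβ42 and 0.51 ± 0.09 (n = 3) in control (exact permutation test, 2-sided, p = 0.1, the smallest possible). The median change of m6A transcripts relative to other genes was 0.34 (adjusted p = 3.17e-30 with camera and 0.0695 with fry; unadjusted, 3.17e-31 and 0.0232). The ratio rose with Aβ42 for 998 of the 10463 genes tested and fell for 1551. m6A transcripts made up 736 of the rising genes (73.7%) and 83 of the falling ones (Fisher's exact test on directions, p = 9.34e-307). With RLE scaling 1479 genes rose and 1041 fell, and with DESeq2 1036 rose and 572 fell, so that the share of rising genes was 58.7% and 64.4% instead of 39.2%. Leaving out the pairing of input and m6A-IP moved the numbers most, to 220 rising and 440 falling genes. Without control replicate 3 547 genes rose, and without control replicate 1 1755 did.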

As aging is a major risk factor for degenerative disease, we extended these studies to a *Drosophila* model of Alzheimer's disease that expresses toxic human Aβ42 in neurons (Iijima et al., 2004). m^6^A‐IP sequencing (6d, *elav* ^C155^ > UAS‐Aβ42 vs. *elav* ^C155^ > UAS‐mCD8GFP) showed dramatically increased levels of 5' UTR m^6^A and a significant overlap (57%) with m^6^A transcripts from the aging m^6^A‐IP (Figure 2a; Figure S2a). Transcripts with increased m^6^A were enriched for signaling and neurogenesis pathways (Figure S2b), indicating similar pathways are regulated by m^6^A in Aβ42 brains and normal brain aging. 

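Pathway enrichment was not tested here, since the table gives whole genes and not the 5' UTR calls behind Figure S2b. Of the genes with increased 5' UTR m6A with age in Data S2, 1546 were tested in the Aβ42 heads. Their ratio rose with Aβ42 for 474 genes and fell for 62, or 527 and 77 when adjusted over the list alone; their m6A score was 0.80 ± 0.04 (SD, n = 2) with Aβ42 and 0.52 ± 0.09 (n = 3) in control. The largest increase among genes with at least 10 CPM was in CG8620 (FBgn0040837, 3L, 7158099 to 7158874), whose log2 m6A-IP/input ratio was 1.63 ± 0.41 with Aβ42 and -0.32 ± 0.22 in control (2.01, SE 0.31, adjusted p = 1.83e-05). The next were 5.8SrRNA-Psi:CR45854, a ribosomal RNA pseudogene, and lncRNA:CR46348. The largest falls were in CG31636 (-1.32, SE 0.27, adjusted p = 4.44e-04), CG3909, which shares exons with CG11722, and alpha-Est5, which overlaps a transposon fragment. From the pathways shared with aging, the paper concludes that m6A regulates similar pathways in Aβ42 brains and in normal aging.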

To further understand the increase in m^6^A with Aβ42, we examined m^6^A methyltransferase and reader protein levels. Similar to aged brains, there were increased levels of Mettl3 protein (~1.5‐fold) and nuclear reader protein Ythdc1 (~1.5‐fold) (Figure 2b,c). These findings suggest that increased m^6^A modification and altered activity of its associated proteins may play a role in the response of the brain to Aβ42.

**FIGURE 2:**
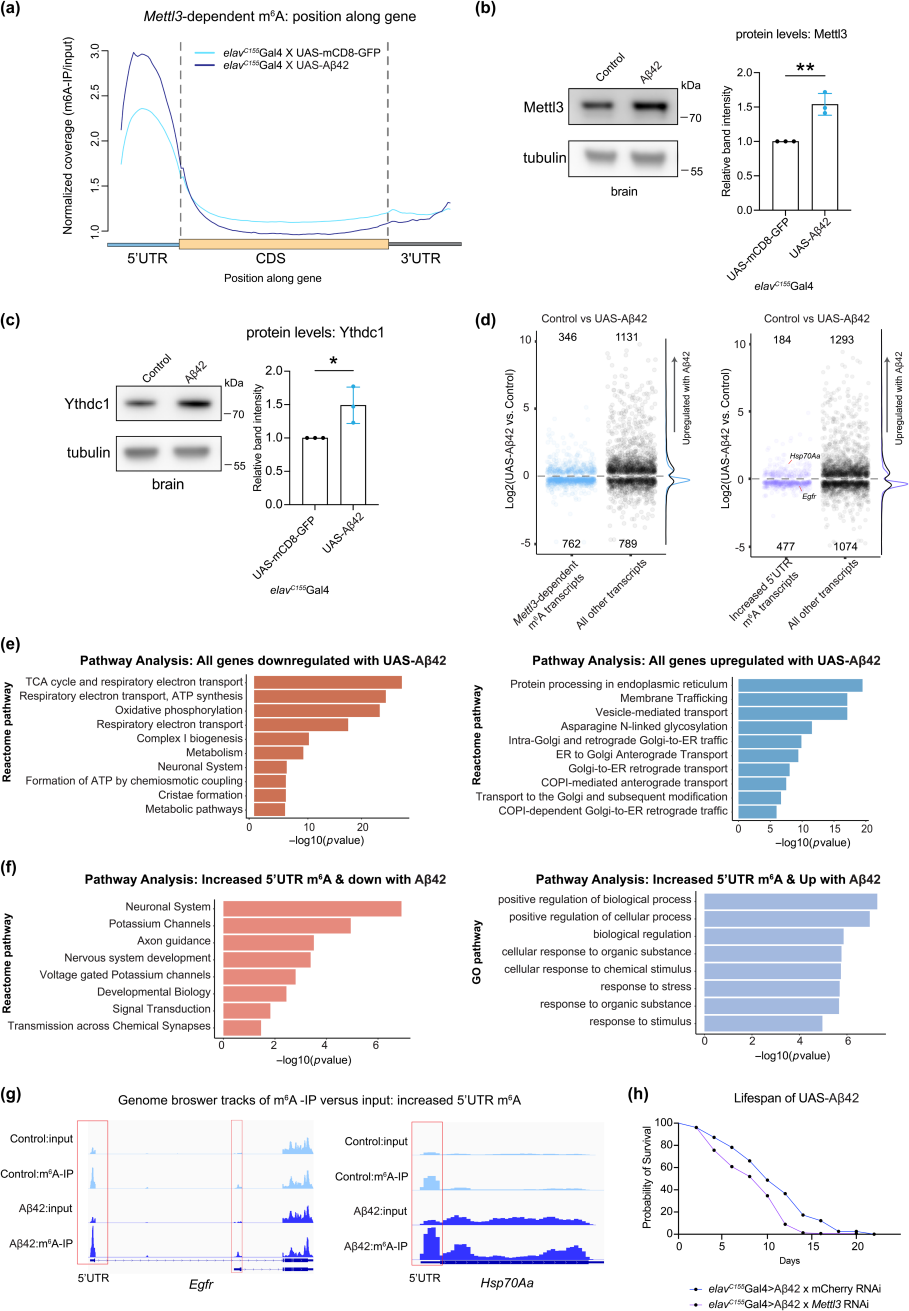
Alzheimer's disease model shows increased 5' UTR m^6^A. (a) Normalized read coverage plot of m^6^A‐IP/input on polyA+ transcripts in the 5' UTR, CDS, and 3' UTR of m^6^A transcripts. m^6^A‐IP sequencing in control (6d) and Aβ42 (6d) conditions. (*elav* ^C155^Gal4 > UAS‐mCD8‐GFP; *elav* ^C155^Gal4 > UAS‐Aβ42). Aβ42 head samples show an increase of m^6^A primarily in the 5' UTR. (b) Protein levels of Mettl3 in Aβ42 brains, **p < 0.01, *p* = 0.0042, Student's *t*‐test. (c) Protein levels of Ythdc1 in Aβ42 brains, *p < 0.05, *p* = 0.0355, Student's *t*‐test. (d) RNA seq from 6d brains of *elav* ^C155^Gal4 > UAS‐mCD8‐GFP and *elav* ^C155^Gal4 > UAS‐Aβ42. Plot of significantly differentially expressed genes of control versus Aβ42 brains. Positive logFC indicates an increase in transcript level with Aβ42 expression. m^6^A transcripts (blue), m^6^A genes with 5' UTR increased peaks (purple), all other differentially expressed genes (black). (e) Left: Pathway analysis of all genes downregulated in UAS‐Aβ42 brains. Right: Pathway analysis of all genes upregulated in UAS‐Aβ42 brains. (f) Left: Pathway analysis of all genes downregulated in UAS‐Aβ42 brains with increased 5' UTR m^6^A. Right: Pathway analysis of all genes upregulated in UAS‐Aβ42 brains with increased 5' UTR m^6^A. (g) Example genome browser tracks of increased 5' UTR m^6^A locations for genes *Hsp70Aa* and *Egfr* from control and UAS‐Aβ42. (h) Lifespan of animals expressing control RNAi or *Mettl3* RNAi in neurons (*elav* ^C155^Gal4 > mCherry RNAi vs. *elav* ^C155^Gal4 > *Mettl3* RNAi). 29°C, *n* = 156, *n* = 156, ****p < 0.0001, Log‐rank test.

We then investigated how the m^6^A transcriptional response compared to the total brain Aβ42 transcriptional response. 

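RNA from brains of the Aβ42 and mCD8-GFP flies at 6d was sequenced without m6A-IP, with 3 replicates each. The authors counted reads on genes as for the heads and tested expression with DESeq2. Reads counted on genes ranged from 17513035 to 22746821 with Aβ42 (median 21885349) and from 17928761 to 20816767 in control (median 18885520). Here counts were scaled by TMM and tested with edgeR, without pairing of replicates, and 9759 genes passed the filter on low counts. Mettl3 stood at 3.64 ± 0.599 CPM (SD, n = 3) with Aβ42 and 3.26 ± 0.336 CPM in control (log2 fold change 0.10, SE 0.20, adjusted p = 0.719).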

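Expression rose with Aβ42 for 1566 genes and fell for 1464. Of the m6A transcripts 259 rose and 564 fell, so that 68.5% of the changed m6A transcripts fell, against 40.8% of the changed other genes (1307 rose and 900 fell; Fisher's exact test, p = 1.45e-42). m6A transcripts made up 27.2% of the changed genes and 22.1% of the genes tested. Their median change relative to other genes was -0.14 (adjusted p = 2.88e-04 with camera and 0.0695 with fry; unadjusted, 1.06e-04 and 0.0213). Per library, the median of m6A transcripts minus that of other genes was -0.07 ± 0.05 (SD, n = 3) with Aβ42 and 0.07 ± 0.01 in control, without overlap (exact permutation test, 2-sided, p = 0.1, the smallest possible). Of the genes with increased 5' UTR m6A with age 186 rose and 415 fell, or 196 and 451 when adjusted over the list alone. Leaving out control replicate 1 moved the number of falling genes most, to 826.

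The largest increases among genes with at least 10 CPM were in CG13855, which shares exons with CG13850 and was at least 63.6-fold higher with Aβ42, in Ldh and in CG17732. Ldh (FBgn0001258, 3L, 6259105 to 6262694) went from 7.72 ± 0.0469 to 774 ± 79.9 CPM (log2 fold change 6.65, SE 0.10, adjusted p = 1.05e-07). The largest falls were in FBgn0010549 (-6.51, SE 0.57, adjusted p = 9.12e-04), CG10936 (-4.82) and Lsp1beta (-3.12).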

RNA‐sequencing from Aβ42 and control brains showed that m^6^A transcripts were more downregulated in disease brains compared to non‐m^6^A transcripts (Figure 2d). Overall, ~50% of all genes differentially expressed with Aβ42 were also changed with age (Figure S2c), and, similar with normal aging, m^6^A transcripts were more downregulated in disease brains, suggesting these signaling pathways likely become less functional. Transcripts upregulated with Aβ42 expression were enriched for pathways associated with ER membrane protein processing and stress, whereas downregulated pathways were enriched for oxidative phosphorylation and metabolism (Figure 2e). m^6^A transcripts downregulated in Aβ42 brains highlighted transcripts for axon guidance and signaling pathways such as *Egfr* (Figure 2f,g). 

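Hand-written lists of pathway genes were tested as sets in the same brains, with adjustment over 14 lists. Of 35 genes for protein processing in the endoplasmic reticulum, 31 rose and 0 fell (32 and 0 when adjusted over the list alone), with a median change of 0.89 relative to other genes (adjusted p = 5.27e-22 with camera and 1.48e-04 with fry). Of 68 oxidative phosphorylation genes 59 fell and 2 rose (62 and 2 when adjusted over the list alone), with a median change of -0.40 (adjusted p = 2.80e-17 and 0.00231). Of 16 TCA cycle genes 12 fell (13 when adjusted over the list alone; -0.36, adjusted p = 4.92e-06 and 0.00635). The list for carbohydrate metabolism went the other way, with 9 of 31 genes higher and 2 lower (0.24, adjusted p = 0.00430 and 0.0147).

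Egfr (FBgn0003731, 2R, 21522420 to 21559977), an m6A transcript, stood at 55.2 ± 2.96 CPM (SD, n = 3) with Aβ42 and 81.4 ± 4.69 CPM in control brains, a log2 fold change of -0.56 (SE 0.07, adjusted p = 7.26e-04). Its log2 m6A-IP/input ratio over the whole transcript was 0.097 ± 0.10 (n = 2) in Aβ42 heads and 0.096 ± 0.05 (n = 3) in control heads, a change of 0.0003 (SE 0.08, adjusted p = 0.999). From the fall of m6A transcripts with Aβ42, as with age, the paper proposes that the signaling pathways they belong to become less functional.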

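Hsp70Aa (FBgn0013275, 3R, 11954163 to 11956544) is one of several nearly identical Hsp70 genes, and the counts do not show how reads that match more than one of them were assigned, so its level is uncertain. It stood at 275 ± 293 CPM (SD, n = 3) in Aβ42 brains and 15.2 ± 2.80 CPM in control brains (log2 fold change 4.18, SE 0.99, adjusted p = 0.0415). The Aβ42 replicates differed widely, from 101 to 613 CPM, and all lay above the control replicates. In the heads its log2 m6A-IP/input ratio was 0.78 ± 0.05 (n = 2) with Aβ42 and 1.11 ± 0.19 (n = 3) in control, a change of -0.34 (SE 0.10, adjusted p = 0.0112). It is in the list of Data S2 but was not among the m6A transcripts defined here.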

Intriguingly, the subset of transcripts with increased m^6^A and also upregulated in Aβ42 brains included key stress genes such as *Hsp70Aa* (Figure 2g). Increased m^6^A levels on heat stress chaperones, however, results in a compromised stress response due to lower transcript stability and lower protein levels (Perlegos et al., 2022). Intriguingly, we found that knockdown of *Mettl3* in Aβ42 expressing brains worsens overall lifespan (Figure 2h), indicative of the importance of m^6^A regulation in the overall health of the disease brain. With m^6^A transcripts involved in critical neuronal signaling pathways downregulated with both age and disease, these data suggest that Aβ42 expression yields an overall premature aging signature on the brain with regard to m^6^A.

### 2.3 Knockdown of m^6^A methyltransferase *Mettl3* in neurons shortens lifespan

Based on the increased levels of m^6^A with age and disease, we extended these studies to investigate the functional consequences of reducing m^6^A on longevity and health span. Our m^6^A‐IP and RNA seq analysis consisted of whole brain or head tissue, and we sought to determine cell‐type specific effects of m^6^A in the brain in neurons versus glia. We found that knockdown of *Mettl3* selectively in neurons decreased the lifespan of animals (Figure 3a), as did neuronal knockdown of other reader and writer components in the m^6^A pathway (Figure S3a–e). Furthermore, neuronal *Mettl3* knockdown animals had increased vacuolization of the brain and decreased locomotor activity (Figure 3b), which are functional readouts of nervous system integrity. Additionally, we found that upregulation of *Mettl3* in neurons increased lifespan (Figure S3f,g). These data suggest that reducing levels of m^6^A in neurons is deleterious and promoting m^6^A is beneficial, indicating that m^6^A modification normally plays a critical role in maintaining neuronal health and animal longevity.

**FIGURE 3:**
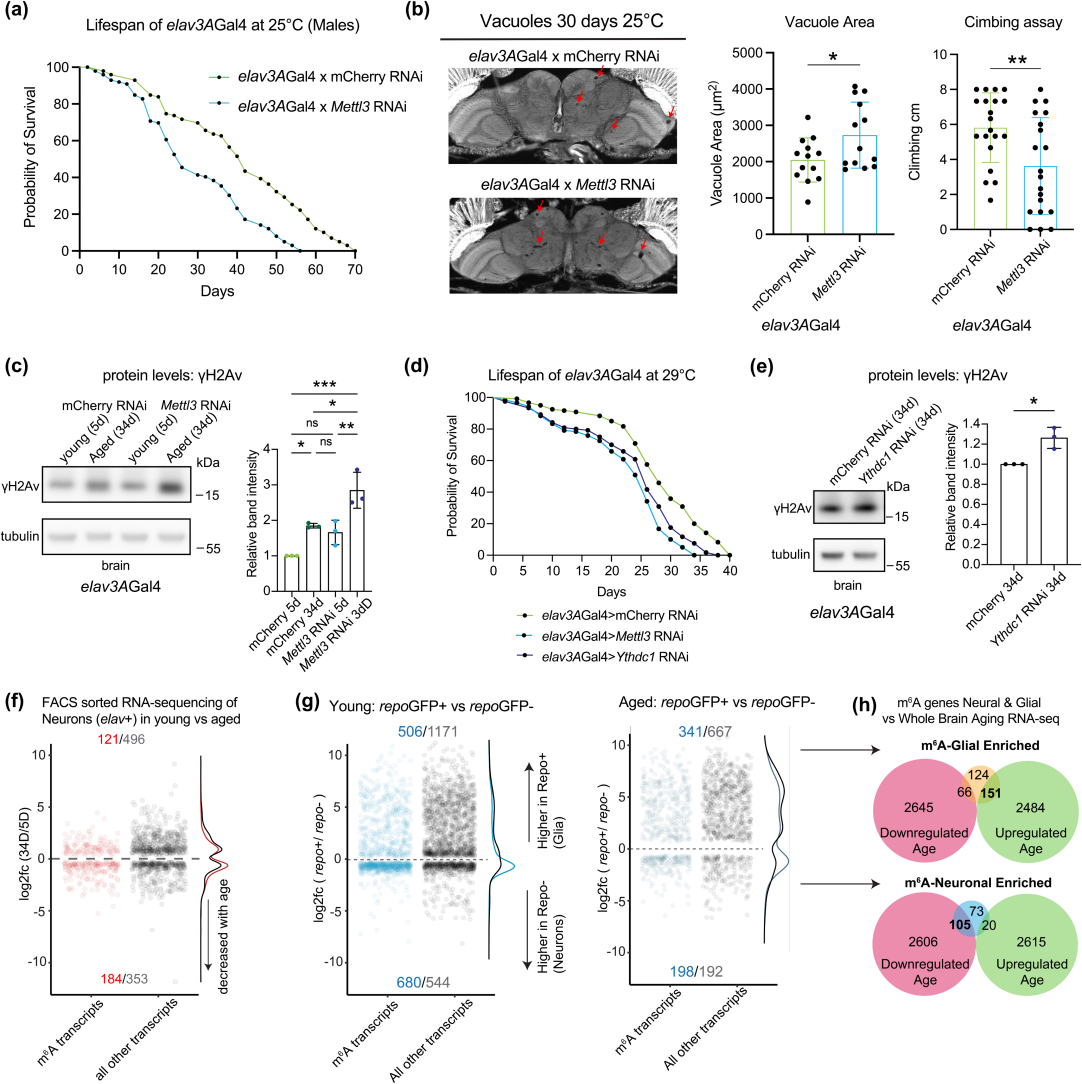
Reduction of m^6^A methyltransferase *Mettl3* in neurons decreased lifespan. (a) Lifespan of animals expressing control RNAi or *Mettl3* RNAi in neurons (*elav3A*Gal4 > mCherry RNAi vs. *elav3A*Gal4 > *Mettl3* RNAi). 25°C, *n* = 100, *n* = 100, ****p < 0.0001, Log‐rank test. (b) Paraffin sectioning of brains at 30d. Brain vacuoles highlighted by red arrows. Quantification of total vacuole area per brain calculated across 10 sections per brain, *n* = 12 brains. *p < 0.05, *t*‐test, *p* = 0.0337. Negative geotaxis assay to measure climbing ability at 30d. *n* = 20 flies. **p < 0.01, *t*‐test, *p* = 0.0064. (c) γH2Av levels in brain tissue, with age and *Mettl3* knockdown in neurons 5d versus 34d. (*elav3A*Gal4 > mCherry RNAi; *elav3A*Gal4 > *Mettl3* RNAi). *N* = 10 brains per replicate, 3 biological replicates. *p < 0.05, **p < 0.01, ***p < 0.001, ns = not significant, One‐way ANOVA, *p* = 0.0392, *p* = 0.0004, *p* = 0.0174, *p* = 0.0065. (d) Lifespan of animals expressing control RNAi, *Ythdc1* RNAi or *Mettl3* RNAi in neurons (29°C). *n* = 120, *n* = 120, *n* = 120 ****p < 0.0001, Log‐rank test. (e) Levels of γH2Av in brain tissue with *Ythdc1* knockdown in neurons 34d, *p < 0.05, *t*‐test, *p* = 0.0123. (f) Differentially expressed transcripts of *elav3A*GFP+ cells 34d versus 5d. Red are m^6^A transcripts, black all other transcripts. *p*_adj_ < 0.05. (g) Differential expression of *repo*GFP+ (Glial) cells versus *repo*GFP‐ (neuronal) cells at 5d (left) and 34d (right). Blue are m^6^A transcripts, black all other transcripts. Transcripts more highly expressed in *repo*GFP+ cells are considered glial enriched. (h) Comparison of glial‐enriched m^6^A transcripts (top) and neural‐enriched m^6^A transcripts (bottom) to the whole brain aging transcriptome 3d versus 50d (see Figure 1).

In mammalian cells, m^6^A RNA modification is essential for the DNA damage repair response by recruiting response factors to sites of damage (Xiang et al., 2017; Yu et al., 2021). Given the importance of DNA damage repair to postmitotic cells such as neurons with age, we examined levels of the DNA damage marker γH2Av (Jang et al., 2003). γH2Av levels normally increased with age in the brain, and *Mettl3* knockdown in neurons exacerbated the levels of γH2Av at both young and aged timepoints (Figure 3c). These results provide evidence to suggest that one role of *Mettl3* in the brain may be for protection against DNA damage as neurons age. Recent studies have also implicated nuclear reader protein Ythdc1 in the DNA damage response (Widagdo et al., 2022; Zhang, Chen, et al., 2020), to stabilize DNA–RNA hybrids and recruit damage machinery. We found that *Ythdc1* RNAi in the *Drosophila* brain was also associated with decreased lifespan of animals (Figure 3d) and increased levels γH2Av at 34d (Figure 3e). *Ythdc1* may also play a role in DNA damage recovery in the *Drosophila* brain with age.

To gain greater insight into the cellular regulation of m^6^A genes in neurons, we separated neurons from glia to define the dynamics of m^6^A marked transcripts with age in neurons. 

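Fluorescence-activated cell sorting (FACS) separates dissociated cells one by one by their GFP signal. Neurons were marked with elav3AGal4 > UAS-mCD8-GFP and glia with repoGal4 > UAS-mCD8-GFP, each together with mCherry RNAi (control) or Mettl3 RNAi. For elavGFP+ cells there were 3 replicates per genotype at 5d and 4 at 34d, 14 libraries in all. Reads counted on genes had a median of 17466371 in control (15120012 to 20659857) and 15856507 with Mettl3 RNAi (15281149 to 21968057) at 5d. At 34d the medians were 17625628 (16043053 to 19997982) and 14945286 (14334630 to 20547870). The authors tested expression with DESeq2 after removing unwanted variation with RUVr, whose number of factors the paper's text does not state. Here the counts were scaled by TMM and tested with edgeR without such factors.

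In elavGFP+ cells Mettl3 stood at 0.906 ± 0.985 CPM (SD, n = 3) with Mettl3 RNAi and 5.49 ± 3.93 CPM in control at 5d, 16.5% of the control level (exact permutation test, 2-sided, p = 0.1, the smallest that 3 against 3 allow). At 34d it stood at 1.18 ± 0.146 CPM (n = 4) against 5.59 ± 2.44 CPM, or 21.1% of control (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). Its log2 fold change at 34d was -2.29 (SE 0.58, adjusted p = 0.339).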

FACS sorting of GFP tagged *Drosophila* brain cells allowed enrichment of neurons (*elav*GFP+) versus glia (*repo*GFP+), which we performed with and without *Mettl3* knockdown. 

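Between 5d and 34d, 187 of the 10953 genes tested rose in control elavGFP+ cells and 290 fell. Of the m6A transcripts 38 rose and 99 fell, 72.3% of the changed ones, against 56.2% of the changed other genes (149 and 191; Fisher's exact test, p = 0.00127). m6A transcripts made up 28.7% of the changed genes and 19.7% of the genes tested. Across all m6A transcripts the median change relative to other genes was -0.03 (adjusted p = 0.434 with camera and 0.154 with fry; unadjusted, 0.322 and 0.0708), and matched to other genes of like expression it was 0.010. Per library, the median of m6A transcripts minus that of other genes was -0.03 ± 0.04 (SD, n = 4) at 34d and 0.014 ± 0.016 (n = 3) at 5d (exact permutation test, 2-sided, p = 0.143, smallest possible 0.0286). Of the genes with increased 5' UTR m6A with age 23 rose and 75 fell, or 32 and 91 when adjusted over the list alone.

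DESeq2 raised the counts most, to 589 rising and 550 falling genes, with 117 and 171 m6A transcripts among them. With the replicate number as a block, 68 genes rose and 114 fell. Leaving out control replicate 2 at 5d lowered the falling genes to 125. The largest increases among genes with at least 10 CPM were in a10 (FBgn0011293, 3L, 17023123 to 17023741), from 0.198 ± 0.118 to 112 ± 15.9 CPM (log2 fold change 9.09, SE 0.36, adjusted p = 1.71e-06), and in the antimicrobial peptide genes Dro (7.00, SE 0.63) and DptB (6.17, SE 0.69), the second of which shares exons with CG43109. The largest falls were in mthl8, at least 229-fold lower at 34d, GstD11 (-6.84, SE 0.43) and prt (-4.20, SE 0.46).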

Similar to whole brain analysis, m^6^A marked transcripts were more downregulated in *elav*GFP+ cells with age (Figure 3f). PCA analysis highlighted that most of the variability in the *elav*GFP+ samples was associated with PC1 which corresponded to age, while PC2 was largely driven by transcriptional changes of *Mettl3* knockdown (Figure S3e). 

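A principal component analysis of the 14 elavGFP+ libraries on the 500 genes with the highest variance put 40.7% of the variance on PC1 and 10.3% on PC2. On PC1 control cells lay at -14.6 ± 1.27 (SD, n = 3) at 5d and 9.75 ± 1.59 (n = 4) at 34d, a difference of 24.3. On PC2 the 34d cells lay at -6.32 ± 8.47 (n = 4) with Mettl3 RNAi and 7.14 ± 2.20 in control, without overlap (exact permutation test, 2-sided, p = 0.0286, the smallest possible), and the 5d cells at -0.770 ± 7.75 (n = 3) and -0.328 ± 7.86 (p = 0.9, same exact test).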

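At 34d the Mettl3 RNAi elavGFP+ libraries lay at 16.1 ± 1.62 (SD, n = 4) on PC1, above all 4 control libraries (exact permutation test, 2-sided, p = 0.0286, the smallest possible). At 5d they lay at -19.9 ± 5.11 (n = 3) against -14.6 in control (exact permutation test, p = 0.2). Direction of age was also scored on genes defined from other libraries. The genes that rose (2416) or fell (2716) with age in control head inputs gave each elavGFP+ library an age score, the mean of the rising genes minus that of the falling genes on the log2 scale. Between 5d and 34d the score rose by 0.31 in control cells. At 34d it was 0.117 ± 0.073 with Mettl3 RNAi and 0.140 ± 0.043 in control, a difference of -0.023 that was within the spread of the replicates (exact permutation test, p = 0.6). Leaving out Mettl3 RNAi replicate 4 changed its sign, to 0.0069. From the shift on PC1 the paper proposes that Mettl3 RNAi neurons appear more aged.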

The *Mettl3* RNAi samples were shifted along the PC1 axis, indicating that they appear more aged transcriptionally than the control samples (Figure 3e). Differentially expressed transcripts that may contribute to these changes in *Mettl3* RNAi *elav*GFP+ cells include those for toll signaling and fatty acid metabolism pathways (Figures S3f and S4a,b). 

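At 34d, 4 of the 10928 genes tested were higher in Mettl3 RNAi elavGFP+ cells than in control at an adjusted p under 0.05 and 0 were lower, while 837 genes had an unadjusted p under 0.05. At 5d there were 0 genes in either direction, with 571 at an unadjusted p under 0.05. DESeq2 moved the count at 34d most, to 107 higher and 58 lower genes. RUVr with 1 factor gave 2 higher genes, and leaving out Mettl3 RNAi replicate 1 gave 0. Data S4 lists 408 genes for these cells, of which 246 were read here, so no enrichment among them was tested.

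As sets, the 31 genes for Toll and Imd signaling had a median change of 0.16 relative to other genes (over 14 lists, adjusted p = 0.0382 with camera and 0.15 with fry), and the 20 genes for fatty acid metabolism one of 0.18 (adjusted p = 0.212 and 0.290). In each list 0 genes passed an adjusted p under 0.05, over all genes or when adjusted over the list alone. The m6A transcripts had a median change of -0.037 (adjusted p = 0.434 with camera and 0.502 with fry; unadjusted, 0.295 and 0.334).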

Abnormal regulation of these metabolic signaling pathways may be responsible for some of the deficits observed in neurons upon *Mettl3* knockdown.

### 2.4 The transcriptional response of m^6^A genes in glia with age

Glial cells are also crucial players to brain health and aging (Freeman, 2015), and undergo significant changes in response to injury and inflammation, releasing molecules that can lead to neuronal damage and degeneration (Hickman et al., 2018; Zuchero & Barres, 2015). Previously, we found that there is robust glial activation to traumatic brain injury (TBI) in the *Drosophila* brain that mimics the upregulated transcriptional response that occurs with normal brain aging (Byrns et al., 2021). Because of these data, we examined the subset of genes upregulated with both age and TBI: we found that many of these transcripts, including *Mmp1*, *puc*, *Ets21C*, and *dorsal*, are m^6^A marked and have increased m^6^A levels with age (Figure S5a,b). These transcripts were also distinct in that they are more highly expressed in glial cells versus neurons (Data S4).

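In cells sorted from control brains at 5d, Mmp1 (FBgn0035049, 2R, 24671294 to 24688184), which shares exons with Pof, stood at 56.9 ± 23.7 CPM (SD, n = 3) in repoGFP+ (glial) cells and 3.99 ± 0.456 CPM in repoGFP- cells (log2 fold change 3.83, SE 0.39, adjusted p = 7.76e-04). At 34d it stood at 54.3 ± 7.98 against 2.07 ± 0.823 CPM (4.71, SE 0.42, adjusted p = 0.00111). For dorsal (dl, FBgn0260632, 2L, 17436830 to 17450364) the levels were 26.7 ± 4.23 and 6.22 ± 2.91 CPM at 5d (2.10, SE 0.43, adjusted p = 0.0156), and at 34d the change was 2.46 (SE 1.30, adjusted p = 0.402). Ets21C (FBgn0005660, 2L, 544925 to 552923), which shares exons with nAChRbeta3, was at least 12.0-fold higher in repoGFP+ cells at 5d (adjusted p = 0.0267) and did not pass the filter on low counts at 34d. For puc (FBgn0243512, 3R, 8105332 to 8122294) the difference was within the spread of the replicates, 70.7 ± 20.7 against 47.7 ± 10.9 CPM at 5d (0.57, SE 0.28, adjusted p = 0.239) and a log2 fold change of 0.71 (SE 0.35, adjusted p = 0.365) at 34d.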

To further compare the transcriptional response of neurons versus glia with age, equal numbers *repo*GFP+ (glial) and *repo*GFP− (neural) cells were FACS sorted from brains at 5d versus 34d. 

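repoGFP+ and repoGFP- cells were sorted from control and Mettl3 RNAi brains at each age, with 3 replicates per group and 24 libraries in all. Reads counted on genes in control had medians of 14078793 (repoGFP+, 12322542 to 14960212) and 14491802 (repoGFP-, 13052519 to 15257324) at 5d, and 11648169 (11571749 to 15183101) and 11486876 (11205830 to 12604848) at 34d. With Mettl3 RNAi they were 10755103 (repoGFP+, 10575300 to 13295963) and 12157083 (repoGFP-, 11078926 to 15104286) at 5d, and 13530855 (12885308 to 13943183) and 13021558 (12494699 to 15717697) at 34d. The authors processed these libraries as the elavGFP+ libraries.

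Mettl3 stood at 0.889 ± 1.09 CPM (SD, n = 3) in Mettl3 RNAi repoGFP+ cells and 7.41 ± 3.65 CPM in control at 5d, 12.0% of control, and at 1.25 ± 1.84 against 9.34 ± 3.67 CPM at 34d, 13.4% of control, without overlap at either age (exact permutation test, 2-sided, p = 0.1, the smallest possible). In repoGFP- cells it stood at 71.6% of control at 5d (exact permutation test, p = 0.2) and 104.8% at 34d (p = 0.9).

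The glial gene repo (FBgn0011701, 3R, 18236192 to 18239602), which shares exons with CG7156, stood at 262 ± 28.8 CPM in control repoGFP+ cells and 2.51 ± 0.423 CPM in repoGFP- cells at 5d (log2 fold change 6.71, SE 0.21, adjusted p = 8.39e-06), and at 129 ± 41.5 against 2.56 ± 2.83 CPM at 34d. The neuronal gene elav (FBgn0260400, X, 509235 to 523226), which shares exons with arg and lncRNA:enrr, stood at 150 ± 17.7 CPM in repoGFP+ cells and 181 ± 28.6 CPM in repoGFP- cells at 5d (-0.27, SE 0.16, adjusted p = 0.340). Of a list of 16 glial genes 14 were higher in repoGFP+ cells at 5d (16 when adjusted over the list alone), and of a list of 18 neuronal genes 7 were lower (11 when adjusted over the list alone), with a median change of -0.43.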

Analysis showed that most m^6^A transcripts in young animals were not differentially expressed between these cell types (*repo*+ 506 genes and *repo*− 680 genes), with a slight trend toward higher expression of m^6^A transcripts in neuronal cells (Figure 3g). 

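At 5d, 1224 of the 9181 genes tested were higher in control repoGFP+ than in repoGFP- cells and 438 were lower. Of the m6A transcripts tested 25.0% differed between the cell types, 332 higher and 169 lower in repoGFP+ cells. Among the changed m6A transcripts 33.7% were lower, against 23.2% of the changed other genes (892 higher and 269 lower; Fisher's exact test, p = 1.18e-05). The median change of all m6A transcripts relative to other genes was -0.04 (adjusted p = 0.896 with camera and 0.0591 with fry; unadjusted, 0.866 and 0.00985). Per library the median of m6A transcripts minus that of other genes was -0.04 ± 0.07 (SD, n = 3) in repoGFP+ and 0.015 ± 0.063 in repoGFP- cells (exact permutation test, 2-sided, p = 0.3). With DESeq2 413 m6A transcripts were higher and 275 lower. Of the genes with increased 5' UTR m6A with age 199 were higher and 151 lower, or 219 and 182 when adjusted over the list alone.

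Among genes with at least 10 CPM, htl was at least 1514-fold, CG5404 at least 713-fold and lama, which shares exons with CG46456, at least 481-fold higher in repoGFP+ cells. Obp56h was at least 99.2-fold and Poxn at least 82.5-fold lower, and the log2 fold change of kn was -5.09 (SE 0.71, adjusted p = 0.00296).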

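At 34d, 493 of the 9027 genes tested were higher in control repoGFP+ than in repoGFP- cells and 111 were lower. Among m6A transcripts 134 were higher and 36 lower, 8.67% of those tested, against 359 and 75 of the other genes (Fisher's exact test on directions, p = 0.293). With DESeq2 231 m6A transcripts were higher and 84 lower, and with RUVr 138 were higher and 64 lower, when the share of higher genes among all changed genes was 70.3% instead of 81.6%. The median change of m6A transcripts relative to other genes was -0.013 (adjusted p = 0.846 with camera and 0.154 with fry; unadjusted, 0.789 and 0.0772), and per library the median was -0.02 ± 0.08 (SD, n = 3) in repoGFP+ and -0.012 ± 0.042 in repoGFP- cells (exact permutation test, 2-sided, p = 1). Of the genes with increased 5' UTR m6A with age 76 were higher and 35 lower, or 91 and 48 when adjusted over the list alone.

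The difference between the ages was tested as an interaction. The change of the m6A transcripts between cell types was 0.048 larger at 34d than at 5d (adjusted p = 0.760 with camera and 0.715 with fry, unadjusted 0.684 and 0.572). A permutation test that exchanged ages within each cell type gave p = 0.485. It assumes no change with age in either cell type, so it is not exact for the interaction. By gene, 0 were more enriched in repoGFP+ cells at 34d than at 5d and 3 less, and 934 had an unadjusted p under 0.05. With DESeq2 these numbers were 44 and 136. Cyp4g15 was at least 2085-fold and Balat, which shares exons with asRNA:CR43469, at least 294-fold higher in repoGFP+ cells at 34d. The neuropeptide gene AstA had a log2 fold change of -8.08 (SE 0.97, adjusted p = 0.00338) and Cep135, which shares exons with CG13457, one of -7.46 (SE 1.01, adjusted p = 0.00570).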

With age, however, there was a density shift with more m^6^A transcripts being highly expressed in *repo*+ (341 genes) versus *repo*− (198 genes) cells (Figure 3g). Moreover, neuronal enriched m^6^A transcripts (*repo*GFP− population) shifted toward downregulation with age (Figure 3h). By contrast, *repo*GFP+ enriched m^6^A transcripts were shifted toward upregulation with age (Figure 3h), including *Mmp1, puc, Ets21C*, and *dorsal* which are upregulated with age (see Figure S5a). Overall, a unique subset of transcripts that have increased m^6^A levels and increased expression with age are more highly expressed in glia. These data indicate neurons versus glia have at least partially divergent avenues of m^6^A gene regulation with age.

### 2.5 The functional role of *Mettl3* in glia with age and disease

Given these striking differences in glia versus neurons, we assessed the functional role of m^6^A in glia. Surprisingly, in contrast to knockdown in neurons, *Mettl3* knockdown in glia using the glial specific driver *repo*‐GAL4 led to extended animal lifespan, improved locomotor activity and decreased brain vacuolization with age (Figure 4a,b and Figure S5c–g). Upregulation of *Mettl3* in glial cells had the opposite effect and modestly reduced overall longevity (Figure S5h). Moreover, the DNA damage response of the brain with *Mettl3* knockdown in glia was reduced, with lower levels of γH2Av, indicating less genotoxic stress (Figure 4c). We further analyzed FACS sorted *repo* + cells with and without *Mettl3* RNAi at 5d versus 34d. 

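Between Mettl3 RNAi and control repoGFP+ cells, 0 of 9124 genes tested at 34d and 0 of 9101 at 5d had an adjusted p under 0.05, and 648 and 375 had an unadjusted p under 0.05. With DESeq2 96 genes were higher and 36 lower at 34d. In repoGFP- cells there were 0 genes at each age, with 453 at 34d and 344 at 5d at an unadjusted p under 0.05. The m6A transcripts of repoGFP+ cells had a median change of -0.028 relative to other genes at 34d (adjusted p = 0.678 with camera and 0.915 with fry; unadjusted, 0.588 and 0.915) and -0.036 at 5d (adjusted p = 0.434 with camera and 0.438 with fry; unadjusted, 0.247 and 0.278). Mettl3 itself had a log2 fold change of -2.87 (SE 1.52, adjusted p = 0.790) at 34d.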

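On the 500 genes with the highest variance across the 12 repoGFP+ libraries, PC1 held 45.9% and PC2 15.0% of the variance. Control cells lay at -7.16 ± 4.70 (SD, n = 3) on PC1 at 5d and at 14.6 ± 4.77 at 34d, without overlap (exact permutation test, 2-sided, p = 0.1, the smallest possible). Mettl3 RNAi cells lay at -9.55 ± 2.65 at 5d (p = 0.6 against control, exact permutation test) and at 2.09 ± 6.76 at 34d, where each of them lay closer to the 5d cells than any control library (exact permutation test, p = 0.1). On PC2 the 34d cells lay at 4.37 ± 4.90 with Mettl3 RNAi and 0.964 ± 6.04 in control.

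The age score, taken from 2203 genes that rose and 2427 that fell with age in control head inputs, was 0.154 ± 0.076 with Mettl3 RNAi and 0.200 ± 0.117 in control at 34d. The difference of -0.046 was within the spread of the replicates (exact permutation test, p = 0.6, smallest possible 0.1), beside a rise of 0.34 with age in control cells. Leaving out control replicate 2 at 34d changed its sign, to 0.022. From the position on PC1 the paper concludes that Mettl3 RNAi glia have a less aged profile.

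**Figure D2:**
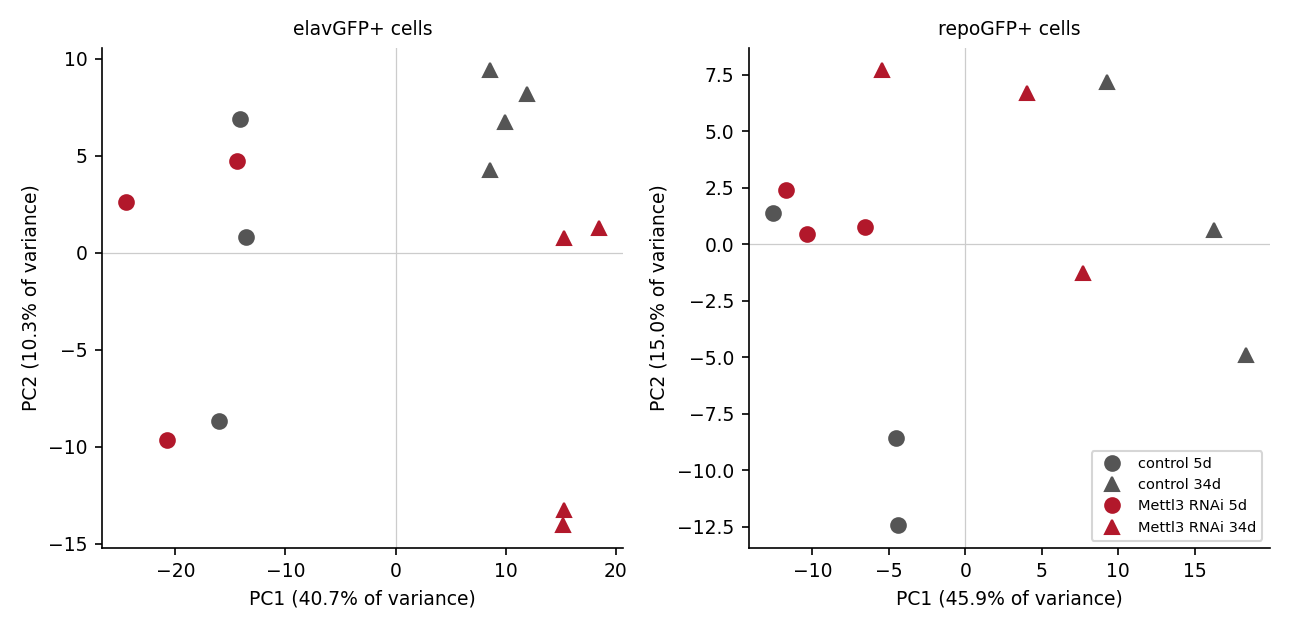
Principal component scores (PC1 and PC2, in units of the variance-stabilised log2 scale) of elavGFP+ libraries (left, 14 libraries) and repoGFP+ libraries (right, 12 libraries), one point per replicate, with circles for 5d and triangles for 34d. Mettl3 RNAi libraries at 34d lie at 16.1 on average on PC1 in elavGFP+ cells, beyond the 34d control at 9.75, and at 2.09 in repoGFP+ cells, between the 34d control at 14.6 and the 5d libraries.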

PCA analysis of the overall transcriptional effects showed that PC1 corresponded with age, and the 34d older *Mettl3* RNAi glia were shifted toward the younger 5d glial cells, indicating an overall less aged profile (Figure S5i). 

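Genes for small molecule metabolism were tested in Mettl3 RNAi repoGFP+ cells at 34d through the gene lists, of which the nearest were carbohydrate metabolism, fatty acid metabolism and the TCA cycle. The 26 carbohydrate metabolism genes had a median change of 0.49 relative to other genes (adjusted p = 2.16e-06 with camera and 0.216 with fry), the 18 fatty acid metabolism genes 0.37 (adjusted p = 0.00352 and 0.141), and the 16 TCA cycle genes 0.20 (adjusted p = 0.0324 and 0.127). Among them 0 genes had an adjusted p under 0.05 over all genes. When adjusted over the list alone, 0 carbohydrate metabolism and 1 fatty acid metabolism gene were higher. The list of 16 glial genes moved in the same direction, by 0.87 (adjusted p = 9.14e-11 and 0.141; 5 higher when adjusted over the list alone), and the list of 18 neuronal genes the other way, by -0.22 (adjusted p = 0.00882 and 0.268).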

Differentially expressed transcripts in *Mettl3* RNAi *repo*GFP+ cells (34d) highlighted an enrichment for small molecule and carboxylic acid metabolic processing pathways (Figure 4d), indicating alterations in these metabolism pathways may shift *Mettl3* RNAi cells toward a younger profile. Overall, these data indicated that whereas *Mettl3* function in neurons is normally beneficial with age, *Mettl3* function in glia is deleterious. Given the prominent role of glia in brain integrity, and that many genes upregulated with age are glial enriched and m^6^A modulated, these data indicate that *Mettl3* gene activity in glia may be a strong contributor to integrity of the brain with age.

**FIGURE 4:**
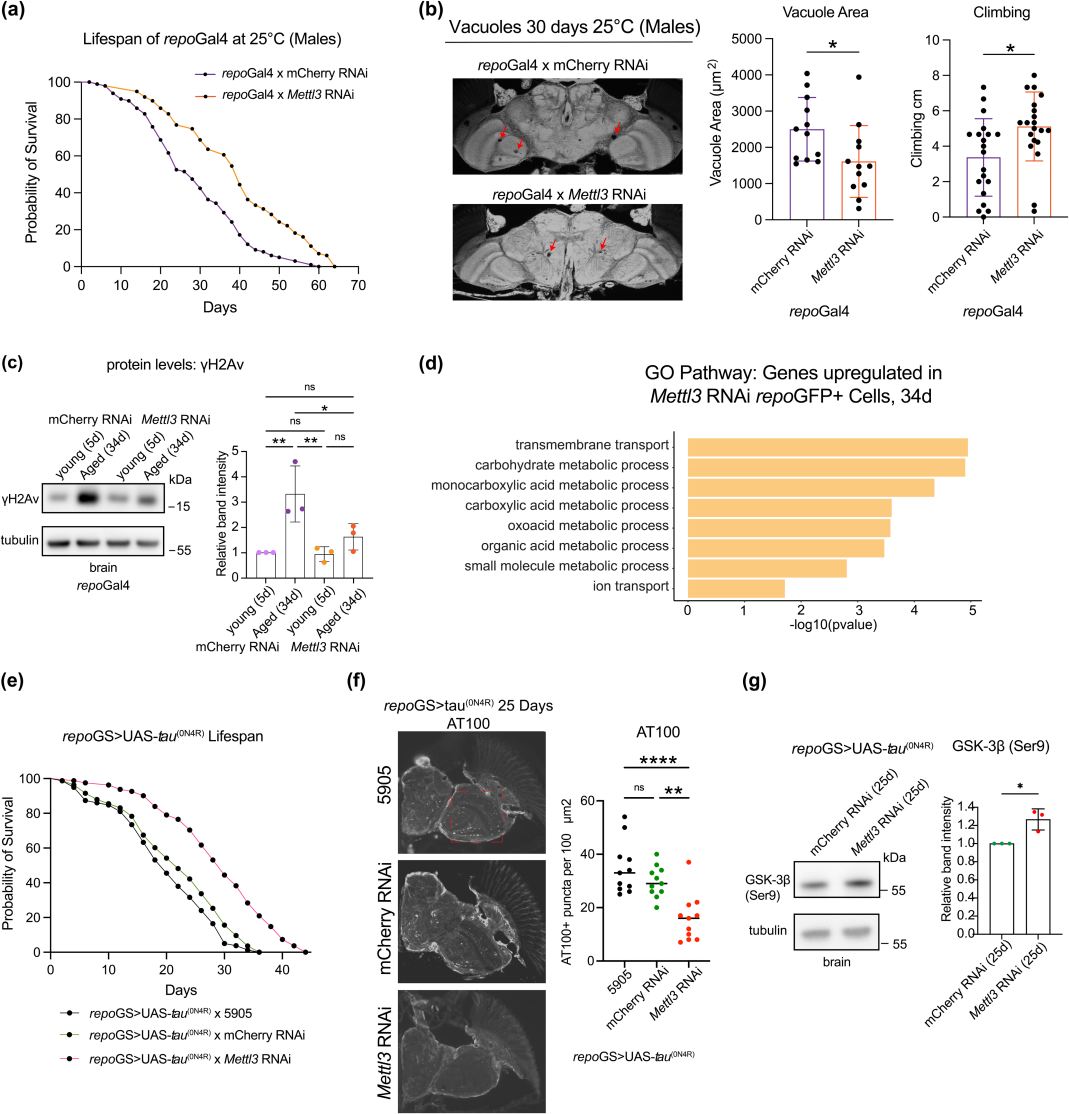
Reduction of *Mettl3* in glia increased lifespan. (a) Lifespan curve of animals expressing control RNAi or *Mettl3* RNAi in glia. (*repo*Gal4 > mCherry RNAi versus *repo*Gal4 > *Mettl3* RNAi). *n* = 100, *n* = 100, ****p < 0.0001, Log‐rank test. (b) Paraffin sectioning of brains at 30d. Brain vacuoles highlighted with red arrows. Quantification of total vacuole area per brain calculated across 10 sections per brain. *n* = 12 brains, *p < 0.05, *t*‐test, *p* = 0.0295. Negative geotaxis assay to measure climbing ability for each genotype at 30d. *n* = 20 flies, *p < 0.05, *t*‐test, *p* = 0.011. (c) Levels of γH2Av in brain tissue with age and *Mettl3* knockdown in glial cells (5d vs. 34d). (*repo*Gal4 > mCherry RNAi; *repo*Gal4 > *Mettl3* RNAi). *n* = 10 brains per replicate, 3 biological replicates. *p < 0.05, **p < 0.01, ns = not significant, One‐way ANOVA, *p* = 0.0085, *p* = 0.0073, *p* = 0.0436. (d) GO analysis of upregulated genes in *Mettl3* RNAi *repo*GFP+ cells versus mCherry RNAi cells at 34d. Differentially expressed transcripts of *repo*GFP+ cells *p*_adj_ < 0.05. (*repo*GFP+ > mCherry RNAi versus *repo*GFP+ > *Mettl3* RNAi). (e) Lifespan of animals expressing human wild type tau (0N4R) in glial cells *repo*GS > UAS‐tau^(0N4R)^ with control (BL5905), mCherry RNAi, or *Mettl3* RNAi. Lifespan carried out at 29°C. *n* = 80, *n* = 83, *n* = 81, ****p < 0.0001, Log‐rank test. No significance (ns) between BL5905 and mCherry RNAi *p* = 0.0778. (f) Paraffin immunostaining of AT100 tau phosphorylation in brains, 25d. Quantification of puncta from the same 100 mm^2^ region of all brain sections, *n* = 11 brains per genotype, ****p < 0.0001, **p < 0.01, ns = not significant, One‐way ANOVA, *p* < 0.0001, *p* = 0.0013. (g) Levels of GSK‐3β (Ser9) phosphorylation with *repo*GS > UAS‐tau^(0N4R)^ brains in control versus *Mettl3* knockdown, *n* = 10 brains per replicate, 3 biological replicates, *p < 0.05, *t*‐test, *p* = 0.0166.

### 2.6 *Mettl3* knockdown extends lifespan in a glial tauopathy model

To gain insight into the impact of m^6^A and disease toxicity in glial cells, we examined the impact of *Mettl3* in a model of glial tauopathy. Abnormal phosphorylation and accumulation of the microtubule‐associated protein tau occurs with age and disease; whereas some diseases including Alzheimer's have enriched pathological tau largely in neurons, other diseases like progressive supranuclear palsy, corticobasal degeneration, and TBI show pathological tau accumulation in both neurons and glia (Berry et al., 2001; Schmidt et al., 2001; Tagge et al., 2018). Expression of human tau in glial cells models glial tauopathy, with reduced lifespan, increased pathological tau accumulation, and brain vacuolization (Byrns et al., 2021; Colodner & Feany, 2010). *Mettl3* knockdown in glia, however, significantly reduced AT100 pathological tau puncta and extended animal lifespan (Figure 4e,f). There were no changes in overall Tau protein level (Figure S5j). *Mettl3* knockdown in neurons expressing tau had only a slightly increased lifespan (Figure S5k). Glycogen synthase kinase 3 beta (GSK3β) is a protein kinase that phosphorylates tau, including at the AT100 pathological site. Glial knockdown of *Mettl3* increased ser9 phosphorylation levels of GSK3β protein (Figure 4g), which is predicted to decrease its activity and ability to phosphorylate tau. These data underscore that *Mettl3* knockdown in glia improves animal health span normally and also upon tau toxicity.

### 2.7 TRAP profiling from neurons versus glial cells uncovers cell‐specific m^6^A regulation of translation

These findings suggested that the function of m^6^A in glia versus neurons is markedly distinct: in neurons, m^6^A normally protects the brain with age; by contrast, in glia, m^6^A tags transcripts that contribute to age‐associated decline. m^6^A modification can impact many aspects of transcript dynamics, including stability which is reflected in the transcript levels, but also the translation of transcripts. Given the divergent roles of m^6^A in neurons versus glia, we determined if m^6^A knockdown in these two cell types differentially impacted translational efficiency. 

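Translating ribosome affinity purification (TRAP) pulls down ribosomes that carry a tagged protein and sequences the mRNA on them, so that the TRAP-IP/input ratio of a transcript stands for its translational efficiency in the cells that express the tag. RpL3-FLAG was expressed in neurons with elav3AGal4 or in glia with repoGal4, with mCherry RNAi or Mettl3 RNAi, and 30 brains per sample were used. The libraries are labelled as 4 replicates per driver, genotype and age, while the paper's methods give 3. The TRAP-IP of control neurons and of Mettl3 RNAi glia at 5d has 3 labelled replicates, which makes 62 libraries in all, with 3 pairs in those groups. The authors computed RPKM and took log2 of the TRAP-IP over the input. Here the ratio of counts was tested with edgeR after TMM scaling, with each pair kept together, so that gene length cancels.

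The reads counted on genes ranged from 2132983 to 17891755 per library, with a median of 7692584. In neurons at 5d the TRAP-IP libraries had a median of 3668642 in control (2132983 to 4972745) and 7669272 with Mettl3 RNAi (5365030 to 8841677), and the inputs 8887432 (6276125 to 9907388) and 11696793 (11438652 to 13249059). In glia at 5d the TRAP-IP medians were 8165789 (control, 7208483 to 8719278) and 7832191 (Mettl3 RNAi, 7429730 to 8316232), and the inputs 9709328 (7480308 to 11218284) and 8738588 (8530437 to 8765082). At 34d the medians were 7528908 and 5796094 (TRAP-IP) and 10391208 and 9733690 (input) in neurons, control first, and 6111261 and 7562838 (TRAP-IP) and 6503068 and 6569340 (input) in glia. The mitochondrial ribosomal RNA mt:lrRNA took 31.9% to 68.5% of the counts in the control neuron inputs at 5d and 30.4% to 33.1% in those with Mettl3 RNAi.

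Mettl3 in the neuron TRAP-IP at 5d stood at 52.4% of control (2.84 ± 1.79 CPM, SD, n = 4, against 5.43 ± 2.83 CPM, n = 3; exact permutation test, 2-sided, p = 0.229), and in the inputs, which hold RNA of all brain cells, at 113.5% (p = 0.686, same exact test). In the glia TRAP-IP at 5d it stood at 46.5% of control (2.32 ± 1.44 CPM, n = 3, against 4.98 ± 0.952 CPM, n = 4; exact permutation test, p = 0.0286, the smallest possible). At 34d the TRAP-IP levels were 48.8% of control in neurons (p = 0.371) and 67.6% in glia (p = 0.457), by the same exact test. In the inputs at 34d Mettl3 stood at 49.1% of control with the neuronal driver and at 48.2% with the glial driver, each without overlap between genotypes (exact permutation test, p = 0.0286, the smallest possible). Mettl3 had between 3 and 175 counts in any TRAP-IP library.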

We used translating ribosome affinity purification (TRAP) with FLAG‐tagged RPL3 to isolate and sequence the population of mRNAs that are associated with the 80S ribosome in neurons versus glia, normally and upon *Mettl3* knockdown. 

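In neurons at 5d, the m6A transcripts had a median change in the TRAP-IP/input ratio with Mettl3 RNAi of 0.31 on the log2 scale relative to all other genes (adjusted p = 3.87e-07 with camera and 0.0695 with fry; unadjusted, 1.03e-07 and 0.0195). Per pair, the median log2 ratio of m6A transcripts minus that of other genes was 0.27 ± 0.12 (SD, n = 4) with Mettl3 RNAi and 0.0039 ± 0.0794 (n = 3) in control, and every Mettl3 RNAi pair lay above every control pair (exact permutation test, 2-sided, p = 0.0571, smallest possible 0.0286). By gene, the ratio rose for 126 and fell for 31 of the 10195 genes tested. Of the m6A transcripts 91 rose and 2 fell, against 35 and 29 of the other genes (Fisher's exact test, p = 1.01e-11).

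The counts of genes depended on single libraries. Without Mettl3 RNAi replicate 3 0 genes fell, and without control replicate 1 268 fell; over all such fits 0 to 607 genes rose. With replicates 1 to 3 alone 1 gene rose and 2 fell. With DESeq2 313 rose and 134 fell, 70.0% rising instead of 80.3%. The largest rises among genes with at least 10 CPM were in PRL-1, which shares exons with CG46309 (log2 fold change 5.41, SE 0.96, adjusted p = 0.0137), asRNA:CR45135, which overlaps lola, and CG13330, which overlaps Vmat. The largest falls were in Cyp4g1 (-9.42, SE 1.25, adjusted p = 0.00883), CG14495, which shares exons with CG34005, and 28SrRNA-Psi:CR45855. Neuronal genes as a list moved up with the m6A transcripts, by 0.62 (over 14 lists, adjusted p = 4.76e-05 with camera and 0.0555 with fry).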

Analysis of neurons indicated an increased translational efficiency of m^6^A‐tagged transcripts upon *Mettl3*‐knockdown versus all transcripts, which showed no change in ribosome association (Figure 5a,b). This indicates that, normally, m^6^A‐marked transcripts in neurons have lower translational efficiency. By contrast, *Mettl3* knockdown in glia showed decreased ribosome association of m^6^A transcripts (Figure 5c,d). This indicates that, normally, m^6^A marked transcripts show higher translational efficiency in glial cells. 

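In glia at 5d, the m6A transcripts had a median change in the TRAP-IP/input ratio of -0.15 with Mettl3 RNAi relative to other genes (adjusted p = 0.00309 with camera and 0.144 with fry; unadjusted, 0.00124 and 0.0577). Per pair, the value of the m6A transcripts was 0.23 ± 0.03 (SD, n = 3) with Mettl3 RNAi and 0.43 ± 0.11 (n = 4) in control, without overlap (exact permutation test, 2-sided, p = 0.0571, smallest possible 0.0286). The ratio rose for 14 and fell for 53 of the 10261 genes tested, and for 5 and 23 of the m6A transcripts (Fisher's exact test on directions against other genes, p = 0.763). Leaving out control replicate 2 lowered the falling genes to 0, and DESeq2 gave 69 rising and 259 falling genes. The largest rises were in CG5773, ALiX (which shares exons with HSPBAP1) and SP1029, by 1.24, 1.13 and 1.11 on the log2 scale. The largest falls were in Nepl6, CG6435 (which shares exons with CG8910) and twz, with log2 fold changes of -2.31, -1.50 and -1.42. The list of neuronal genes fell by 0.66 (adjusted p = 1.49e-12 with camera and 0.0392 with fry) and that of glial genes rose by 0.34 (adjusted p = 5.69e-05 and 0.0773).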

Taken together, these data indicate that m^6^A functionally limits translation efficiency in neurons, but by contrast promotes translational efficiency in glia.

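The difference between neurons and glia in the effect of Mettl3 RNAi at 5d was tested directly. The change of the m6A transcripts was 0.44 higher on the log2 scale in neurons than in glia (adjusted p = 2.22e-09 with camera and 0.00282 with fry, unadjusted 5.18e-10 and 3.77e-04). A 2-sided permutation test over pairs gave p = 0.0147 (smallest possible 8.16e-04). It exchanged drivers within each genotype, although control pairs lay at 0.0039 in neurons and 0.43 in glia. Its p is therefore not exact for this difference. By gene, the change was higher in neurons for 335 and lower for 48 of 10737 genes, among them 235 and 5 m6A transcripts. With DESeq2 it was higher for 400 and lower for 177, 69.3% higher instead of 87.5%. Without control neuron replicate 1 554 genes were higher in neurons, and without Mettl3 RNAi glia replicate 2 168 were.

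At 34d no gene in either cell type passed an adjusted p under 0.05 (0 of 10110 genes in neurons, 851 at an unadjusted p under 0.05, and 0 of 9946 in glia, 479 at an unadjusted p under 0.05). In neurons this rested on Mettl3 RNAi replicate 4, without which 240 genes rose and 248 fell. The median change of the m6A transcripts was 0.028 in neurons (adjusted p = 0.434 with camera and 0.522 with fry; unadjusted, 0.321 and 0.365) and -0.063 in glia (adjusted p = 0.434 with camera and 0.753 with fry; unadjusted, 0.347 and 0.641). Per pair it was 0.11 ± 0.14 with Mettl3 RNAi and 0.069 ± 0.057 in control neurons (n = 4 each; exact permutation test, p = 0.629), and 0.39 ± 0.16 against 0.46 ± 0.09 in glia (p = 0.543, same exact test). In neurons the change at 34d minus that at 5d was -0.27 (adjusted p = 6.53e-05 with camera and 0.0695 with fry, unadjusted 2.18e-05 and 0.0181). A permutation test that exchanged ages within each genotype gave p = 0.0392 (smallest possible 4.08e-04). It assumes no change with age in either genotype, so it is not exact for this difference. Of the 30 set tests of m6A transcripts, those of the m6A-IP/input ratio with Mettl3 RNAi at each age, of the inputs of Mettl3 RNAi heads at 34d and of the difference between neurons and glia held an adjusted p under 0.05 with fry as well as with camera. The outcome for the m6A-IP/input ratio was fixed in advance, since those comparisons defined the set, and the head inputs entered them as denominators. Among these tests only the difference between neurons and glia rests on libraries that did not define the set. The tests fixed in advance were counted in the adjustment, which can lower the adjusted p of the others.

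From the opposite changes in the cell types, the paper concludes that m6A limits translational efficiency in neurons and promotes it in glia.

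**Figure D3:**
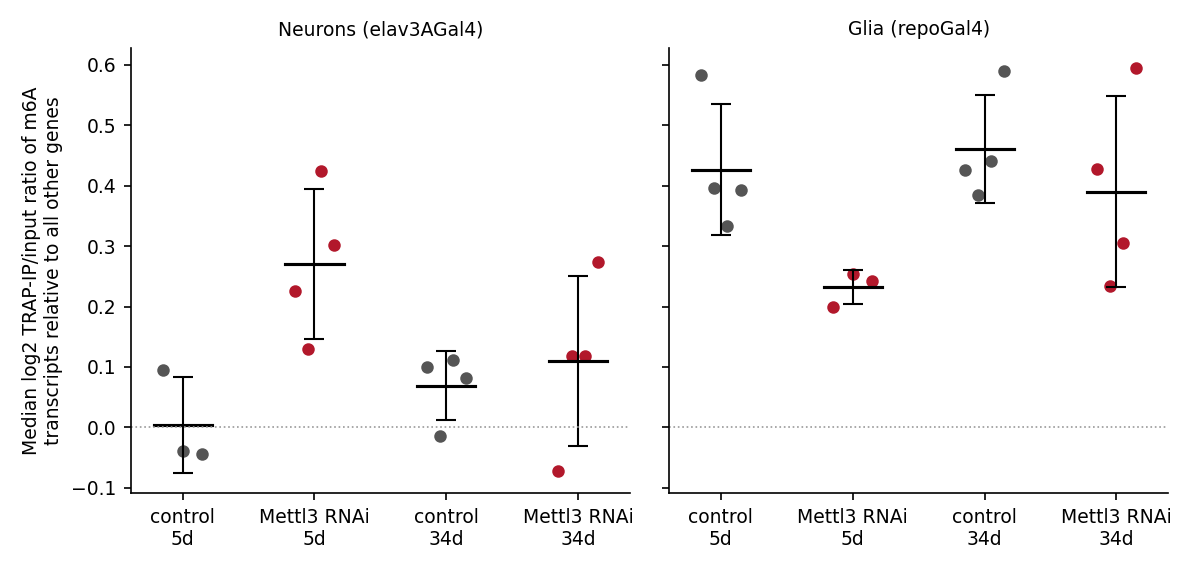
Median log2 TRAP-IP/input ratio of m6A transcripts relative to all other genes in neurons (left) and glia (right), by genotype and age. Points are pairs of a TRAP-IP and an input library (3 or 4 per group), lines are means and bars are SD; at 5d Mettl3 RNAi pairs average 0.27 in neurons against 0.0039 in control, and 0.23 in glia against 0.43 in control.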

**FIGURE 5:**
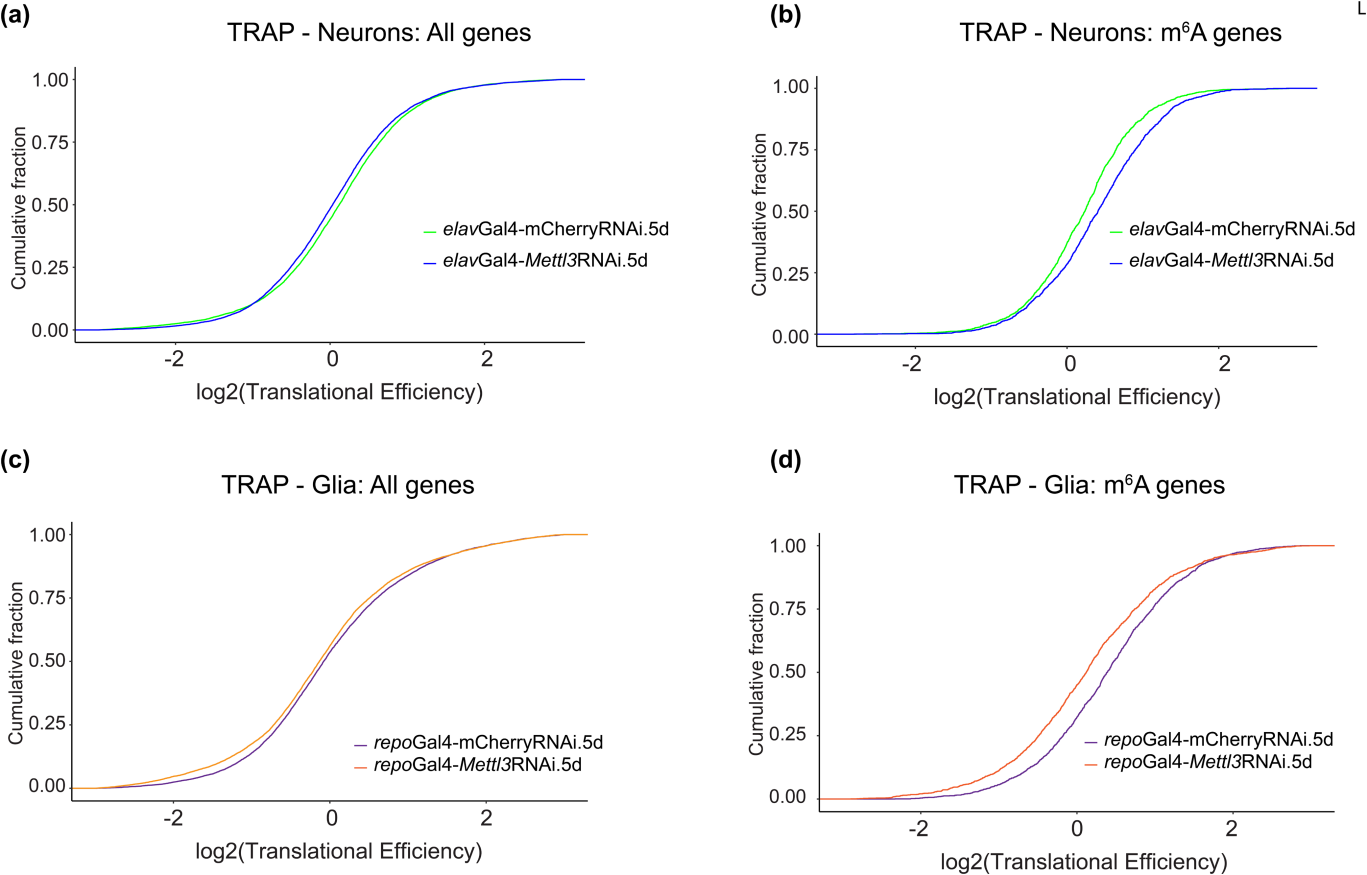
Translational profiling from neurons and glia with age and *Mettl3* RNAi. Translational efficiency determined from TRAP assay with *Mettl3* knockdown in (a, b) neurons. (*elav3A*Gal4 > UAS‐RpL3‐FLAG × mCherry RNAi vs. *Mettl3* RNAi) and (c, d) glia (*repo*Gal4 > UAS‐RpL3‐FLAG × mCherry RNAi vs. *Mettl3* RNAi) for in all expressed genes versus m^6^A modified transcripts.

## 3 DISCUSSION

m^6^A is highly prevalent in the brain and impacts various aspects of RNA metabolism, including mRNA stability and translation. Here we provide insight into the role of m^6^A in the adult *Drosophila* brain in vivo with age and disease, and in neurons versus glia. An initial finding is that m^6^A modification increases in the 5' UTR of transcripts in the brain with both age and disease. This increase has a negative effect on the mRNA expression levels of the tagged transcripts such that these transcripts become, on average, more downregulated. However, when examining m^6^A in neurons versus glia, we find that there are different functional outcomes of *Mettl3* knockdown in the two cell types. Decreasing *Mettl3* in neurons decreases animal longevity and functional readouts, indicating that *Mettl3* function normally promotes neural health. By contrast, decreasing *Mettl3* in glial cells conferred resilience to functional decline and extended lifespan, indicating that *Mettl3* normally limits glial cell function. The two cell types also regulated translation of m^6^A modified RNAs in an opposite manner—*Mettl3* normally functions to decrease translation efficiency of m^6^A tagged transcripts in neurons, whereas *Mettl3* promotes translation efficiency of tagged transcripts in glia. The different translational efficiencies presumably reflect differences in the levels or types of m^6^A reader proteins expressed in neurons versus glia which confer these different biological impacts. Taken together, these data highlight a critical and opposite functional impact of m^6^A modified transcripts in neurons versus glia in brain integrity and health span with age and disease (Figure 6).

**FIGURE 6:**
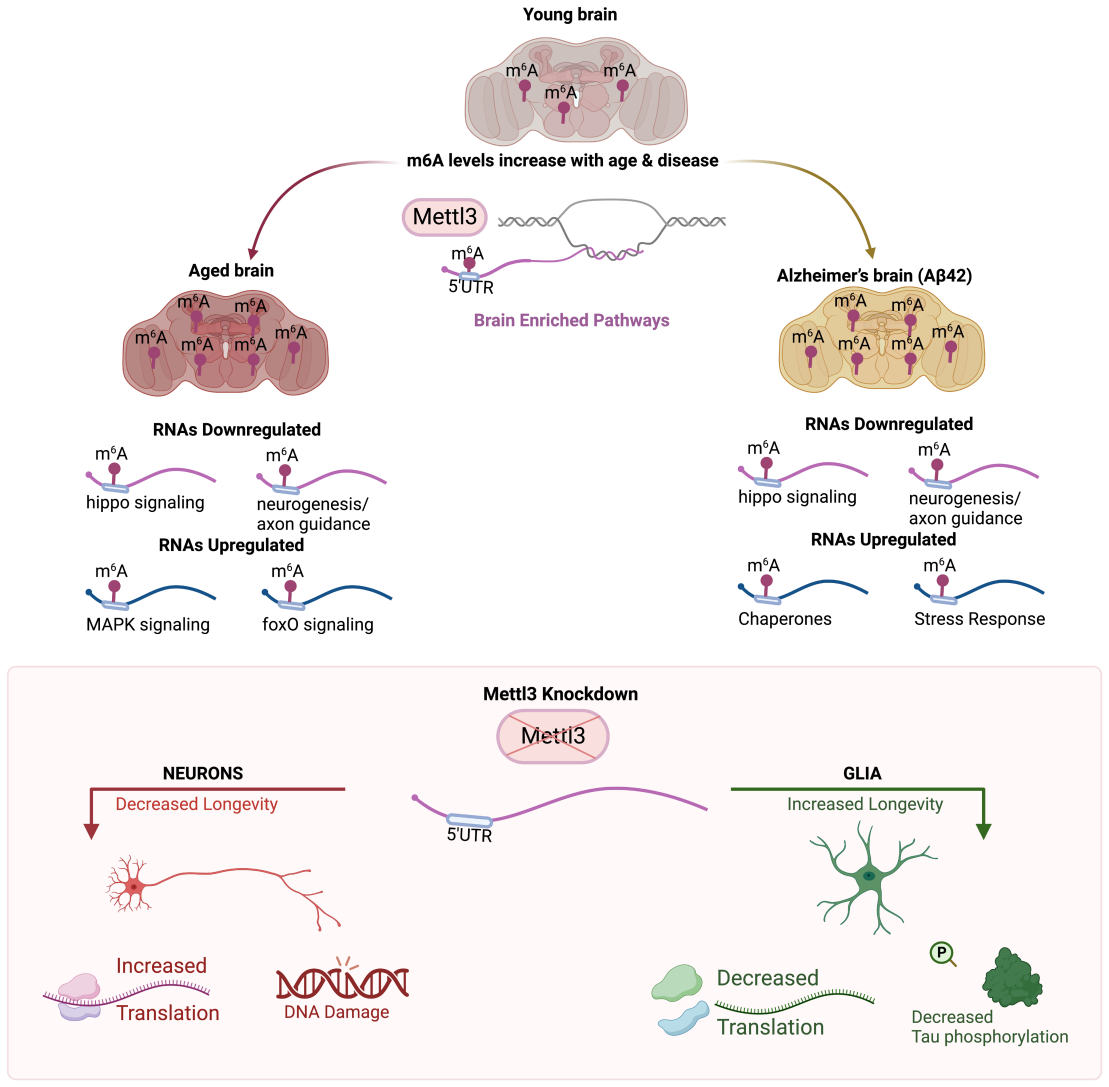
m^6^A regulation in the brain with age and disease. Model of m^6^A regulation in the brain with aging. Top: m^6^A levels increase with age and in the brains of animals expressing human Aβ42 in neurons. m^6^A transcripts were mostly downregulated with age and with disease, and are enriched for neurogenesis and signaling pathways. Bottom: Knockdown of *Mettl3* in neurons decreases lifespan and health span, increases translation efficiency of m^6^A transcripts, and increases DNA damage. These data suggest *Mettl3* function is normally protective to neurons. Knockdown of *Mettl3* in glia promotes lifespan and health span, and decreases translation efficiency of m^6^A modified transcripts. *Mettl3* knockdown in glial cells also extends lifespan of animals expressing human tau, and mitigates tau phosphorylation pathology. These data indicate that *Mettl3* activity is normally deleterious to glial function.

### 3.1 m^6^A modification in the brain with age and chronic stress

The aging brain is highly susceptible to stress, and hallmarks of aging include increased proteotoxic protein accumulation and decreased RNA transcription (Gemma et al., 2007; Landis et al., 2012; Leak, 2014). Age is also a major risk factor for cognitive decline and degenerative disease. As the brain ages, cellular pathways required for the key functions of neurons become downregulated, while stress pathways that deal with protein misfolding, DNA damage, and ROS become upregulated (Ham & Lee, 2020; Sen et al., 2016). Although different pathways and genes that change with age differ depending on the cell type, aging is associated with chronic stress activation.

Previously, we found that m^6^A increases on polyA+ RNA with acute stress, but that loss of *Mettl3* and nuclear reader *Ythdc1* confer resilience to acute stress. m^6^A‐IP sequencing showed that only ~7 out of 98 known heat stress chaperones in *Drosophila* are m^6^A marked, but these include critical chaperones like the *Hsp70s* at basal conditions (leading to their upregulation, and presumably providing stress preconditioning protection upon *Mettl3* knockdown). Rather, m^6^A transcripts in the brain comprise a select subset (~14%) of brain‐expressed genes that are enriched for neurogenesis and signaling pathways such as MAPK, HIPPO, foxO, and TGF‐beta signaling—all critical signaling pathways for dynamic functioning of the brain. Thus, m^6^A plays a critical role in fine tuning functional signaling pathways. Our data here show that m^6^A levels increased in the 5' UTR on many transcripts with age; these genes remain enriched for functional signaling pathways. m^6^A is known to mark transcripts for degradation (Du et al., 2016; Fu & Zhuang, 2020; Li et al., 2019; Shi et al., 2017), and increased m^6^A in the 5' UTR with age is negatively correlated with RNA expression level. Thus, one mechanism by which key genes in dynamic signaling pathways may become downregulated functionally with age in the brain may be that they are m^6^A modified.

In mammalian cells, m^6^A is associated with the DNA damage response, with damage recruiting METTL3 and causing it to bind DNA lesions and promote m^6^A modification of RNAs from damaged chromatin (Zhang, Chen, et al., 2020). Ythdc1 recognizes the m^6^A modified RNAs and recruits proteins to promote homologous recombination (HR)‐mediated repair (Widagdo et al., 2022; Xiang et al., 2017; Zhang, Chen, et al., 2020). In the fly brain, we found that the marker of DNA damage, phosphorylated H2Av (γH2Av) (Grigorian et al., 2017), is increased with age and that *Mettl3 or Ythdc1* reduction in neurons further increased γH2Av. This association suggests an m^6^A triggered pathway combating DNA damage occurs in neurons in the fly brain and may contribute to the decreased survival and increased brain degeneration upon loss of *Mettl3*. By contrast, *Mettl3* knockdown in glial cells conferred the opposite response of decreased levels of γH2Av. The response in fly neurons is consistent with the DNA repair outcome observed in mammalian cells, whereas the response in glia is distinct.

We observed altered levels of m^6^A machinery proteins in the brain with age, which may explain the overall increased levels of m^6^A with age. The cytoplasmic reader protein Ythdf is known in *Drosophila* to be crucial for learning and memory (Kan et al., 2021), and in mammalian cells for shuttling 365 m^6^A‐marked transcripts into P‐bodies and stress granules for RNA decay (Du et al., 2016; Fu & Zhuang, 2020). Because reducing the expression of Ythdf in neurons had a negative impact on lifespan (see Figure S3c), a decline in Ythdf levels during aging may have an unfavorable effect on overall health. 368 Nuclear reader protein Ythdc1 has recently been shown in mammalian cells to lead to decay of 369 chromatin binding RNAs and lncRNA transcripts (Ji et al., 2021; Liu, Dou, et al., 2020), as well as recruiting DNA damage 370 machinery and assisting in repair mechanisms (Xiang et al., 2017; Yu et al., 2021; Zhang, Chen, et al., 2020). Here we find Ythdc1 protein levels in the 371 *Drosophila* brain normally increase with age and *Ythdc1* knockdown in neurons decreased lifespan—if Ythdc1 functions in the DNA damage response in *Drosophila* neurons, the increase with age would be protective to the brain.

### 3.2 m^6^A modification and brain degeneration

m^6^A regulation with expression of Alzheimer's Aβ42 was similar to normal aging in that m^6^A levels increased in the 5' UTR of transcripts enriched in synaptic functionality and dynamic signaling. The m^6^A genes contrast with all transcripts downregulated with Aβ42 or age, the latter 379 of which are largely enriched in oxidative phosphorylation and TCA cycle. Aβ42 brains, however, also showed a unique response in that transcripts upregulated were enriched for stress and chaperones pathways. Thus, the proteotoxic stress of human Aβ42 expression activates stress chaperone pathways. Notably, among those genes with increased 5' UTR m^6^A were *Hsp70* transcripts. Previously, we showed that *Hsp70* is tagged by m^6^A basally, but not with acute stress, and that m^6^A serves to reduce transcript and protein levels; Hsp70 protein is increased and the animals stress resilient with *Mettl3* knockdown (Perlegos et al., 2022). Taken together, these findings indicate that the increased m^6^A on *Hsp70* transcripts may especially compromise the stress response of Aβ42 expressing animals. Studies in mice show that m^6^A levels are elevated in the cortex and the hippocampus of APP/PS1 transgenic mice compared to controls, with Mettl3 upregulated, and the demethylase FTO downregulated (Han et al., 2020). Similar changes in m^6^A machinery occur in the *Drosophila* brain, with increased levels of Mettl3 protein in Aβ42 brains. Since *Mettl3* loss in neurons is normally deleterious with age, these data suggest that the increase in m^6^A in Aβ42 expressing animals may be part of a protective response of the brain against this toxic insult. Consistent with *Mettl3* upregulation being protective, knockdown of *Mettl3* in Aβ42 expressing neurons reduced lifespan even further (see Figure 2h).

Unexpectedly, *Mettl3* knockdown in glia functioned opposite to knockdown in neurons, by conferring increased longevity normally and in glial tauopathy. m^6^A is a critical regulator in glioblastoma and loss of METTL3 is beneficial to radiosensitivity of disease cells (Cui et al., 2017; Dong & Cui, 2020; Li et al., 2019; Zhang et al., 2017). m^6^A also stabilizes and increases the translation of proto‐oncogenes in glioblastoma (Cui et al., 2017; Dong & Cui, 2020; Li et al., 2019; Zhang et al., 2017). Although the majority of 5' UTR modified transcripts were decreased with age, transcripts in select signaling pathways including MAPK and foxO signaling (See Figure S1g) were upregulated with age; these transcripts were enriched in *repo*GFP+ glial cells. Thus, m^6^A is poised to be a significant regulator of glial‐associated disorders, functioning in a manner opposite from neurons. Overall, m^6^A regulation seems dependent on the targets affected and the cell types examined and brain tissue shows high m^6^A modification, with a distinct methylome. (Dominissini et al., 2012; Liu, Li, et al., 2020).

### 3.3 Translation regulation

*Mettl3* manipulation in the fly brain has a very different translational impact (Perlegos et al., 2022) from that of *Drosophila* epithelial S2 cells (Kan et al., 2021) and some situations of human cultured cells (Meyer et al., 2015). Here, we extended these observations by immunoprecipitating ribosome associated RNAs from neurons versus glia, with or without *Mettl3* knockdown. In neural cells, *Mettl3* loss led to increased translational efficiency, while in glial cells it decreased translational efficiency. These findings indicate that each cell type, with its distinct expression repertoire of genes (presumably including central m^6^A reader proteins), has an enormous impact on the functional outcome of m^6^A‐modified transcripts. Moreover, a subgroup of transcripts show increased m^6^A with age, are upregulated with age, and are more highly expressed in glia versus neurons. m^6^A transcripts are also normally more efficiently translated in glia. These transcripts have been shown to be critical to the overall response of the brain to TBI and to normal aging, and chronic activation of these genes in glia is detrimental (Byrns et al., 2021). Thus, these transcripts may be key genes that confer the increased health span with *Mettl3* knockdown in glia (see Figure S5a,b). Given that some of these genes function in glia to extend lifespan (Bolukbasi et al., 2021), these findings suggest a nuanced regulation of key transcripts and m^6^A modification. These datasets set the stage for future studies defining additional nuances of m^6^A transcripts and their regulation in different subtypes of neurons (as part of different circuits, expressing different neurotransmitters, for example), and glia (cortical involved in the blood–brain barrier, versus ensheathing, for example).

### 3.4 Concluding remarks

Our data indicate that m^6^A transcripts, which are enriched in critical signaling and neuronal pathways, are regulated during age and disease, and differentially regulated in neurons versus glia. Whereas *Mettl3* function in *Drosophila* is protective to neurons, it is deleterious to glia, and these differential responses may have a large impact on the integrity of the brain with age and with disease. Given that GWAS hits for Alzheimer's disease are enriched in genes expressed in neurons, but also glia (Bellenguez et al., 2022), the distinct impact of m^6^A regulation of transcripts in neurons versus glia is poised for an important contribution to the maintenance and integrity of the brain with age and its response to disease.

## 4 MATERIALS AND METHODS

### 4.1 *Drosophila* stocks and lifespan analysis

A full list of *Drosophila* stocks used in this study are in Data S1. RNAi and UAS lines were generated by the Harvard Transgenic RNAi Project (TRiP) (Johnson et al., 2020), and stocks were obtained from the Bloomington *Drosophila* stock center, Indiana, USA. Crosses were performed at 25°C and grown on standard cornmeal molasses agar. Driver lines used as indicated per experiment, *elav*Gal4‐3A, *elav* ^C155^, *elav*GS, *repo*Gal4, *repo*GS. For all experiments male flies were used, for consistency in the experiments, and to avoid issues in food due to egg laying of females. All experiments were performed at 25°C unless otherwise indicated. For lifespan analysis flies were flipped to fresh vials every 2d and housed at 25°C or 29°C (for accelerated lifespan analysis) on a 12 h light/dark cycle. For GeneSwitch (inducible gal4‐UAS) experiments, food was prepared with either 100 μL of RU486 (4 mg/mL in 100% EtOH; Sigma‐Aldrich, #M8046–1G) pipetted onto food vials and allowed to dry for 24 h. Flies were put onto RU486 food as adults 1–2 days post eclosion. The number of dead flies was recorded after each time flipping, every 1–2 days.

### 4.2 Brain dissections

Brain dissections were conducted as previously described (Kennerdell et al., 2018). Briefly, flies were anesthetized using CO_2_ and decapitated using forceps. The head was placed posterior side down and the proboscis was then removed using Dumont #5S forceps (Fine Science Tools, #11254‐20). The brain was then gently popped out through the proboscis cavity, cleaned in PBS, and transferred to an RNAse free microfuge tube and PBS was aspirated. Brains were then ground in Laemmli Buffer (5 μL per brain, at least 10–20 brains for each sample) for western immunoblotting, or Trizol for RNA analysis.

### 4.3 Western immunoblot analysis

Brain or head samples were homogenized in sample buffer of 1x Laemmli sample Buffer (BioRad, 1610737), 50 μL β‐mercaptoethanol (Sigma, #M6250), 1x protease inhibitor (Roche, #11836170001), and 1 mM PMSF (Sigma, #P7626). 5 μL of sample buffer was added per brain, 7.5 μL added per head, and 40 μL added per whole fly. Samples are boiled at 98°C for 3 min, and then centrifuged at 1500 rpm for 3 min at room temp. Sample was loaded onto 15 well 1.0 mm 4%–12% Bis‐Tris NuPAGE gels (Thermo Fisher, WG1401) with pre‐stained protein ladder (Thermo Scientific, #22619). 1 brain or head equivalent was loaded on each lane per experiment. Gel electrophoresis was performed using Xcell Surelock Mini‐Cell Electrophoresis System at 140 V, and transferred overnight onto a nitrocellulose membrane 0.45 μM (Bio‐rad, #1620115), using a Bio‐rad mini transblot cell at 90A for 16 h. Membranes were stained in Ponceau S (Sigma, #P71701L), washed in double distilled water, and imaged with Amersham Imager 600. Ponceau S was washed off in 3 × 5 min in Tris‐buffered saline with 0.1% Tween20 (TBST). Membrane was blocked in 5% nonfat dry milk (LabScientific, #M08410) in TBST for 1 h, and incubated with primary antibodies with blocking buffer overnight at 4°C. Following 3 × 5 min washed in TBST, membranes were incubated with HRP‐conjugated secondary antibodies at 1:5000 for 1 h at room temp in blocking solution. Membranes were washed 3 × 5 min in TBST and the signal was developed using ECL prime (Cytivia, #RPN2232) and detected using an Amersham Imager 600. Primary antibodies used: anti‐tubulin (1:5000, DSHB, #AA4.3, Lot.5/31/18‐44ug/ml), anti‐Mettl3 (1:5000, Proteintech, #15073‐1‐AP, Lot.Ag7110), anti‐tau (1:100,000, DAKO, #A0024, Lot.20024929), anti‐yH2Av (1:500, DSHB, #UNC93‐5.2.1), anti‐GSK‐3β(ser9) (1:3,000, Cell Signaling Technology, #9336). Rabbit anti‐Ythdc1 (1:5000) affinity purified rabbit antibodies was generated by Biosynth against 18 residues of Ythdc1 (157‐173 “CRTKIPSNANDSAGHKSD”) as described (Perlegos et al., 2022). Secondary Antibodies used: Goat anti‐mouse (1:5000, Jackson lmmunoResearch, #115‐035‐146, Lot.153978), Goat anti‐Rabbit (1:5000, Jackson lmmunoResearch, #111‐035‐144, Lot.138306), Goat anti‐rat (1:5000, Thermo Fisher Scientific, #A10549, Lot.2273679).

### 4.4 Paraffin sectioning

Fly heads were decapitated and fixed in Bouin's solution (Sigma‐Aldrich, #HT10132) for 6d. Fixation was stopped by submersion in leaching buffer (50 mM Tris pH 8.0, 150 mM NaCl) overnight at RT. Heads were then processed through graded EtOH dehydration at the following times and concentrations: 30 min 70%, 30 min 90%, 30 min 95%, 30 min 100%, 30 min 100%, followed by xylenes (2x, 30 min) and finally fixed in paraffin (2 h). Heads were blocked and sectioned into 8 μM thick ribbons placed onto glass slides. Ribbons were deparaffinized by heating at 65°C for 1 h followed by washes in histoclear (VWR; #101412–876) for 5 min. For assessing brain vacuolization, sections were mounted with Cytoseal XYL (ThermoFisher, #8312–4). Sections were imaged on a Leica DFC360 FX under 10x objective, 1.2x magnification with fixed exposure settings. Fly brain tissue is auto‐fluorescent for pigmented eyes thus signal was detected using an I3 filter cube. Brain vacuolization was quantified in FIJI. For each brain, vacuolized area were averaged across 10 nonconsecutive sections to determine average brain vacuolization. Image acquisition and analyses were performed blind to sample identity.

### 4.5 Immunofluorescence on paraffin sections

Paraffin sections of fly brains expressing human tau (0N4R) in glia were rehydrated to water as follows: 100% EtOH for 3 min, 100% EtOH for 3 min, 95% EtOH for 1 min, 80% EtOH for 1 min, H_2_O for 5 min. Antigen retrieval was performed by boiling slides in citric acid buffer (Vector; #H‐3300) at 95°C for 40 min. Sections were then permeabilized in PBS with 0.1% Tween‐20 (PBST), then blocked in 3% bovine serum albumin (BSA) for 1 h at RT, then incubated in 1° antibody (AT100, Invitrogen, #MN1020, Lot.UH2805521) 1:200 overnight at 4°C. Sections were washed (2x, PBST) then incubated in 2° antibody for 1 h at RT. Sections were washed in PBST, rinsed in deionized water then cover slipped with mounting media. For phospho‐tau puncta quantification, sections were imaged on a Leica DFC360 FX under a 10x objective, 1.2x magnification and identical exposure settings. Puncta were counted in FIJI using the cell counter. Puncta were counted in one brain hemisphere per 100 *μ*M (Haigis & Yankner, 2010). Image acquisition and analysis was performed blind to sample identity.

### 4.6 Climbing assay

Individual flies were placed in empty vials and allowed to acclimate for 30 min. Climbing was measured by gently tapping flies to the bottom of the vial then recording height climbed after 30 s. Climbing height for each animal was assessed in FIJI and averaged across three trials taken within a 10 min testing interval. Max vial height of 8 cm.

### 4.7 RNA extraction

Tissue was homogenized in 200 μL of Trizol (Thermofischer Scientific, #15596026) in RNase free 1.5 mL microfuge tubes (Thermofischer scientific, #AM12400). 800 μL of Trizol (Thermofischer scientific, #15596026) was added per tube and 200 μL of chloroform (Fisher Scientific, #AC423555000) was added and tubes vigorously shook for 20 s at room temperature. Samples were left for 5 min at RT to form upper aqueous phase, and centrifuged at 4°C for 15 min at 12,000 × ***g***. The upper aqueous phase was transferred to a fresh RNase free tube. RNA samples were then processed using the Zymo RNA clean & concentrator‐5 kit (Zymo, #R1013), using their RNA cleanup from aqueous phase after Trizol /chloroform extraction protocol plus on column with DNaseI treatment. RNA amount was measured using a nanodrop and integrity was validated through on an Agilent 2100 Bioanalyzer using an RNA nano chip.

### 4.8 m^6^A‐IP sequencing

Total RNA was extracted from 200 *Drosophila* heads per replicate using Trizol/ chloroform extraction. PolyA+ mRNA was obtained using NEBNext Poly(A) mRNA Magnetic Isolation Module. PolyA+ RNA was fragmented using the NEB Next Magnesium Fragmentation Module (NEB, E6150S) for 4 min at 95°C for a 250 ng sample of polyA+ RNA, and RNA was repurified using the Zymo RNA clean & concentrator‐5 kit (Zymo, #R1013). Ten percent of the fragmented polyA+ RNA was saved as an input control for sequencing. M^6^A‐immunoprecipitation was done using the EpiMark N6‐Methyladenosine Enrichment kit protocol with some minor alterations. 30 μL of protein.

G magnetic beads (NEB, #S1430) were washed and resuspended in IP buffer (150 mM NaCl, 10 mM Tris‐HCL, 0.1% NP‐40). 4 μL of synaptic systems antibody (Synaptic systems, #202003, Lot.2116) was conjugated to protein G‐magnetic beads (NEB, #E1611A) for 2 h at 4°C. Beads/antibody were washed twice in IP buffer. ~1 μg PolyA+ RNA was incubated with beads/antibody in IP buffer supplemented with 0.1% SUPERase‐In RNase Inhibitor (Thermo Fisher; #AM2696) for 2 h at 4°C. After incubation, RNA/beads/antibody were washed twice in IP buffer, twice in low salt IP buffer (50 mM NaCl, 10 mM Tris–HCL, 0.1% NP‐40), and twice in high salt IP buffer (500 mM NaCl, 10 mM Tris–HCL, 0.1% NP‐40). RNA was eluted from beads with 25 μL of RLT buffer twice and elution was pooled and concentrated using Zymo RNA clean and concentrator kit‐5 (#R1015). Libraries were made using SMARTer Stranded Total RNA‐Seq Kit V4 without rRNA depletion (Takarabio, #634411) for IPed and input RNA, and sequenced using Illumina HiSeq X series with 40 M paired end reads (2 × 150 bp). Library preparation and sequencing was done by Admera Health. Three biological replicates per genotype and condition done with Synaptic Systems m^6^A antibody.

### 4.9 m^6^A enrichment analysis

Regions of m^6^A enrichment were found for each condition using MetPeak (v.1.1) (Cui et al., 2016) with default parameters, using the input and m^6^A pulldown bam files as input, and with the FlyBase FB2019_05 annotation provided. Peak locations (5' UTR, CDS, or 3' UTR) were defined from the regions indicated by MetPeak as having significant m^6^A enrichment. If a peak was not contained in one region (i.e., if the peak is partly in the CDS and partly in the 3' UTR), it was assigned to the region where more of the peak resided.

### 4.10 Differential m^6^A peak analysis

Regions of differential methylation between two conditions (frequently called “*Mettl3*‐dependent” or “m^6^A genes”) were found using RADAR (v.0.2.4) (Zhang et al., 2019) with input and m^6^A pulldown bam files as input, as well as the FlyBase FB2019_05 annotation. All replicates were used for differential peak calling. The minimum cutoff for bin filtering was 15, the cutoff was set as 0.05, and the Beta_cutoff was set as 0.5. Any region with an adjusted *p* < 0.05 was retained, and regions with a foldchange < −1 from the control (mCherry RNAi Control) to the knockout (*Mettl3* RNAi) or upregulation (UAS‐Aβ42) at 5d or 34d conditions. All genes were considered as all other genes expressed in the brain that did not have *Mettl3*‐dependent m^6^A.

### 4.11 m^6^A metaplot, heatmaps, and genome browser visualization

Heatmaps and metagene plots showing the location of m^6^A enrichment on a specific set of genes were constructed with using pheatmaps (v.1.0.12) and meRIPtools (v.0.2.1). Specifically, the exons of all transcripts in each gene were collapsed using the GenomicRanges (v.1.44.0) function reduce (Zhang, Luo, et al., 2020). Genes with a 5' UTR or 3' UTR shorter than 30 bp, a CDS shorter than 100 bp, or lacking a 5'/3' UTR (i.e., lncRNAs) were not considered in this analysis. For each gene, the 5' UTR and 3' UTR were tiled in 30 evenly spaced bins, and the CDS was tiled in 100 evenly spaced bins. The number of input and m^6^A reads overlapping each bin was calculated and this number was divided by the bin width and library size and a normalization factor of one million to produce a normalized reads per million in each bin. The heatmaps show the enrichment of m^6^A above input in each bin by dividing the m^6^A coverage by the input coverage after adding replicates from the same condition and sample type together. For heat map normalization, reads per million are normalized by the size of the bin, total reads, and library size. For genome browser snapshots, tracks visualized are log_2_ (m^6^A /input), or separated input and m^6^A‐IP tracks in supplementary figures. Tracks were made by first converting bam files to bigWig files using deepTools (v.3.5.1) (Ramírez et al., 2016) bamCoverage using CPM normalization, then deepTools bigwigCompare with operation log2.

### 4.12 GO and pathway analysis

GO analysis for genes was conducted using FlyMine (v.53) (Smith et al., 2012). The test correction was set to Holm‐Bonferroni with a max *p*‐value of 0.05. KEGG pathway analysis was done using the “enrichKEGG” function from ClusterProfiler (v.4.0.5) package in R (Yu et al., 2012). A list of all genes with detectable expression in the brain was used as background for both GO and pathway analysis.

### 4.13 FACS sorting

Brains (10–15 per replicate) from young (5 d) and older (34 d) males were dissected, collected into a tube with cold Schneider's medium (SM) containing 45 μM actinomycin D, and washed twice in PBS. Next, we added 300 μL of dissociating solution, which included papain diluted in PBS (Worthington PAP2, LK003178) and liberase (2.5 mg/mL). Brains were dissociated at 25°C using a shaker at 1000 rpm for 20 min and vigorous pipetting every 5 min, and passing through 25G 5/8 needle 7x. Dissociated tissue was filtered through 40 μm cell strainers and sorted on an BD FACS Aria II SORP with a 100 μm nozzle into a 96 well plate at the sorting facility of the University of Pennsylvania. Dead cells were excluded by staining with 4,6‐diamidino‐2phenylindole (DAPI). GFP+ cell gates were set according to the fluorescence profile of GFP‐ brain tissue, and nuclear stain Syto60. Desired glia or neuronal populations (~500 cells per replicate) were directly sorted into 10X lysis buffer (Takara 635013) plus RNAse inhibitor for library preparations using SMART‐seq v4. Library preps and sequencing was performed by Admera Health.

### 4.14 RNA‐seq analysis

Raw paired‐end fastqs were processed with TrimGalore (v.0.6.6) (https://github.com/FelixKrueger/TrimGalore) with default settings to remove Illumina adapters and mapped using STAR 2.7.3a (Dobin et al., 2013) to the *Drosophila melanogaster* genome annotation dm6. Unmapped and improperly paired reads were filtered out of aligned bam files. Reads per gene in the FlyBase release 2019_05 were computed using an R script using GenomicRanges (v.1.44.0) (Lawrence et al., 2013) summarize overlaps that counts the number of reads overlapping with the exons of each gene in the default “union” mode. Differential expression analysis was performed using DESeq2 (v.1.32.0) (Love et al., 2014), with count files produced by summarizeOverlaps as input. PCA plots were made using the plotPCA function in DESeq2, with variance stabilized counts as the input. MA plots were constructed from the adjusted *p*‐values and baseMean values output from DESeq2, and volcano plots were constructed from adjusted *p*‐values and fold changes reported by DESeq2. Normalized counts produced by DESeq2 were used to show expression levels. For FACS RNA‐seq analysis, we utilized RUVseq (v.3.17), and samples were processed utilizing RUVr approach for normalization of read counts and PCA plot analysis. Differential expression analysis was done using DESeq2 and differentially expressed genes were considered to be any gene with a *p*_adj_ < 0.05.

### 4.15 Quantification and statistical analysis

Statistical tests used were performed on GraphPad Prism (v.9), and are indicated in the figure legend. *p* < 0.05 was considered significant. Unpaired two‐tailed *t*‐tests were used when comparing two groups; One‐way ANOVA was used when comparing multiple groups followed by Tukey's post‐test when each group was compared against every other group, Sidak's posttest when pre‐defined groups were compared to each other, or Dunnett's test when comparing to a defined control sample. Two‐way ANOVA was used when there were two factors in the analysis.

### 4.16 TRAP assay

TRAP assay sample preparation was done using a protocol similar to (Chen & Dickman, 2017). Fly brains (30 brains/sample) were dissected and stored in buffer (10 mM Hepes, 150 mM KCl, 5 mM MgCl2, 100ug/ml Cyclohexamide, 1x protease inhibitor, Rnase inhibitor) in −80°C until samples were ready to process. Protein G Magnetic beads were coated with 4 μg of anti‐flag antibody, and resuspended in reaction buffer (10 mM Hepes, 150 mM KCl, 5 mM MgCl2, 100ug/ml Cyclohex, 1x protease inhibitor (Sigma, #11873580001), + 0.1% Triton X‐100, RNase inhibitor) (Thermo Fisher, #AM2696). Samples with brain tissue were homogenized in lysis buffer (reaction buffer +0.5% triton‐x). 20% of sample was saved as input control and RNA extraction using Zymo clean and concentrator kit‐5. The rest of the sample was added to antibody plus beads, and incubated for 4 h at 4°C. Beads + RNA was washed and RNA was extracted from beads using zymo clean and concentrator kit −5. Libraries were made using SMARTer Stranded Total RNASeq Kit V4 for IPed and input RNA, and sequenced using Illumina HiSeq X series with 40 M paired end reads (2 × 150 bp). Library preparation and sequencing was done by Admera Health. Three biological replicates per genotype and condition were done. Translation efficiency was calculated by log_2_ value of rpkm IP divided by rpkm of input.

## AUTHOR CONTRIBUTIONS

Alexandra E. Perlegos conceived, designed, and performed experiments, statistical analysis, bioinformatic analysis, and analyzed data. China N. Byrns performed and assisted in FACS sorting experiments and design. Nancy M. Bonini conceived, designed experiments, analyzed data, and supervised the research. Alexandra E. Perlegos and Nancy M. Bonini wrote the manuscript.

## CONFLICT OF INTEREST STATEMENT

Authors declare no competing interests.

## Supporting information

Appendix S1:

Appendix S2:

Appendix S3:

Appendix S4:

Supplementary Figures S1–S6

## Data Availability

The Raw sequencing data generated in this study have been deposited in the Gene Expression Omnibus GSE235989. Any additional inquiries can be directed to the corresponding author.

# Supplementary material for: Cell type‐specific regulation of m6A modified RNAs in the aging Drosophila brain
**Source:** Aging Cell. 2024 Jan 11;23(3):e14076. doi: 10.1111/acel.14076
**Supplement:** Supplementary file 5 — Supplementary Figures S1–S6

# Supplementary Materials for

## Cell type specific regulation of m<sup>6</sup>A modified RNAs in the aging *Drosophila* brain

Alexandra E. Perlegos<sup>1,2</sup>, China N. Byrns<sup>1,2,3</sup>, Nancy M. Bonini<sup>1,2\*</sup>

### **This PDF includes:**

Supplementary figures 1-6

### **Other supporting materials include the following:**

#### **Supplementary Data Files:**

Supplementary Data 1 – *Drosophila* Lines and Primers

Supplementary Data 2 – m<sup>6</sup>A RADAR files

Supplementary Data 3 – GO terms and KEGG Pathway

Supplementary Data 4 – RNA-seq differential expression files

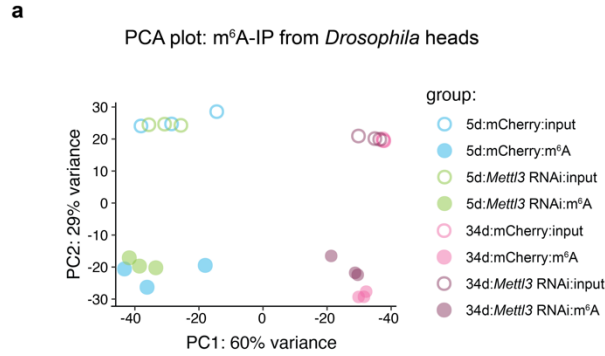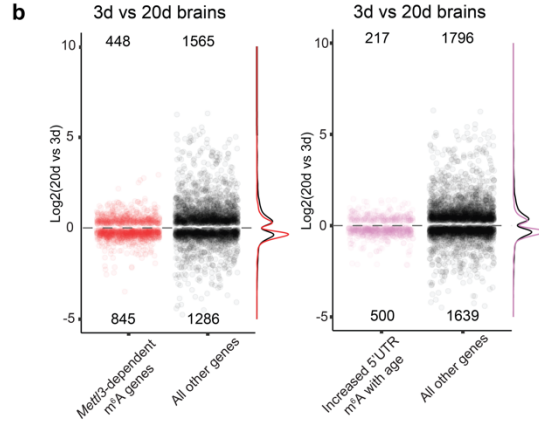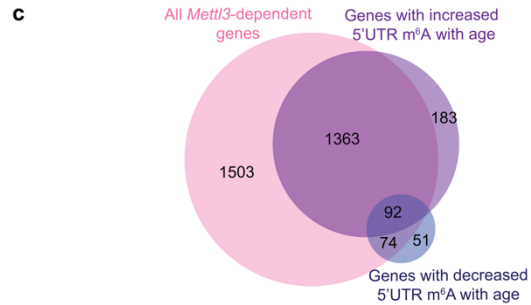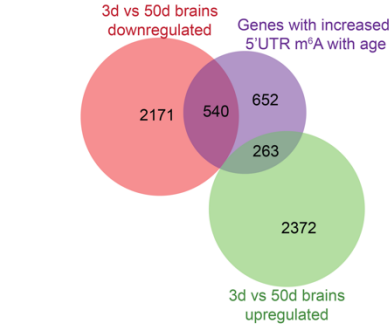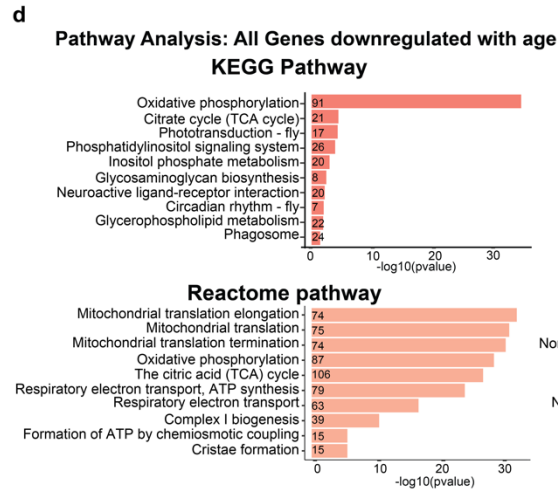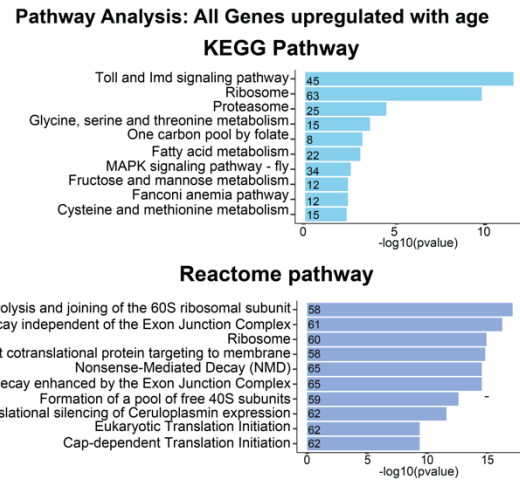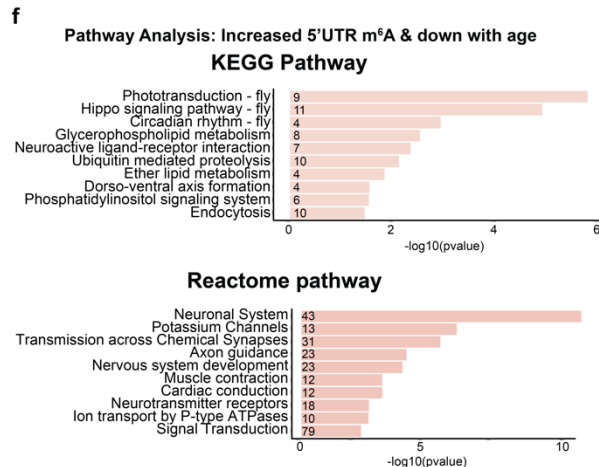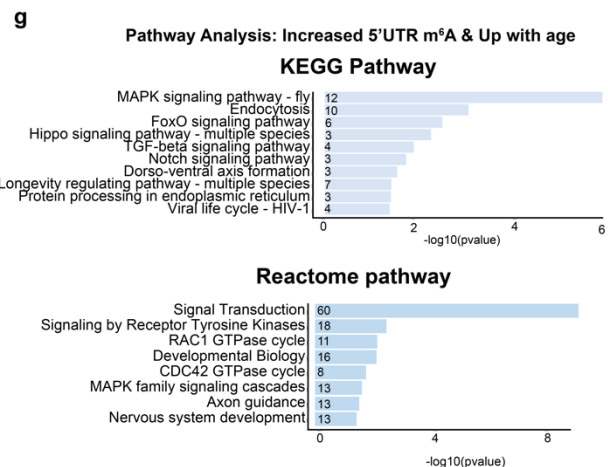

### Supplementary Figure 1: m<sup>6</sup>A-IP sequencing in the aging brain

- a. Principal component analysis (PCA) plot of m<sup>6</sup>A-IP-sequencing experiment using control and *Mettl3* heads at 5d and 34d. Each circle is one biological replicate. 

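On the 500 genes with the highest variance, PC1 held 59.4% and PC2 29.4% of the variance of the 24 head libraries. Control inputs lay at -26.7 ± 11.9 (SD, n = 3) on PC1 at 5d and 37.1 ± 0.171 at 34d, and Mettl3 RNAi inputs at -30.3 ± 4.96 and 33.3 ± 3.40. The m6A-IP libraries lay at -32.4 ± 12.9 and 30.6 ± 1.20 in control, and at -37.7 ± 4.13 and 26.0 ± 4.50 with Mettl3 RNAi. On PC2 the inputs had group means from -25.9 to -19.6 and the m6A-IP libraries from 19.0 to 28.9. Both libraries of control replicate 1 at 5d lay toward the 34d samples on PC1, at -14.1 (input) and -18.0 (m6A-IP).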

PC1 separates based on age (5d vs 34d) whereas PC2 separates based on Input versus m<sup>6</sup>A-IP.
- b. Plot of significantly differentially expressed genes  $\text{padj} < 0.05$  of control (*w<sup>1118</sup>*) brains with age (20d vs 3d). Positive logFC indicates an increase in transcript level with age. *Mettl3*-dependent m<sup>6</sup>A transcripts (red), all other non-m<sup>6</sup>A transcripts (black), transcripts with increased 5'UTR m<sup>6</sup>A with age (purple).
- c. Left, Venn diagram of *Mettl3*-dependent genes (5d and 34d) overlapped with genes with increased 5'UTR m<sup>6</sup>A with age and genes with decreased 5'UTR m<sup>6</sup>A with age. Right, Venn diagram overlap of genes with increased 5'UTR m<sup>6</sup>A with age, genes downregulated with age (50d vs 3d) and genes upregulated with age.
- d. Pathway analysis of all genes downregulated with age in the brain (50d vs 3d).
- e. Pathway analysis of all genes upregulated with age in the brain (50d vs 3d).
- f. Pathway analysis of genes with increased 5'UTR m<sup>6</sup>A with age that are downregulated with age in the brains (50d vs 3d RNA-seq).
- g. Pathway analysis of genes with increased 5'UTR m<sup>6</sup>A with age that are upregulated with age in the brain (50d vs 3d RNA-seq).

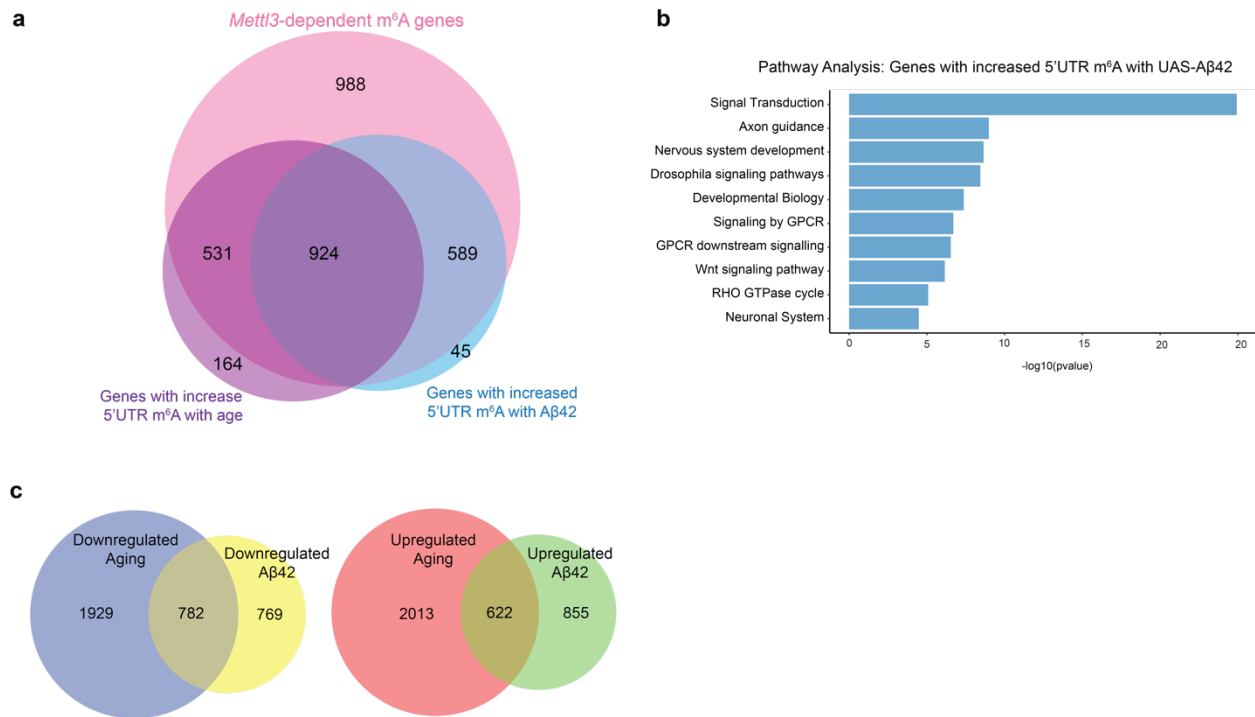

**Supplementary Figure 2: m<sup>6</sup>A modulation with Aβ<sub>42</sub>**

- Venn diagram of *Mettl3*-dependent genes (5d and 34d) overlap with genes with increased 5'UTR m<sup>6</sup>A with age and genes with increased 5'UTR m<sup>6</sup>A with UAS-Aβ<sub>42</sub>.
- Reactome pathway analysis of genes with increased 5'UTR m<sup>6</sup>A in UAS-Aβ<sub>42</sub> condition.
- Comparison overlaps of transcripts upregulated or downregulated with age or Aβ<sub>42</sub> expression in neurons of the brain.

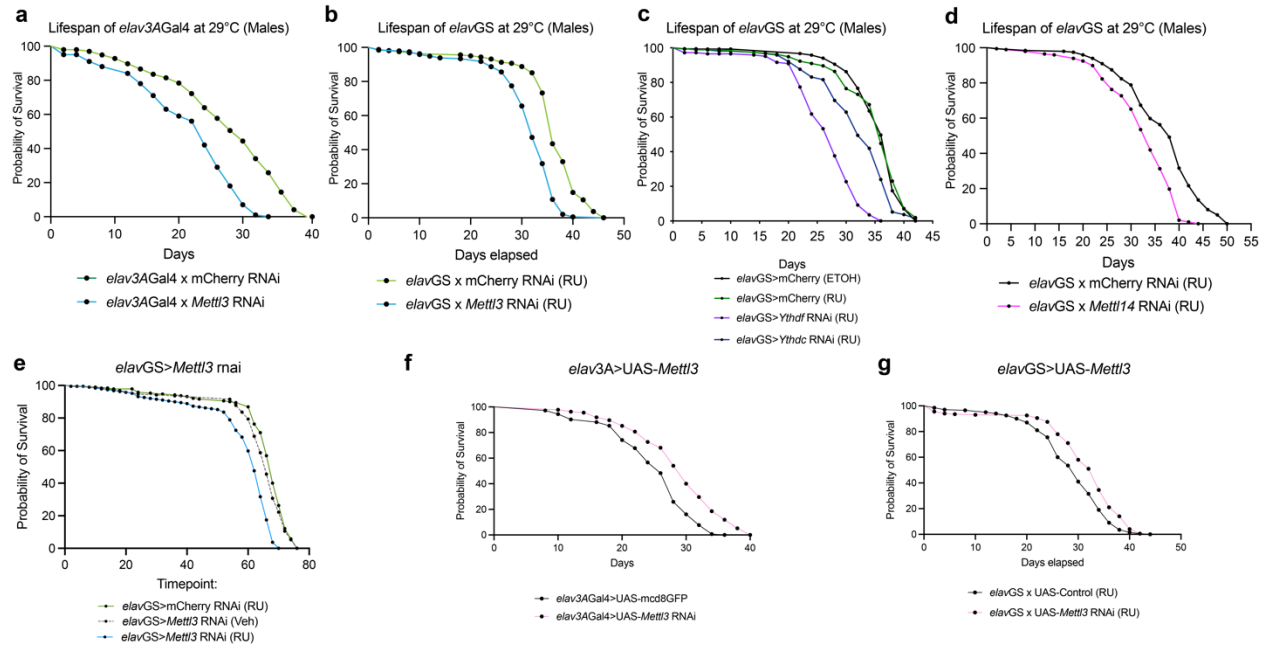

**h** PCA plot: *elavGFP*<sup>+</sup> cells mCherry RNAi vs *Mettl3* RNAi 5d vs 34d

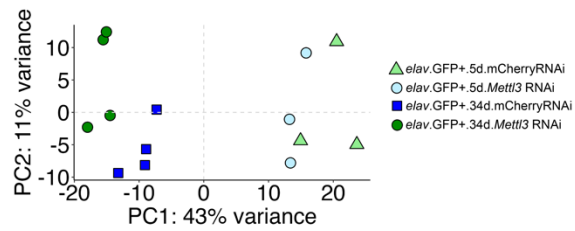

**i** KEGG Pathway: Genes upregulated in *Mettl3* RNAi *elavGFP*<sup>+</sup> cells 34d

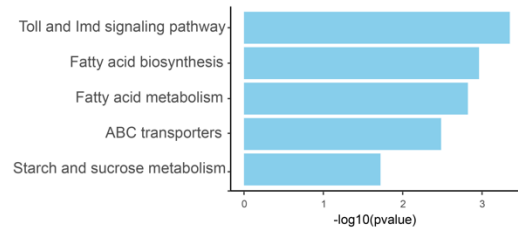

### Supplementary Figure 3: m<sup>6</sup>A modulation in Neurons

- a. Lifespan of animals expressing control RNAi or *Mettl3* RNAi in neurons. (*elav3AGal4>mCherry* RNAi vs *elav3AGal4>Mettl3* RNAi). 29°C, n=100, n=100, p\*\*\*\*<0.0001, Log-rank test.
- b. Lifespan of animals expressing control RNAi or *Mettl3* RNAi in neurons. Animals put on RU486 food as adults 1-2d post eclosion. (*elavGS-Gal4>mCherry* RNAi vs *elavGS-Gal4>Mettl3* RNAi). 29°C, n=180, n=161, p\*\*\*\*<0.0001, Log-rank test.
- c. Lifespan of animals expressing control RNAi, *Ythdc1* RNAi or *Ythdf* RNAi in neurons. Animals put on RU486 food as adults 1-2d post eclosion. (*elavGS-Gal4>mCherry* RNAi; *elavGS-Gal4>Ythdf* RNAi; *elavGS-Gal4>Ythdc1* RNAi) 29°C, n=140 (ETOH), n=180, n=180, n=180 p\*\*\*\*<0.0001, Log-rank test. Control ETOH lifespan is not significantly different from control lifespan on RU486 food.
- d. Lifespan of animals expressing control RNAi or *Mettl14* RNAi in neurons. Animals put on RU486 food as adults 1-2d post eclosion. (*elavGS-Gal4>mCherry* RNAi vs *elavGS-Gal4>Mettl14* RNAi). 29°C, n=190, n=190, p\*\*\*\*<0.0001, Log-rank test.
- e. Lifespan of animals expressing control RNAi or *Mettl3* RNAi in neurons, animals put on RU486 or Vehicle food as adults 1-2d post eclosion. (*elavGS-Gal4>mCherry* RNAi vs *elavGS-Gal4>Mettl3* RNAi Vehicle or RU486 food). 25°C, n=190, n=190, n=190, p\*\*\*\*<0.0001 (mCherry RNAi vs *Mettl3* RU), p\*\*\*\*<0.0001 (*Mettl3* Veh vs *Mettl3* RU), Log-rank test.
- f. Lifespan of animals expressing control or upregulation of *Mettl3* in neurons. (*elav3AGal4>UAS-mCD8GFP* vs *elav3AGal4>UAS-Mettl3*). Lifespans performed at 29°C, n=140, n=140, p\*\*\*\*<0.0001, Log-rank test.
- g. Lifespan of animals expressing control or upregulation of *Mettl3* in neurons only as adults. (*elavGS>UAS-mCD8GFP* vs *elavGS>UAS-Mettl3*). Animals put on RU486 food as adults 1-2d post eclosion. Lifespans performed at 29°C, n=200, n=200, p\*\*\*\*<0.0001, Log-rank test.
- h. PCA plot of FACS sorting RNA sequencing of *elavGFP+* cell samples.
- i. KEGG analysis of genes upregulated in *Mettl3* RNAi *elavGFP+* cells vs mCherry RNAi cells at 34d.

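The gene with the largest increase in Mettl3 RNAi elavGFP+ cells at 34d was the troponin gene TpnC4 (FBgn0033027, 2R, 5503437 to 5507866), at 16.1 ± 9.80 CPM (SD, n = 4) with Mettl3 RNAi and 0.183 ± 0.169 CPM in control (log2 fold change 6.39, SE 0.85, adjusted p = 0.0447). Cyt-b5-r (FBgn0000406, 2L, 16788774 to 16790721) stood at 33.0 ± 9.49 against 4.04 ± 2.04 CPM (3.03, SE 0.42, adjusted p = 0.0447), and Nplp2 (FBgn0287423, 3L, 13356376 to 13357223) at 256 ± 41 against 53.3 ± 18.9 CPM (2.26, SE 0.25, adjusted p = 0.0185). The lists of muscle and fat body marker genes had median changes of 0.61 (15 genes; adjusted p = 1.85e-04 with camera and 0.144 with fry) and 1.72 (8 genes; adjusted p = 1.51e-05 and 0.120) in the same comparison. When adjusted over the list alone, 1 muscle and 3 fat body genes were higher.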

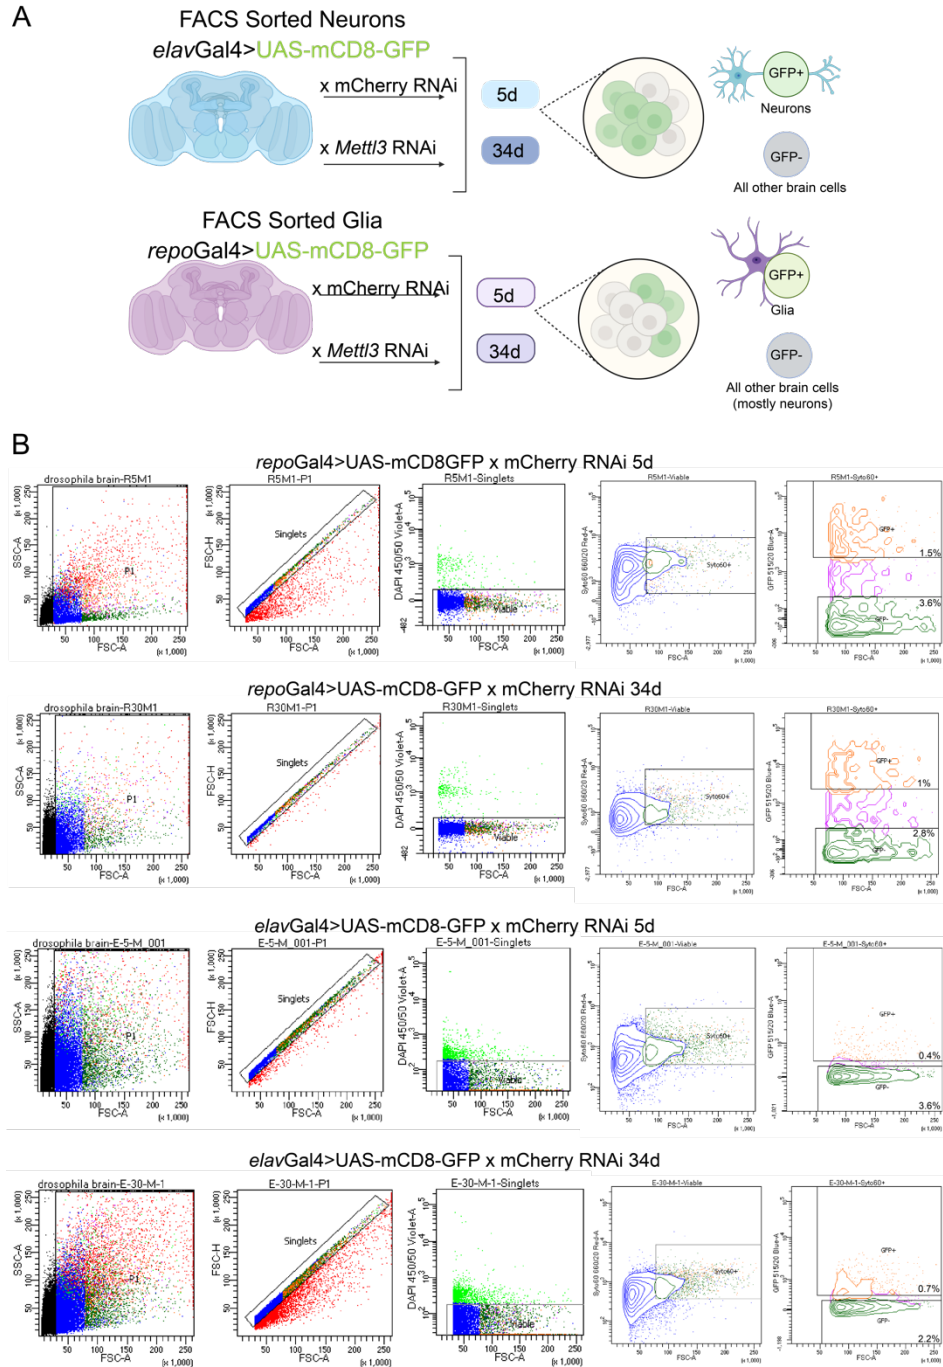

**Supplementary Figure 4: FACS sorting of *Drosophila* Neurons and Glial cells for RNA-sequencing.**

- Schematic of FACS sorting of *elav*GFP+ or *repo*GFP+ positive cells with or without *Mettl3* RNAi. Cells sorted from 5d or 34d brains for each genotype.
- Gating strategy examples from each experimental condition for FACS.

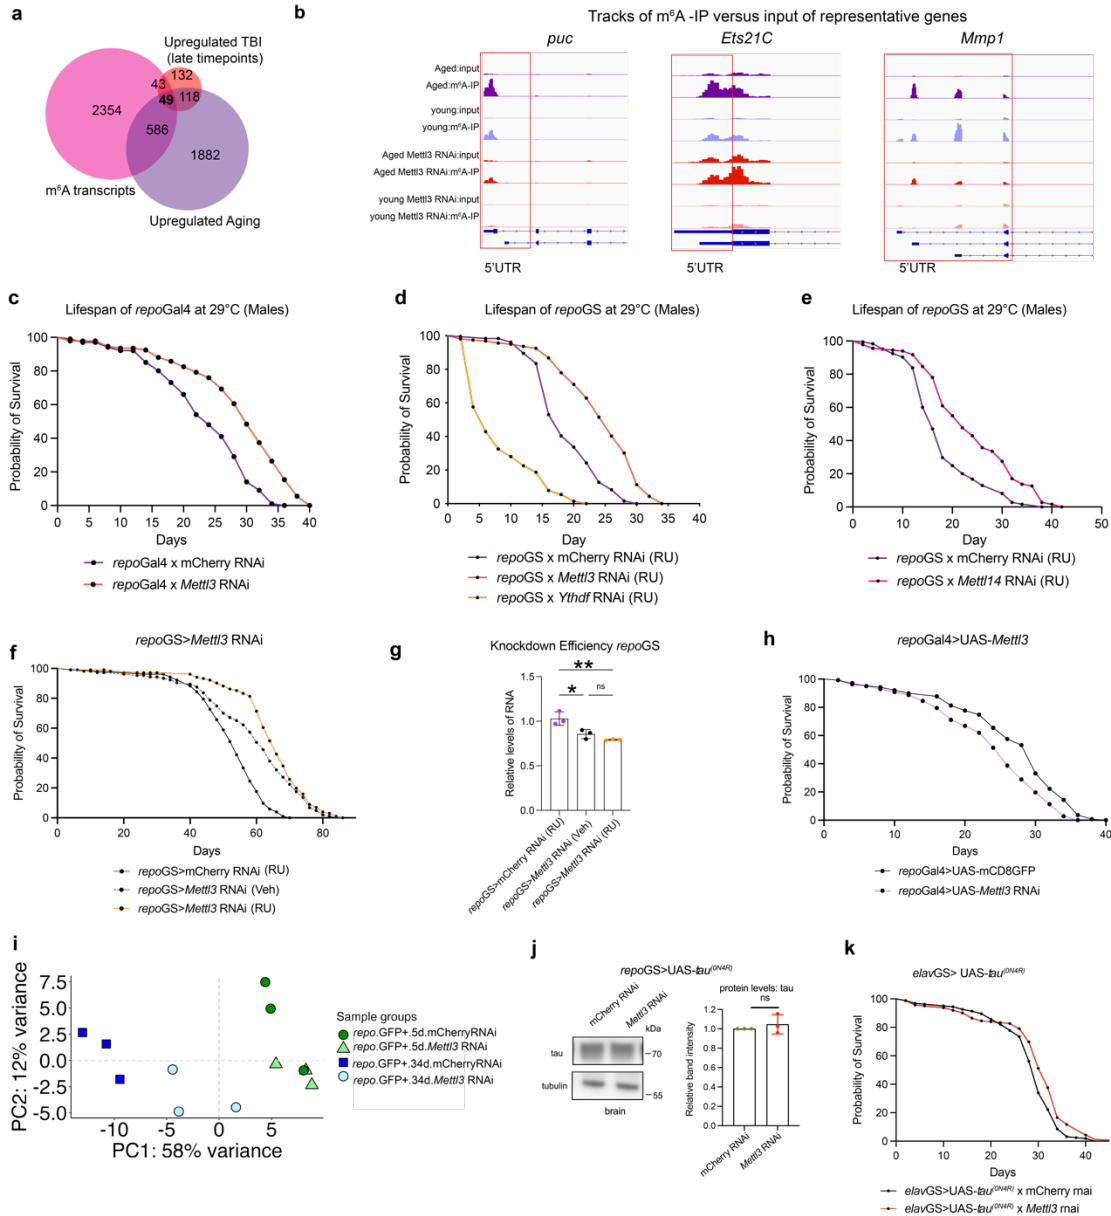

### Supplementary Figure 5: m<sup>6</sup>A modulation in Glia

- a. Comparison of transcripts upregulated in the brain with age, upregulated in head in late timepoints of traumatic brain injury (TBI) (3,7,10,15 d, head tissue)<sup>54</sup> and m<sup>6</sup>A marked transcripts with aging.
- b. 

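In control heads the log2 m6A-IP/input ratio of Mmp1, which shares exons with Pof, went from 1.01 ± 0.21 (SD, n = 3) at 5d to 1.62 ± 0.07 at 34d, a change of 0.62 (SE 0.12, adjusted p = 8.39e-04), and in Mettl3 RNAi heads it rose by 0.53 (SE 0.12, adjusted p = 0.00875). For puc it went from 2.54 ± 0.17 to 2.69 ± 0.11 (0.15, SE 0.12, adjusted p = 0.402), for Ets21C, which shares exons with nAChRbeta3, from 1.41 ± 0.22 to 1.37 ± 0.23 (-0.06, SE 0.19, adjusted p = 0.860) and for dl from 0.37 ± 0.16 to 0.40 ± 0.13 (0.03, SE 0.11, adjusted p = 0.897), each within the spread of the replicates. With DESeq2 and with RLE scaling the change of Ets21C was 0.13. Mmp1, puc and Ets21C were among the m6A transcripts defined here and dl was not.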

Example transcripts that are upregulated in TBI and with aging, and show increased m<sup>6</sup>A modification with age.
- c. Lifespan curve of animals expressing control RNAi or *Mettl3* RNAi in glia (*repoGal4>mCherry* RNAi vs *repoGal4>Mettl3* RNAi). Lifespan performed at 29°C, n=94, n=100, p\*\*\*\*<0.0001, Log-rank test.
- d. Lifespan curve of animals expressing control RNAi, *Mettl3* RNAi, or *Ythdf* RNAi in glia as adults (*repoGS-Gal4>mCherry* RNAi vs *repoGS-Gal4>Mettl3* RNAi vs *repoGS-Gal4>Ythdf* RNAi). Animals put on RU486 food 1-2d post eclosion. Lifespans performed at 29°C, n=180, n=170, n=180, p\*\*\*\*<0.0001, Log-rank test.
- e. Lifespan curve of animals expressing control RNAi or *Mettl14* RNAi in glia, *repoGS*. (*repoGS-Gal4>mCherry* RNAi vs *repoGS-Gal4>Mettl14* RNAi). Animals put on RU486 food as adults 1-2 d post eclosion. Lifespans performed at 29°C, n=180, n=160, p\*\*\*\*<0.0001, Log-rank test.
- f. Lifespan curve of animals expressing control RNAi or *Mettl3* RNAi in glia (*repoGS-Gal4>mCherry* RNAi vs *repoGS-Gal4>Mettl3* RNAi on vehicle or RU486 food). Animals put on RU486 food as adults 1-2 d post eclosion. Lifespans performed at 25°C, n=103, n=103, n=103, p\*\*\*\*<0.0001 (mCherry RU vs *Mettl3* RU), p\*\*\*\*<0.0001 (mCherry RU vs *Mettl3* Veh), p\*<0.05 (*Mettl3* RU vs *Mettl3* Veh), Log-rank test.
- g. Knockdown validation of *Mettl3* RNAi in *repoGS* background after 6 d on RU486 or vehicle food. Animals put on RU486 or vehicle food as adults. p\*\*<0.01, p\*<0.05, ns= not significant, One-way ANOVA.
- h. Lifespan curve of animals expressing control or upregulation of *Mettl3* in glia, *repoGal4*. (*repoGal4>UAS-mCD8GFP* vs *repoGal4>UAS-Mettl3*). Lifespans performed at 29°C, n=140, n=140, p\*\*\*\*<0.0001, Log-rank test.
- i. PCA analysis of FACS sorted *repoGFP+* cell samples 5d vs 34d RNA-sequencing.
- j. Levels of total tau protein in the brain with *repoGS>0N4R* x mCherry RNAi or *Mettl3* RNAi. Tubulin used as loading control. n=10 brains per replicate, 3 biological replicates, p=0.4667, Student's t-test, ns = not significant.
- k. Lifespan animals expressing human wild type *tau*<sup>(0N4R)</sup> in neurons with control mCherry RNAi, or *Mettl3* RNAi. (*elavGS-Gal4>UAS-tau*<sup>(0N4R)</sup> x mCherry RNAi vs *elavGS-Gal4>UAS-tau*<sup>(0N4R)</sup> x *Mettl3* RNAi). Animals put on RU486 food as adults 1-2d post eclosion. Lifespan performed at 29°C, n=162, n=162, p\*\*\*<0.0006, Log-rank test.

Figure 1

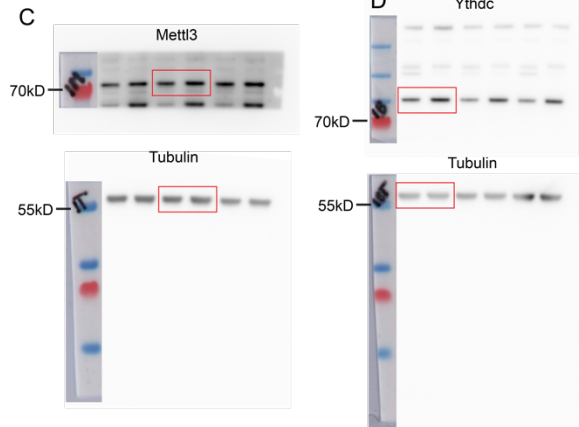

Figure 2

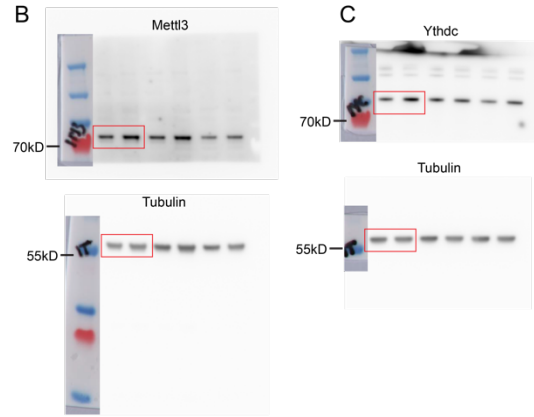

Figure 3

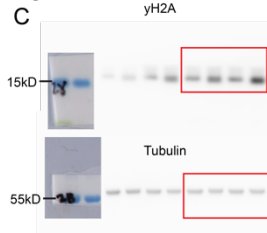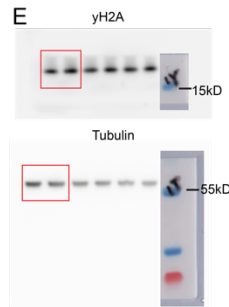

Figure 4

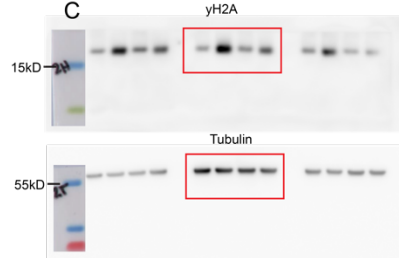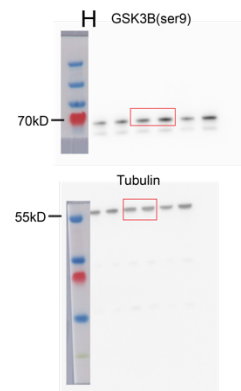

Supplementary Figure 4

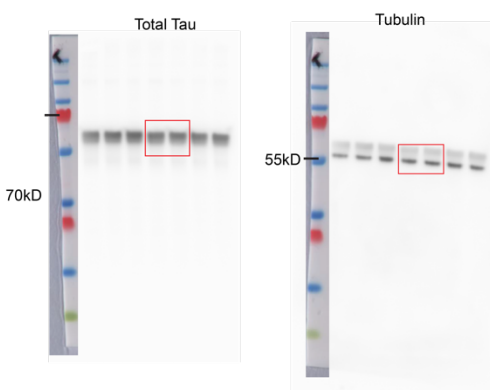

**Supplementary Figure 6. Uncropped lanes for all western immunoblots.**

Each blot is labeled for its figure panel. The red box indicate the representative lanes used in each figure panel. Page Ruler Plus Prestained Protein Ladder (Thermo Scientific, 22619).

How the deposited data were processed for this re-analysis (not part of the article)

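RNA was measured as read counts per gene in 140 libraries from Drosophila heads, brains, sorted brain cells and TRAP samples. They comprise 24 libraries of the head m6A-IP experiment with age (input and m6A-IP of control and Mettl3 RNAi at 5d and 34d), 10 of the head m6A-IP experiment with Aβ42 and 6 of the brain RNA-seq with Aβ42. The sorted cells comprise 14 libraries of elavGFP+ cells and 24 of repoGFP+ and repoGFP- cells, and the TRAP experiment comprises 62 libraries of neurons and glia. The deposited table holds 17562 genes. According to the methods, the authors trimmed the reads with TrimGalore, aligned them with STAR to dm6, removed unmapped and improperly paired reads, and counted the rest on the exons of FlyBase genes with summarizeOverlaps. Every value in the table is a whole number of counted reads without a normalization across libraries. The strand setting of the counting was not given in the methods, so that genes sharing exons are named as such beside their values.

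The reads counted per library on genes had a median of 29612398 in the head m6A-IP experiment with age (20141287 to 36361242), 20008870 with Aβ42 (18527609 to 21351930) and 19851144 in the brain RNA-seq (17513035 to 22746821). The medians were 14357584 in the sorted cells (10575300 to 21968057) and 7692584 in the TRAP libraries (2132983 to 17891755). Errors are standard deviations between replicates or standard errors from the fit. Where all libraries of a group had at most 3 counts for a gene, the fold is given as a lower bound against 3 counts. Such bounds cover counting error only, since the reads carry no molecular identifiers.

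Each comparison was fitted to the libraries of the groups concerned with the quasi-likelihood test of edgeR 4.0.16 (robust dispersion, TMM scaling, genes kept with filterByExpr), in R 4.3.3 with limma 3.58.1. Adjusted p-values are Benjamini-Hochberg values over the genes tested in a comparison, and 0.05 was the threshold. The m6A-IP/input and TRAP-IP/input ratios were fitted with the input and the IP of a replicate as a pair. Sorted cells, brains and head inputs were fitted without pairs. Differences between ages, genotypes or cell types in an effect were tested as interaction terms. m6A transcripts were defined here as genes with a lower m6A-IP/input ratio under Mettl3 RNAi at 5d or 34d, on the whole transcript, since peaks within a transcript were not analysed here. The study list holds the genes the authors selected on these samples for increased 5'UTR m6A with age (Data S2), of which 1600 were in the table. It is therefore not independent of the libraries tested.

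Shifts of a gene set are the median log2 fold change of its genes minus that of the other genes tested, with p-values from camera (preset correlation 0.01) and fry of limma, adjusted over the 30 set tests. Gene lists for oxidative phosphorylation, the TCA cycle, the proteasome, protein processing in the ER, heat shock proteins, Toll and Imd signaling, fatty acid metabolism and carbohydrate metabolism were written by hand, as were lists of markers of neurons, glia, muscle, fat body, photoreceptors and hemocytes. Their tests were adjusted over the 14 lists of a comparison. Principal components were computed on the 500 genes with the highest variance after the variance stabilizing transformation of DESeq2 1.42.0. An age score per library was the mean log2 CPM (prior count 2) of the genes rising with age in control head inputs minus that of the genes falling, each gene centred over the libraries. Libraries or pairs were compared with exact permutation tests. For a difference between 2 changes, ages or drivers were exchanged within each level of the other factor. This assumes no effect of the exchanged label, so such p-values are not exact for the difference itself. Python 3.11.15 was used with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

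Genes named in the text are those the paper names for an experiment. For each comparison they also include the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among genes with an adjusted p under 0.05, at least 10 CPM in the mean of the higher group and no overlap between the replicates of the groups. Genes named outside this rule are marked as chosen after their values were seen.

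The alternatives were the test of DESeq2, RLE scaling in place of TMM, no filter on low counts, a stricter filter (mean count of at least 50), the fit without pairs or with the replicate number as a block, and leaving out each replicate in turn. For sorted cells the fit of all groups together and RUVr with 1 factor were added, and for TRAP the replicates numbered 1 to 3 alone. For gene sets they were fry, other genes matched on expression in 10 bins, m6A transcripts with a change below -0.5, and the study list. For principal components they were RUVr, log2 CPM and all genes, and for the age score genes at an adjusted p under 0.01. The sample mapping, the comparisons, these alternatives, the rule for named genes and the gene lists were set before the data were examined. Some results were added to the list of alternatives after seeing the data, as the closing section states.

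The fits were tested on simulated data with 200 genes changed by 2 on the log2 scale. With edgeR 93.5% of them were recovered in the design of the brain RNA-seq, 67.5% in elavGFP+ cells at 34d, 45.5% in repoGFP+ cells at 34d, 98.5% for the m6A-IP/input ratio at 5d and with age, and 84% for TRAP in neurons at 5d. With DESeq2 the shares were 96.5%, 82.5%, 66.5%, 96.5%, 97.5% and 86.5%. Among the unchanged genes edgeR called between 5 (of 9816 in elavGFP+ cells) and 26 (of 9860 for the ratio at 5d), and DESeq2 between 15 (of 10219 for the ratio with age) and 49 (of 9816). A set of 500 genes shifted by 0.4 was recovered at 0.37 to 0.42.

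Input and IP libraries with the same number were treated as a pair, after their correlation was checked within each group (0.0589 to 0.742). Libraries with the same number in different groups were not treated as pairs. No pair of libraries held the same counts beyond sampling noise in the 170 pairs checked, where chi-square per gene lay between 5.67 and 284. All libraries were used, and genome sequence, reads and peaks were not analysed here.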

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

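Among the tests in this part, those of a weaker knockdown at 5d, of a difference between immunoprecipitations that does not need Mettl3, and of marker genes under the matching on enrichment were chosen only after the result was seen.

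Of 31 groups of libraries examined for a library far from the others, 2 held one, where chance gives about 1 in 20. Among Mettl3 RNAi elavGFP+ libraries at 34d, replicate 2 lay at 18.5 on PC1 and the others at 15.2 to 15.3, so that the gap is wide mainly against a very narrow range of the others. Without replicate 2 the distance between Mettl3 RNAi and control cells on PC1 was 4.92 instead of 6.32. In the TRAP-IP of Mettl3 RNAi glia at 34d, replicate 3 held Mettl3 at 10.6 CPM (92 counts) and the others at 1.12 to 1.24 CPM. Its input held 1.46 CPM, within the range of the inputs of that group (1.40 to 2.63 CPM), and 1 of the control TRAP-IP libraries at 34d held 11.1 CPM. Without replicate 3 the change of the m6A transcripts in glia at 34d was -0.037 instead of -0.063, and 0 genes passed an adjusted p under 0.05, as with it (479 genes had an unadjusted p under 0.05 with it). No technical or biological explanation was tested for either library.

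The change of the m6A transcripts in the TRAP-IP/input ratio with Mettl3 RNAi at 5d was 0.44 higher in neurons than in glia. A permutation test that exchanged drivers within each genotype gave p = 0.0147, which is not exact for this difference. As many genes as in the real grouping (383) were found in 1 of 50 groupings of the pairs, the real one included, and a shift as large in 1 of 50. In neurons alone 1 of 35 groupings gave as many genes (157) and 2 of 35 a shift as large, and in glia 1 of 35 gave as many genes (67) and 2 of 35 a shift as large. Several technical explanations were argued against. With all libraries thinned to one depth, the shift was 0.30 in neurons (1289520 counts per library) and -0.15 in glia (4217620 counts per library). These depths match the lowest library counts left without ribosomal and noe RNA, and lie below the total of the shallowest library. Without ribosomal and noe RNA the shifts were 0.31 and -0.15.

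The share of neuronal RNA in the TRAP libraries was not excluded as an explanation of the TRAP ratios at 5d. Among genes of equal enrichment in repoGFP+ over repoGFP- cells, the shift was 0.31 in neurons (camera, unadjusted, 3.40e-09; 0.31 before matching, over 1986 m6A transcripts) and -0.15 in glia (camera, unadjusted, 2.15e-04; -0.16 before matching, over 1989). The matching took away more than 50% of the change of the 16 glial markers, which went from -0.24 to -0.11 in neurons and from 0.32 to 0.12 in glia. This counts against the trend with glial enrichment, which it removed, as the whole cause. On neuronal RNA the matching decides nothing, since it left most of the change of the 18 neuronal markers, 0.54 of 0.60 in neurons and -0.54 of -0.67 in glia. Neuronal markers differed little between the sorted cells, with a median in repoGFP+ cells at 73.2% of the repoGFP- level. Marker genes did move with genotype. In neurons the ratio of neuronal markers was 0.81 ± 0.28 (SD, n = 4) with Mettl3 RNAi and 0.46 ± 0.12 (n = 3) in control (exact permutation test, p = 0.0571), and that of glial markers -0.80 ± 0.10 and -0.58 ± 0.10 (p = 0.0286, same exact test). In glia the ratio of neuronal markers was 0.19 ± 0.08 (n = 3) and 0.69 ± 0.24 (n = 4; exact permutation test, p = 0.0286), and that of glial markers 2.46 ± 0.17 and 2.17 ± 0.18 (p = 0.0857, same exact test). The higher ratio in neurons and the lower one in glia may therefore come from the share of neuronal RNA in the immunoprecipitations, in part or as a whole, and an effect of Mettl3 on the m6A transcripts cannot be told apart from it.

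Gene length was tested for the TRAP ratios at 5d as well. Among genes of equal exon length the shift in neurons fell from 0.30 to 0.17 (camera, unadjusted, 6.26e-05), so that length could account for a part of it. The shift that was left passed 0.05 with camera, which presets the correlation between genes. It was not tested with fry or per pair, so whether length accounts for the whole is open. In glia it went from -0.15 to -0.080 (camera, unadjusted, 0.0536), so that length could account for a part of the lower ratio in glia as well, and what was left of it did not pass 0.05. An effect of m6A on translation in each cell type, as the paper concludes, remains open and was not tested apart from these explanations.

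In neurons the change of the m6A transcripts in the TRAP ratio at 34d minus that at 5d was -0.27 (adjusted p = 6.53e-05 with camera and 0.0695 with fry; unadjusted, 2.18e-05 and 0.0181). In glia the corresponding difference was 0.075 (adjusted p = 0.256 with camera and 0.109 with fry; unadjusted, 0.128 and 0.0398). The tests of depth, ribosomal RNA, cell content and length were run at 5d and not on this difference. At 34d the shift in neurons was 0.028, and it may depend on single libraries, since it was -0.035 without Mettl3 RNAi replicate 4 and 0.091 without replicate 1. With 0 genes in the real grouping at 34d, 35 of 35 groupings gave as many in neurons and in glia by construction, which decides nothing. A shift as large was found in 28 of 35 groupings in neurons and in 20 of 35 in glia. A difference between ages in the effect of Mettl3 RNAi is open.

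In head inputs, for which the paper gives no test between Mettl3 RNAi and control, 4259 genes differed between Mettl3 RNAi and control at 34d (2263 higher and 1996 lower) and 18 at 5d, where 1143 genes had an unadjusted p under 0.05. The difference between the ages itself passed an adjusted p under 0.05 for 220 genes. As many were found in 9 of 100 groupings of the libraries, the real one included, with up to 2066 genes. Such groupings can carry the difference between genotypes at 34d itself into this number. They therefore decide nothing about the difference between ages. For 34d and 5d taken alone, 1 of 10 groupings, the real one, gave as many genes and every other grouping gave 0. This is the smallest share that 3 against 3 libraries allow. At 34d the m6A transcripts made up 990 of the higher and 221 of the lower genes, against 1273 and 1775 of the others (Fisher's exact test, p = 4.56e-131). These inputs were the denominators of the ratios that defined the m6A transcripts. A higher Mettl3 RNAi input lowers that ratio, so this excess is not independent evidence.

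Of the explanations for the smaller number at 5d, a high spread from control replicate 1 alone was argued against. Without this library 93 genes differed at 5d, and 0 to 4 when another library was left out, against 3469 to 4204 at 34d. Depth was argued against as well, since 4083 genes at 34d and 20 at 5d differed with all inputs thinned to 24788000 counts. The knockdown of Mettl3 was weaker at 5d, with a log2 fold change at 34d minus that at 5d of -1.01 (SE 0.29, adjusted p = 0.104 over all genes, unadjusted 0.00423). A weaker knockdown may thus explain the smaller number at 5d, as may a longer time without Mettl3 or an effect of age, which were not tested. A larger spread between replicates at 5d may explain that number too, since the variation fitted by edgeR was 0.179 at 5d and 0.0576 at 34d. The largest increases at 34d were in ribosomal RNA pseudogenes, such as 28SrRNA-Psi:CR45851 (log2 fold change 2.60), so that differences in ribosomal RNA removal remain open for these genes.

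With age, 5409 genes differed between control head inputs at 34d and 5d (2473 higher and 2936 lower), a comparison for which the paper gives no gene numbers. As many genes were found in 1 of 10 groupings, the smallest share possible, and every other grouping gave 0. Without control replicate 1 at 5d, whose libraries lay toward the 34d samples in the principal component analysis, 3298 genes were higher and 3512 lower. The m6A transcripts made up 586 of the higher and 553 of the lower genes, against 1887 and 2383 of the others (Fisher's exact test, p = 1.34e-05). As a set they did not differ from other genes (median change 0.065, adjusted p = 0.434 with camera and 0.831 with fry; unadjusted, 0.312 and 0.771; study list 0.16, unadjusted, 0.0128 with camera and 0.352 with fry). Tissue composition of the heads was not tested here, and an effect of age is open.

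The change with age of the m6A-IP/input ratio of the study list was 0.36 larger in control than in Mettl3 RNAi heads (unadjusted, 2.47e-25 with camera and 0.0301 with fry). A permutation test that exchanged ages within each genotype gave p = 0.04. It assumes no change with age in either genotype, so this p is not exact for the difference. Over all m6A transcripts it was 0.35 (fry, unadjusted, 0.0958). As many changed genes (116) were found in 3 of 60 groupings, the real one included, with up to 671 genes. A shift as large was found in 3 of 60, counted likewise, which is not below 0.05. Such groupings can carry the change with age in control heads itself into these values, so that these shares decide nothing. Without a change with age, simulated data gave a mean shift of -0.0050 for m6A transcripts selected on the same libraries (-0.013 to 0.0020 over 10 simulations). This argues against selection on noise that is independent between genes as the source of the rise in control heads. Genes were drawn independently, with the same m6A-IP effect in all replicates of a genotype. Selection on variation that genes share within a library was therefore not excluded. A difference between the immunoprecipitations at 5d and 34d that does not need Mettl3 was not excluded. In Mettl3 RNAi heads the m6A transcripts changed by 0.043 with age (unadjusted, 0.0181 with camera and 0.859 with fry; -0.0026 to 0.080 over the fits that each left out one replicate), with 140 rising and 131 falling. This was less than the 0.38 in control heads, but the difference did not pass 0.05 with fry. The study list changed by -0.028 (unadjusted, 0.270 with camera and 0.283 with fry), and since it was chosen for a rise in control heads it does not decide. The selection of the study list by the authors on the control libraries was not simulated, and it could raise the difference between genotypes. The rise of m6A with age that the paper concludes is open as a biological explanation.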

How the results depend on the processing

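Some results were added to the list of alternatives after seeing the data. They are all results for head inputs with Mettl3 RNAi, the genes with a higher m6A-IP/input ratio under Mettl3 RNAi, and the falling genes and the m6A shift with age in Mettl3 RNAi heads. The gene numbers for differences between genotypes, between ages in repoGFP+ against repoGFP- cells and between neurons and glia were added too, as were fry and the m6A transcripts of 1 age for the rise with age. Shifts below are median log2 changes of the m6A transcripts relative to other genes, and numbers of genes are given as higher and lower.

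Several larger shifts had the same direction under all alternatives run for them and without any single replicate, while some smaller shifts reversed. The shift of the TRAP ratio with Mettl3 RNAi in neurons at 5d (0.31) ranged from 0.22 to 0.39 over the alternatives and from 0.23 to 0.36 over the fits that each left out one replicate, the difference between neurons and glia (0.44) from 0.33 to 0.54 and from 0.39 to 0.50, and the m6A-IP/input ratio with Aβ42 (0.34) from 0.27 to 0.35 and from 0.30 to 0.39. For brains with Aβ42 (-0.14) the ranges were -0.21 to -0.11 and -0.18 to -0.13, for the rise of the study list with age in control heads (0.35) 0.30 to 0.37 and 0.30 to 0.41, and for its difference between genotypes (0.36) 0.33 to 0.37 and 0.30 to 0.42. The difference in elavGFP+ PC1 with Mettl3 RNAi at 34d (6.32) was 11.2 with RUVr, 10.8 on log2 CPM and 9.29 over all genes, and 4.92 to 8.02 without single replicates. That in repoGFP+ PC1 with Mettl3 RNAi at 34d (-12.5) was -26.4, -29.4 and -19.3, and -16.0 to -8.64.

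Over all alternatives other than leaving out a replicate, 317 values for groups of genes or libraries kept their direction and side of the threshold (for numbers of genes, stayed within 1.5 times). Another 102 moved, 10 reversed, 4 passed the threshold and 4 no longer did. For named genes 532 values were the same, 7 reversed, 11 passed the threshold and 44 no longer did, and for gene lists 82, 1, 3 and 10. With 1 replicate left out, 387 values for groups were the same, 151 moved, 8 reversed, 2 passed the threshold and 4 no longer did. For named genes these were 683, 3, 16, 2 and 106.

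DESeq2 in place of edgeR called more genes in most comparisons where few were called. With Mettl3 RNAi it gave 107 and 58 in elavGFP+ cells at 34d (4 and 0 with edgeR), 96 and 36 in repoGFP+ cells at 34d (0 and 0, with 648 at an unadjusted p under 0.05), and 127 and 99 in head inputs at 5d (14 and 4). For the difference between ages in head inputs it gave 352 and 174 (148 and 72). With age in elavGFP+ cells it gave 589 and 550 (187 and 290). For repoGFP+ against repoGFP- cells 713 were lower at 5d (438), 813 higher and 287 lower at 34d (493 and 111), and for the difference between ages 44 and 136 (0 and 3). For TRAP ratios it gave 313 and 134 in neurons at 5d (126 and 31), 69 and 259 in glia at 5d (14 and 53), 18 and 7 in neurons at 34d and 19 and 1 in glia at 34d (0 and 0 each, with 851 and 479 at an unadjusted p under 0.05), and 177 lower for the difference between neurons and glia (48). The cause was not tested.

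DESeq2 and RLE scaling also moved the m6A-IP/input ratios. With Mettl3 RNAi at 5d 853 genes (DESeq2) and 903 (RLE) were higher, against 537. With age in control heads 1283 and 470 (DESeq2) and 1255 and 416 (RLE) changed, against 592 and 1974. With age in Mettl3 RNAi heads 343 fell with RLE, against 663. For the difference between genotypes 585 were higher with DESeq2, and 333 higher and 26 lower with RLE, against 58 and 58. With Aβ42 572 fell with DESeq2, against 1551. RLE moved the median log2 ratio of all genes from -0.16 to 0.03 with age in control heads and from -0.11 to 0.06 for the difference between genotypes, so that the direction of single genes with small changes depended on it: Axn went from -0.11 to 0.084 with DESeq2 and 0.085 with RLE, and Ets21C from -0.06 to 0.13 with DESeq2 and 0.13 with RLE. Why the scalings differ was not tested.

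Without a filter on low counts more genes were tested. For the m6A-IP/input ratio 998 were higher with Mettl3 RNAi at 5d (537), 322 with age in Mettl3 RNAi heads (198), 217 and 262 changed for the difference between genotypes (58 and 58), and 1831 and 850 with Aβ42 (998 and 1551). Other numbers were 32 and 17 in head inputs with Mettl3 RNAi at 5d (14 and 4) and 9 higher in repoGFP+ cells with Mettl3 RNAi (0). For TRAP they were 347 and 133 in neurons at 5d, 87 and 304 in glia at 5d, 17 and 22 in neurons and 59 and 8 in glia at 34d, and 85 lower for the difference between neurons and glia (48). Shifts of m6A transcripts went from 0.043 to -0.015 with age in Mettl3 RNAi heads, from 0.048 to -0.0060 for the difference between ages in repoGFP+ against repoGFP- cells, and from -0.037 to -0.12 (past the threshold with camera) in elavGFP+ cells with Mettl3 RNAi at 34d. For repoGFP+ cells with Mettl3 RNAi at 34d, m6A genes shift, the value went from -0.028 to 0.00042. The median log2 change of all genes moved to 0.05 for the m6A-IP/input ratio with Aβ42 (-0.06 before) and to 0.16 for repoGFP+ against repoGFP- cells at 34d (-0.01 before). The fatty acid metabolism list in brains with Aβ42 went from 0.030 to -0.025, and Plc21C in the m6A-IP/input ratio with age from 0.00060 to -0.011. The cause was not tested.

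With the stricter filter, which tested fewer genes, 1616 genes rose in the m6A-IP/input ratio with Aβ42 (998) and 415 fell with age in Mettl3 RNAi heads (663). In elavGFP+ cells with Mettl3 RNAi at 34d 9 and 1 changed (4 and 0), and in the TRAP ratio of glia at 5d 33 and 102 (14 and 53).

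Without the pairing of input and IP, that is without the replicate block, fewer genes were called. In the m6A-IP/input ratio 20 were higher and 835 lower with Mettl3 RNAi at 5d (537 and 1490), 164 and 511 changed with age in control heads (592 and 1974), 25 and 6 in Mettl3 RNAi heads (198 and 663), 0 and 0 for the difference between genotypes (58 and 58, with 2203 at an unadjusted p under 0.05 with pairing) and 220 and 440 with Aβ42 (998 and 1551). For TRAP at 5d the numbers were 50 and 5 in neurons (126 and 31), 2 and 3 in glia (14 and 53) and 30 lower for their difference (48). For the m6A-IP/input ratio with Abeta42, Egfr, log2 fold change, the value went from 0.00032 to -0.00076, and Plc21C with age went from 0.00060 to -0.0032. The paired fit removes the variation shared by the input and IP of a replicate.

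With the replicate number as a block in the other comparisons, the numbers were lower as well, except in repoGFP+ cells with Mettl3 RNAi at 34d. Libraries of different groups with the same number correlated between -0.308 and 0.121, and in no comparison were all such correlations over 0.1, so that the numbers were not read as pairs. The block gave 0 and 0 in head inputs with Mettl3 RNAi at 5d (14 and 4, with 1143 at an unadjusted p under 0.05 without the block), 88 and 39 for the difference between ages (148 and 72), 68 and 114 in elavGFP+ cells with age (187 and 290) and 2 higher with Mettl3 RNAi at 34d (4). For repoGFP+ against repoGFP- cells 273 were lower at 5d (438), 313 and 35 changed at 34d (493 and 111) and 1 fell for the difference between ages (3), and in repoGFP+ cells with Mettl3 RNAi 1 fell (0). The shift of m6A transcripts between repoGFP+ and repoGFP- cells at 34d went from -0.013 to 0.0041. The cause was not tested.

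For sorted cells, RUVr with 1 factor gave 2 higher genes in elavGFP+ cells with Mettl3 RNAi at 34d (4), 213 lower in repoGFP+ than in repoGFP- cells at 34d (111), 1 and 13 for the difference between ages (0 and 3, with 934 at an unadjusted p under 0.05), and a shift at 34d of 0.00089 instead of -0.013. All groups in one fit gave 16 and 4 in elavGFP+ cells with Mettl3 RNAi (4 and 0), 865 and 259 between repoGFP+ and repoGFP- cells at 34d (493 and 111) and 1 higher in repoGFP+ cells with Mettl3 RNAi (0). The cause was not tested. With TRAP replicates 1 to 3 only, 1 and 2 genes changed in neurons at 5d (126 and 31), 34 and 102 in glia at 5d (14 and 53), 128 and 103 in neurons at 34d (0 and 0) and 5 higher in glia at 34d (0), and the shift in neurons at 34d went from 0.028 to -0.021. Which of the replicates decides this is given below.

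The set tests changed with fry, whose p replaced that of camera at the same shift: 0.102 for head inputs with Mettl3 RNAi at 5d (shift 0.093), 0.0748 for the difference between ages (0.056), 0.859 for age in Mettl3 RNAi heads (0.043) and 0.0577 for the TRAP ratio in glia at 5d (-0.15) were no longer under 0.05, while 0.00985 for repoGFP+ against repoGFP- cells at 5d (-0.041) was. For gene lists the shifts were the same by construction. Matching the other genes on expression reversed small shifts: -0.037 to 0.0040 in elavGFP+ cells with Mettl3 RNAi, -0.034 to 0.010 with age, and -0.013 to 0.037 for repoGFP+ against repoGFP- cells at 34d. With the study list in place of m6A transcripts the shift was 0.16 instead of 0.065 in head inputs with age (past the threshold with camera), -0.062 instead of -0.037 in elavGFP+ cells with Mettl3 RNAi (likewise past it) and -0.028 instead of 0.043 with age in Mettl3 RNAi heads (not past it). The cause was not tested.

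Leaving out 1 replicate moved most numbers of genes, by construction through fewer samples and by which sample was left out. For the m6A-IP/input ratio, 250 (without control replicate 2) to 710 (without control replicate 3) genes were higher with Mettl3 RNAi at 5d, and 860 (without Mettl3 RNAi replicate 1) to 1436 at 34d. With age in control heads 319 to 620 rose and 1151 to 2049 fell, each lowest without control replicate 2 at 34d. With age in Mettl3 RNAi heads 74 to 361 rose and 88 to 1043 fell, lowest without Mettl3 RNAi replicate 1 at 34d and highest without replicate 3 at 34d, and the shift ranged from -0.0026 (without replicate 2 at 34d) to 0.080 (without replicate 1 at 34d). For the difference between genotypes 5 to 266 were higher and 9 to 408 lower, lowest without control replicate 2 and highest without control replicate 3 at 5d. With Aβ42 547 (without control replicate 3) to 1755 (without control replicate 1) rose.

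In head inputs with Mettl3 RNAi at 5d 0 to 57 genes were higher and 0 to 36 lower, lowest without Mettl3 RNAi replicate 1 and highest without control replicate 1. For the difference between ages 10 to 728 were higher and 7 to 431 lower, lowest without control replicate 2 at 34d and highest without control replicate 1 at 5d. The shift at 5d ranged from 0.031 (without control replicate 1) to 0.14 (without control replicate 2). The shift of the difference between ages ranged from 0.013 (without control replicate 2 at 5d, no longer past the threshold) to 0.13 (without control replicate 1 at 5d). With age in control inputs the shift ranged from -0.013 (without control replicate 1 at 5d) to 0.12 (without control replicate 2 at 5d), while 1727 to 3298 genes rose and 2163 to 3512 fell. At 34d with Mettl3 RNAi 1886 to 2183 genes were higher and 1583 to 2021 lower. In brains with Aβ42 826 (without control replicate 1) to 2002 genes fell.

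In sorted cells without single replicates, 0 (without Mettl3 RNAi replicate 1) to 5 genes were higher and 0 to 1 (without control replicate 2) lower in elavGFP+ cells with Mettl3 RNAi at 34d. With age 60 to 211 rose and 125 to 254 fell, lowest without control replicate 2 at 5d. Between 147 (without repoGFP- replicate 2) and 383 genes were lower in repoGFP+ than in repoGFP- cells at 5d, and 21 (without repoGFP- replicate 1) to 104 at 34d. For the difference between ages 0 to 6 (without repoGFP+ replicate 2 at 5d) were higher and 1 (without repoGFP- replicate 2 at 34d) to 15 (without repoGFP+ replicate 3 at 34d) lower. The shift in elavGFP+ cells with Mettl3 RNAi at 34d ranged from -0.063 (without control replicate 2) to -0.022 (without Mettl3 RNAi replicate 4). Between repoGFP+ and repoGFP- cells the shift at 5d ranged from -0.092 (without repoGFP+ replicate 2) to -0.023 (without repoGFP+ replicate 1), and its difference between ages from 0.0079 (without repoGFP+ replicate 2 at 34d) to 0.10 (without repoGFP+ replicate 3 at 34d). The shift between repoGFP+ and repoGFP- cells at 34d ranged from -0.054 (without repoGFP+ replicate 2) to 0.022 (without repoGFP+ replicate 3), and that of repoGFP+ cells with Mettl3 RNAi at 34d from -0.061 (without control replicate 1) to 0.010 (without control replicate 2). The difference in age score at 34d ranged from -0.048 (without Mettl3 RNAi replicate 3) to 0.0069 (without Mettl3 RNAi replicate 4) in elavGFP+ cells, and from -0.085 (without Mettl3 RNAi replicate 2) to 0.022 (without control replicate 2) in repoGFP+ cells.

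For TRAP without single replicates, 0 to 607 genes rose and 0 to 268 fell in neurons at 5d, lowest without Mettl3 RNAi replicate 3 and highest without control replicate 1. In glia at 5d 0 (without Mettl3 RNAi replicate 2) to 41 rose and 0 (without control replicate 2) to 128 fell, both highest without Mettl3 RNAi replicate 1. The difference between neurons and glia ranged from 168 to 554 higher and 13 to 126 lower, lowest without Mettl3 RNAi glia replicate 2 and highest without control neuron replicate 1. In neurons at 34d 0 to 240 rose and 0 to 248 fell, highest without Mettl3 RNAi replicate 4, and the shift ranged from -0.035 (without Mettl3 RNAi replicate 4) to 0.091 (without Mettl3 RNAi replicate 1, past the threshold). In glia at 34d 0 to 2 (without control replicate 4) rose, and the shift ranged from -0.14 (without Mettl3 RNAi replicate 4, past the threshold) to -0.012 (without Mettl3 RNAi replicate 2).

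Single genes named at small changes of the m6A-IP/input ratio also depended on 1 replicate. With age in control heads CycD ranged from -0.032 (without replicate 3 at 5d) to 0.18 (without replicate 3 at 34d), Egfr from -0.076 (without replicate 2 at 34d) to 0.087 (without replicate 3 at 5d), Ets21C from -0.18 (without replicate 2 at 34d) to 0.083 (without replicate 2 at 5d), Plc21C from -0.057 (without replicate 2 at 34d) to 0.069 (without replicate 3 at 34d), dl from -0.064 (without replicate 1 at 5d) to 0.099 (without replicate 1 at 34d), and ed from -0.031 (without replicate 2 at 34d) to 0.11 (without replicate 3 at 5d). With Aβ42 Egfr ranged from -0.075 (without Aβ42 replicate 2) to 0.068 (without Aβ42 replicate 1), where a single Aβ42 sample was left and no p was computed.

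The depth of the TRAP libraries, the lowest of the experiments at 2132983 to 17891755 counts, limits single genes with low counts such as Mettl3, which had 6 to 92 counts in the TRAP-IP of Mettl3 RNAi glia at 34d. RUVr was run with 1 factor only, since the number the authors used is not stated.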

Differences from the paper's values

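The alternatives named here were set before the data were examined. A gap is called closed where the value of an alternative came within 1.5 times the paper's value, or, for a fold change, within the larger of both errors.

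The paper reports 1455 m6A transcripts with increased 5' UTR m6A with age, 49% of its m6A transcripts, called on regions within transcripts. Here 401 of 2249 m6A transcripts, or 17.8%, had a higher ratio over the whole transcript at 34d in control heads. The measures differ, and so do the sets of m6A transcripts, here and for the sorted cells below. A gap may come from this alone, and its closing under a setting does not give its cause. For the number no alternative closed the gap (DESeq2 906, RLE scaling 871, no filter on low counts 369, stricter filter 514, no pairing 100). For the percentage DESeq2 (40.3%) and RLE scaling (38.7%) closed it, while no filter (16.4%), the stricter filter (22.9%) and no pairing (4.45%) did not.

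For sorted glia the paper gives 506 m6A transcripts higher in repoGFP+ and 680 higher in repoGFP- cells at 5d, against 332 and 169 here. DESeq2 (413) and all groups in one fit (357) closed the first gap, and RLE scaling (337), no filter (319), the stricter filter (327), the replicate block (272) and RUVr with 1 factor (320) did not. None closed the second, the nearest being DESeq2 (275), RUVr (223) and all groups in one fit (216). At 34d the paper gives 341 and 198, against 134 and 36 here. For the first, DESeq2 (231) and all groups in one fit (230) closed the gap and the other alternatives did not. For the second none did, the nearest being DESeq2 (84), all groups in one fit (67) and RUVr (64).

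For the other transcripts in Fig. 3g, read by eye, the paper shows about 540 higher in repoGFP- cells at 5d (269 here), and at 34d about 670 higher in repoGFP+ (359 here) and about 190 higher in repoGFP- cells (75 here). DESeq2 closed all of these gaps (438, 582 and 203). RUVr closed the first and the last (390 and 149) and all groups in one fit the second and the last (635 and 192), while the remaining alternatives closed none. For elavGFP+ cells with age in Fig. 3f, read by eye, the paper shows about 120 m6A transcripts up and about 180 down, and about 500 other transcripts up and about 350 down, against 38, 99, 149 and 191 here. Only DESeq2 closed these gaps (117, 171, 472 and 379).

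For Ldh in brains with Aβ42 the paper gives a log2 fold change of 6.45 (standard error 0.12, Data S4), against 6.65 (SE 0.10) here. Every alternative left the gap (DESeq2 6.64, RLE scaling 6.64, no filter 6.67, stricter filter 6.65, replicate block 6.64). The part of Data S4 with Aβ42 used here held 1999 of 3028 genes, so that no overlap with it was tested.

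In sorted cells at 5d the paper describes m6A transcripts as lying more toward the repoGFP- cells, whereas every alternative named above gave more m6A transcripts higher in repoGFP+ than in repoGFP- cells. All genes leaned the same way (1224 higher and 438 lower in repoGFP+ cells). Relative to the other genes the m6A transcripts leaned toward repoGFP- cells, with 33.7% of the changed m6A transcripts lower in repoGFP+ cells against 23.2% of the changed other genes and a median shift of -0.041. The paper names Hsp70Aa and Egfr for increased m6A in the 5' UTR with Aβ42. On the whole transcript the ratio of Hsp70Aa was lower and that of Egfr unchanged. For puc, Ets21C and dl, which the paper names for increased m6A with age, the whole-transcript ratio did not change past the threshold, and puc was not significantly higher in repoGFP+ cells at either age. From PC1 the paper proposes that Mettl3 RNAi neurons appear more aged, and concludes that Mettl3 RNAi glia have a less aged profile. The age score, from genes of whole heads, differed between genotypes within the spread of the replicates in both cell types (exact permutation test, p = 0.6 in each). In repoGFP+ cells no p under 0.1 was possible, so that test could not have passed 0.05 and does not decide.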

Other observations

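Among the tests in this part, those of muscle and fat body RNA, of neuronal RNA in repoGFP+ libraries, and the correlation of PC1 with the marker score were chosen only after the result was seen.

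The position of 34d Mettl3 RNAi repoGFP+ cells toward the 5d cells on PC1, -12.5 relative to control, was compared with the glial share of the libraries. Among the 6 repoGFP+ libraries of 34d, PC1 fell as the score of glial minus neuronal markers rose (r = -0.978, exact permutation p = 0.00139, or 0.00278 adjusted over both ages; Spearman's rho = -1, exact permutation p = 0.00278; r without the 2 farthest libraries -0.955). Among the 6 libraries of 5d, r was -0.854 (exact permutation p = 0.0444 before and after adjustment; rho = -0.886, exact permutation p = 0.0333; r without the 2 farthest libraries -0.943). The score was -2.25 ± 0.56 (SD, n = 3) in control and -0.77 ± 0.48 with Mettl3 RNAi at 34d, and -0.28 ± 0.47 and -0.026 ± 0.36 at 5d. Over the 5706 genes that did not differ between repoGFP+ and repoGFP- cells, the distance on PC1 was 4.80 and 0 of the 3 Mettl3 RNAi libraries lay beyond the controls (exact permutation test, p = 0.3), although PC1 of these genes hardly followed age either (1.74). A larger glial share of the sorted libraries may therefore explain the position on PC1. Lower expression of glial genes with age, kept higher by Mettl3 RNAi, would give the same values and was not tested apart.

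In repoGFP+ libraries at 5d, 17 of 18 neuronal markers lay between log2 -1 and 0 relative to repoGFP- libraries, with a median of 73.2% of the repoGFP- level, and at 34d 15 of 18, with a median of 87.9%. The range was -0.89 to 0.41 at 5d. elav itself stood at 150 ± 18 CPM (SD, n = 3) in repoGFP+ and 181 ± 29 CPM in repoGFP- cells of control brains at 5d (log2 fold change -0.27, SE 0.16, adjusted p = 0.340). Neuronal RNA in the repoGFP+ libraries is a candidate explanation. It could make differences between the cell types smaller than they are. Expression of these genes in glia was not tested.

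The position of 34d Mettl3 RNAi elavGFP+ cells beyond the 34d controls on PC1 was compared with muscle and fat body RNA. A score over the 23 muscle and fat body markers was 0.41 ± 0.28 (SD, n = 4) with Mettl3 RNAi and -0.48 ± 0.40 in control (exact permutation test, 2-sided, p = 0.0286, the smallest possible), and 21 of the 23 genes were higher. As lists, muscle markers had a median change of 0.61 (adjusted p = 1.85e-04 with camera and 0.144 with fry) and fat body markers of 1.72 (adjusted p = 1.51e-05 and 0.120). The most abundant of these genes were Tm1 (mean log2 CPM 6.31), which changed by -0.23 (SE 0.17), Act79B, by 0.61 (SE 0.39), and apolpp (mean log2 CPM 6.12), by 1.93 (SE 0.31, adjusted p = 0.0609). Mhc changed by 0.10 (SE 0.54), so that not every muscle gene rose. Over the 6574 genes with at least 10 CPM in repoGFP- cells at 5d, the distance on PC1 was -0.26 (exact permutation test, p = 0.857), while age still gave 19.1. RNA of muscle and fat body in the sorted libraries may thus account for this position, and so may expression of such genes in Mettl3 RNAi neurons, which was not tested apart.

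Other groupings of the libraries were examined for the remaining numbers of changed genes. With 3 libraries or pairs against 3 no share under 0.1 is possible, and 1 of 10 groupings, the real one, gave as many genes for the m6A-IP/input ratio with Mettl3 RNAi at 5d (2027 genes) and at 34d (3451), with age in control (2566) and in Mettl3 RNAi heads (861), and for brains with Aβ42 (3030). The same held for repoGFP+ against repoGFP- cells at 5d (1662) and 34d (604) and for repoGFP+ cells with age (11). The other groupings of these comparisons gave at most 2 genes. For repoGFP+ cells with Mettl3 RNAi at 34d all 10 of 10 groupings gave 0 genes (648 at an unadjusted p under 0.05 in the real one), so that their number decides nothing. The difference between ages in repoGFP+ against repoGFP- cells gave 3 genes, and 10 of 100 groupings, the real one included, gave as many, up to 392. Such groupings can carry the differences between cell types or ages themselves into this number, so that it decides nothing. In elavGFP+ cells 1 of 35 groupings gave as many genes with age (477) and 1 of 35 with Mettl3 RNAi at 34d (4 genes). The m6A transcripts shifted as far as in the real grouping in 11 of 35 and 10 of 35 of these, respectively.

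With age, repoGFP+ cells of control brains had 1 higher and 10 lower genes at 34d, with 1332 genes at an unadjusted p under 0.05, and repoGFP- cells had 19 higher and 86 lower. In repoGFP+ cells CG3544 was at least 91.9-fold lower, Cln3 at least 171-fold lower and Pkg21D at least 95.6-fold lower at 34d, and CG3277 was at least 71.6-fold higher. The glial gene repo went from 260 to 121 CPM (log2 fold change -1.10, SE 0.26, adjusted p = 0.106). In repoGFP- cells the largest changes were in Ugt50B3 (3.73), CG12698 (3.40) and COX7AL (3.11), and in firl (-1.82), CG2680 (-1.64) and lncRNA:roX2 (-1.26). The m6A transcripts changed by -0.0041 in repoGFP+ cells (adjusted p = 0.919 with camera and 0.673 with fry; unadjusted, 0.919 and 0.516) and by -0.045 in repoGFP- cells (adjusted p = 0.434 with camera and 0.523 with fry; unadjusted, 0.337 and 0.384) relative to other genes. With Mettl3 RNAi in repoGFP- cells they changed by 0.037 at 34d (adjusted p = 0.353 with camera and 0.271 with fry; unadjusted, 0.188 and 0.162) and by 0.024 at 5d (adjusted p = 0.434 with camera and 0.753 with fry; unadjusted, 0.294 and 0.653), and in elavGFP+ cells at 5d by -0.030 (adjusted p = 0.678 with camera and 0.831 with fry; unadjusted, 0.585 and 0.776).

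In control head inputs the largest changes with age among genes with at least 10 CPM were in CG11458, CG12998 and CG13043, which were at least 6023-fold, 1256-fold and 450-fold lower at 34d. The largest increases were in CAH5 and Sgp, at least 98.0-fold and 102-fold higher, and in Cyp4g1 (log2 fold change 7.26, SE 0.63, adjusted p = 2.21e-04). In Mettl3 RNAi inputs at 5d they were in Obp99a (1.71), Cpr67B (1.38) and ALiX (1.33), and in Cyp4p1 (-1.27), CG2065 (-1.08) and CG14153 (-0.87). At 34d the largest falls were in CG32523 (-3.20), CG11211 (-3.19) and CG6283 (-3.17). Of the genes the paper names, pros rose by 0.90 (SE 0.05, adjusted p = 1.61e-09), pan by 0.52 and Ythdc1 changed by -0.44 (SE 0.04, adjusted p = 5.69e-07) at 34d, and Ythdc1 by -0.57 at 5d (adjusted p = 0.152).

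The m6A transcripts in head inputs with Mettl3 RNAi shifted by 0.18 at 34d (adjusted p = 2.61e-11 with camera and 7.59e-04 with fry; unadjusted, 5.22e-12 and 7.59e-05), and every Mettl3 RNAi library lay above every control library (0.087 ± 0.004 against -0.086 ± 0.021; exact permutation test, p = 0.1, the smallest possible). At 5d the shift was 0.093 (adjusted p = 9.37e-06 with camera and 0.180 with fry, unadjusted 2.81e-06 and 0.102), with a range from 0.031 (without control replicate 1) to 0.14 (without control replicate 2). The difference between the ages was 0.056 (adjusted p = 0.00759 with camera and 0.154 with fry, unadjusted 0.00329 and 0.0748). A permutation test that exchanged ages within each genotype gave p = 0.61 and is not exact for this difference. Of the study list, whose genes the authors chose on these samples, 873 were higher and 117 lower at 34d when adjusted over the list alone. The m6A transcripts were defined on ratios with these inputs as denominator, which favours genes with a higher Mettl3 RNAi input. Their shifts in the inputs are therefore not independent evidence.

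In brains with Aβ42 the hand-written lists not given beside the paper's text were tested as well, with adjusted p over 14 lists from camera and fry in this order and the genes past the threshold over all genes. Of 13 heat shock protein genes, 5 of them m6A transcripts, 8 rose and 0 fell, with a median change of 2.61 relative to other genes (8.14e-06 and 0.0170; 13 rose when adjusted over the list alone). Of 34 proteasome genes 5 rose and 0 fell (0.073; 0.0623 and 0.0428), of 36 Toll and Imd signaling genes 7 rose and 2 fell (0.35; 0.0323 and 0.0598), and of 22 fatty acid metabolism genes 5 rose and 5 fell (0.030; 0.768 and 0.818). Adjusted over the list alone, 1 proteasome gene rose, 6 Toll and Imd genes rose and 2 fell, and 5 fatty acid genes rose and 5 fell.

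Marker lists were mostly lower in the Aβ42 brains. Of 18 neuronal markers, 5 of them m6A transcripts, 9 fell and 0 rose (-0.22; adjusted p = 8.92e-04 with camera and 0.0436 with fry; 10 fell when adjusted over the list alone). Of 17 glial markers 8 fell (-0.31; 8.86e-04 and 0.0147; 9 when adjusted over the list alone), of 16 photoreceptor markers, 5 of them m6A transcripts, 9 (-0.68; 2.94e-06 and 0.0121; 10 when adjusted over the list alone), of 10 fat body markers 3 (-1.05; 0.00890 and 0.0149; 3 when adjusted over the list alone), and of 9 hemocyte markers 7 (-0.56; 4.47e-05 and 0.00231; 7 when adjusted over the list alone). Of 14 muscle markers 0 rose and 0 fell over all genes or when adjusted over the list alone (0.22; 0.313 and 0.373).

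With age in control elavGFP+ cells, oxidative phosphorylation genes changed by -0.46 (1 of 67 higher and 25 lower; adjusted p = 2.38e-24 with camera and 0.00339 with fry; 1 and 47 when adjusted over the list alone) and TCA cycle genes by -0.43 (0 higher and 6 lower; 2.00e-09 and 5.53e-04; 0 and 12 when adjusted over the list alone). Toll and Imd signaling genes changed by 0.57 (5 of 31 higher and 0 lower, adjusted p = 1.68e-05 with camera and 0.00339 with fry, 9 and 1 when adjusted over the list alone). For carbohydrate metabolism genes the median change was 0.13 (1 of 34 higher and 8 lower, 0.0187 and 0.00339 by the same tests, 3 and 10 when adjusted over the list alone). Most of the called carbohydrate genes thus fell although the median lay higher. The direction of these set tests was not recorded, so neither a rise nor a fall of this list follows.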
